# Variational autoencoding of gene landscapes during mouse CNS development uncovers layered roles of Polycomb Repressor Complex 2

**DOI:** 10.1093/nar/gkac006

**Published:** 2022-01-20

**Authors:** Ariane Mora, Jonathan Rakar, Ignacio Monedero Cobeta, Behzad Yaghmaeian Salmani, Annika Starkenberg, Stefan Thor, Mikael Bodén

## Abstract

A prominent aspect of most, if not all, central nervous systems (CNSs) is that anterior regions (brain) are larger than posterior ones (spinal cord). Studies in *Drosophila* and mouse have revealed that Polycomb Repressor Complex 2 (PRC2), a protein complex responsible for applying key repressive histone modifications, acts by several mechanisms to promote anterior CNS expansion. However, it is unclear what the full spectrum of PRC2 action is during embryonic CNS development and how PRC2 intersects with the epigenetic landscape. We removed PRC2 function from the developing mouse CNS, by mutating the key gene *Eed*, and generated spatio-temporal transcriptomic data. To decode the role of PRC2, we developed a method that incorporates standard statistical analyses with probabilistic deep learning to integrate the transcriptomic response to PRC2 inactivation with epigenetic data. This multi-variate analysis corroborates the central involvement of PRC2 in anterior CNS expansion, and also identifies several unanticipated cohorts of genes, such as proliferation and immune response genes. Furthermore, the analysis reveals specific profiles of regulation via PRC2 upon these gene cohorts. These findings uncover a differential logic for the role of PRC2 upon functionally distinct gene cohorts that drive CNS anterior expansion. To support the analysis of emerging multi-modal datasets, we provide a novel bioinformatics package that integrates transcriptomic and epigenetic datasets to identify regulatory underpinnings of heterogeneous biological processes.

## INTRODUCTION

The embryonic central nervous system (CNS) is patterned along the anterior–posterior (A–P) axis, evident by e.g. the expression of brain-specific transcription factors (TFs) in anterior regions and the Hox homeotic genes in posterior regions. A–P patterning of the CNS has two key consequences: first, the generation of distinct cell types in different regions, and second, the striking expansion of the brain relative to the spinal cord. Studies in *Drosophila* have revealed that anterior CNS expansion is driven by a longer phase of neural progenitor proliferation, more prevalent daughter cell divisions and faster cell cycle speeds in anterior regions, combining to generate much larger average lineages anteriorly (1). This A-P ‘stemness’ gradient further manifests, and is driven, by an A–P gradient of neural progenitor TF (e.g. SoxB family) and cell cycle gene expression (1–3). These expression gradients are in turn promoted by the selective expression of the A–P patterning TFs (3–5). However, it is unclear if the principles uncovered in *Drosophila* are fully conserved in mammals.

The selective expression of TFs along the A-P axis is under control of epigenetic cues, where the Polycomb Repressive Complex 2 (PRC2) plays a prominent role (6). PRC2 mono-, di- and tri-methylates Histone 3 upon residue Lysine 27 (H3K27me1/2/3), typically resulting in proximal gene repression (7,8). Inactivating PRC2 during *Drosophila* or vertebrate CNS development, by mutating either one of the core complex genes *Ezh2* or *Eed* (*DrosophilaE(z)* and *esc*, respectively), induces ectopic expression of Hox genes in the anterior CNS (5,9), and reduces brain-specific TFs expression (4,5). PRC2 inactivation leads to undergrowth of the anterior CNS (5,9–12), while not affecting the spinal cord growth (5). The reduced brain growth following PRC2 inactivation appears to be, at least in part, due to reduced proliferation, in particular of daughter cells (5,13). The reduced proliferation observed in both mouse and *Drosophila* PRC2 mutants appears to result from (I) the down-regulation of brain-specific TFs, (II) upregulation of Hox genes, and (III) downregulation of neural progenitor stemness genes, (IV) decreased expression of pro-proliferative genes and (V) increased expression of anti-proliferative genes (2,4,5). However, it is unclear if PRC2 acts directly and/or indirectly upon the five gene groups associated with these roles, what the full spectrum of PRC2 action is during embryonic CNS development, and how PRC2 intersects with the epigenetic landscape.

Data integration across multi-modal datasets typically occurs after statistical tests have been used to group data points, referred to as ‘late integration’. However, this approach can obscure inter-dataset dependencies. In contrast, ‘early integration’ aims to retain these dependencies, by identifying salient patterns across datasets prior to statistical analysis (14,15). However, a lack of generalisability, interpretability and capacity to manage realistic scales of data have so far hindered widespread use of early integration across modalities (16).

Motivated by the need to integrate multiple epigenetic marks to label the chromatin landscape, ChromHMM (Chromatin Hidden Markov Model) uses a multi-variate hidden Markov model (17). The model is trained from genome-wide assays, such as ChIP-seq of histone modifications, across conditions to capture latent chromatin states manifested in co-occurring marks. ChromHMM was recently used to recover two distinct states that implicate H3K27me3 during mouse embryonic development (18). However, as the transcriptome was not incorporated at an early stage it is unclear how ChromHMM chromatin states relate to gene expression during development. Moreover, how distinct chromatin states support the biological heterogeneity and A–P patterning of the CNS was not investigated.

Variational autoencoders (VAEs) (19) are generative latent variable models able to encode relationships in mixed and multi-modal data types (20–22). VAEs learn to map data into a lower-dimensional space akin to methods such as principal component analysis (PCA), uniform manifold approximation and projection (UMAP) (23), t-distributed stochastic neighbour embedding (tSNE) (24) and potential of heat-diffusion for affinity-based transition embedding (PHATE) (25). Unlike these methods, which use eigen decomposition or neighbour embeddings to perform dimensionality reduction, VAEs cross features via successive layers of representation with ‘deep’ learning, a process that captures dependencies *between* data types, which in turn are accessed via latent variables. VAEs have been applied to interpret single cell RNA-seq (26–29), bulk RNA-seq (30,31), DNA methylation arrays (32) and histone modification ChIP-seq (33).

VAEs have also been used to integrate multi-omic data where each data point represents the genome-wide, multi-modal state of a patient (31). Indeed, the ability of VAEs to learn meaningful embeddings from high-dimensional data has sparked the development of a number of tools to analyse single cell data (29,34,35); all of these approaches map selected genome-wide observations to a heavily reduced latent space. Similarities at different levels, i.e. between individual and between successively larger groups of data points, have been shown to be preserved in the latent space to a degree not seen in comparable approaches (36). Here, we take a novel angle but still leveraging such capabilities: to identify genes co-*regulated* in time and space, and uncover specific regulatory cues in resulting states, we turn the data matrix ‘on its side’. A gene is represented as a data point defined by a set of experimental features collected at different times and in different tissues. Hence, the VAE is tasked to extract patterns evident in groups (or ‘cohorts’) of genes that are representative of specific biological function. Here, we sought to identify what regulatory cues PRC2 deploys, and ultimately explain the undergrowth of brains when PRC2 is inhibited.

To understand the role of PRC2 in establishing the CNS A–P axis we generated 64 transcriptomes from wild type (WT) and PRC2 knock-out (*Eed-cKO*) mouse embryos, at different developmental stages, and from the forebrain (FB), midbrain (MB), hindbrain (HB), and spinal cord (SC) regions of the CNS. We developed a workflow to analyse these data, which involves three stages: (i) differential analysis of transcriptomes; (ii) statistical analysis of genes stratified by expression changes and wild type histone modification data; (iii) VAE analysis to extract latent gene descriptors from transcriptomic and epigenetic data. The VAE analysis identified five functionally distinct gene cohorts with shared dependency on PRC2: (i) posterior genes, (ii) anterior genes, (iii) development genes, (iv) proliferation genes and (v) immune response genes. Surprisingly, analysis of the mode of regulation for each gene cohort reveals that while the first three cohorts appear primarily directly regulated, the latter two display a mix of direct and in-direct regulation by PRC2. Thus, our novel integrative approach identifies and stratifies genes by mode of regulation across CNS development.

## MATERIALS AND METHODS

### In vivo mouse models

*Eed* ^*fl*/*fl*^ (37) was obtained from the Jackson Laboratory Stock Center (Bar Harbor, Maine; stock number #022727). *Sox1-Cre* (38) was provided by J. Dias and J. Ericson, Karolinska Institute, Stockholm. Both lines were maintained on a B6:129 background. Mice were housed at the Linköping University animal facility in accordance with regional animal ethics regulations (Dnr 69-14). Pregnant females were sacrificed and embryos dissected between stages E11.5 and E18.5. Primers used for genotyping were: Cre1: GCG GTC TGG CAG TAA AAA CTA TC. Cre2: GTG AAA CAG CAT TGC TGT CAC TT. Eed1: GGG ACG TGC TGA CAT TTT CT. Eed2: CTT GGG TGG TTT GGC TAA GA. Sixteen mouse embryos were extracted from 8 female mice (16 *Eed*^*fl*/*fl*^). Two embryos were extracted from each mouse at E11.5, E13.5, E15.5, and E18.5 respectively.

### RNA-seq

Mouse embryos (E11.5, E13.5, E15.5 and E18.5) were dissected to extricate the CNS (the posterior-most part of the SC was not included). The CNS was then cut into four pieces, FB, MB, HB and SC. The E18.5 embryos were killed by decapitation, and then dissected (in line with ethical permits and regulations). The samples were stored at −80°C until RNA isolation, using Qiagen RNeasy Mini kit Cat.74104. RNA sequencing library preparation used the NEBNext Ultra RNA Library Prep Kit for Illumina by following manufacturer’s recommendations (NEB, Ipswich, MA, USA). The sequencing libraries were multiplexed and clustered. Samples were sequenced on Illumina HiSeq 2500, using a 50 bp Single End (SE) read configuration for E13.5 embryos, 150 bp Paired End (PE) read configuration for E11.5, E15.5 and E18.5, with a depth of ∼50–60 million reads (GeneWiz, New Jersey, NJ, USA). The RNA-seq files are available at GEO (GSE123331). Samples from the same age were litter mates, to ensure that the WT and *Eed-cKO* are as close as possible stage-wise.

### Immunohistochemistry

Embryos were fixed for 18–36 h in fresh 4% PFA at 4°C. After this they were transferred to 30% sucrose at 4°C until saturated. Embryos were embedded and frozen in OCT Tissue Tek (Sakura Finetek, Alphen aan den Rijn, Netherlands) and stored at −80°C. 20 and 40 μm cryosections were captured on slides, and treated with 4% fresh PFA for 15 min at room temperature. They were thereafter blocked and processed with primary antibodies in PBS with 0.2% Triton–X100 and 4% horse serum overnight at 4°C. Secondary antibodies, conjugated with AMCA, FITC, Rhodamine-RedX or Cy5, were used at 1:200 (Jackson ImmunoResearch, PA, USA). Slides were mounted in Vectashield (Vector, Burlingame, CA, USA). Primary antibodies were: Goat α-Sox2 (1:250, #SC-17320, Santa Cruz Biotechnology, Santa Cruz, CA, USA), Rabbit α-H3K27me3 (1:500, #9733, Cell Signaling Technology, Leiden, Netherlands), Isolectin GS-IB4-ALEXA647 conjugate (‘IB4’) (5–20 μg/ml, #I32450, Molecular Probes, Thermo Fisher Scientific, Waltham, MA, USA), Rabbit anti-Pax2 (1:100, #ab232460, Abcam, Cambridge, UK). IB4 and DAPI were included in the secondary antibody solutions. Confocal microscopes (Zeiss LSM700 or Zeiss LSM800) were used for fluorescent images. Confocal series were merged using LSM software or Fiji software (39). Images and graphs were compiled in Adobe Illustrator. The ratios between Sox2, IB4 and DAPI staining were calculated by taking the 100 × 500 × z-stack μm^3^ of staining volume for each marker in each stack of images, along the telencephalic ventricle and thresholded via ImageJ manual methods; ‘Huang’ for DAPI and ‘Moments’ for Sox2 and IB4.

### RNA-seq processing

FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) (version 0.11.9) was used to perform quality control (QC), along with multiQC (40) (version 1.8). The PE samples contained adapter content thus were trimmed using cutadapt (41) (version 2.10). Adapters used for trimming were: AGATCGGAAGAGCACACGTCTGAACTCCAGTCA (read 1) and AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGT (read 2), these were trimmed with an error tolerance of 5%, overlap of 3, and minimum Phred quality of 20. FastQC on the trimmed sequences passed QC for adapter content. RNA-seq data were then aligned to the mm10 genome using Hisat2 (42) (version 2.1.0), mm10 index was generated using the Hisat2 scripts. Reads from E13.5 were aligned using default parameters for SE reads (-U), with the other time points using default parameters for PE reads, the only parameters changed were: number of seeds set to 5; and number of primary alignments (*k*) also set to 5. Hisat2 reported an overall alignment rate >90% for all files. Reads were sorted using samtools (43) (version 1.10). FeatureCounts from subread (11) was used to count the reads mapping to genes. Exon feature was used for both SE and PE reads. The PE reads were aligned such that pair fragments with both ends successfully aligned were counted without considering the fragment length constraint and excluding chimeric fragments (-p -C -B -t exon -T). Default parameters were used for the E13.5 reads (-t exon). FeatureCounts reported an average mapping to genes of ∼70% for PE and ∼60% for SE.

### Differential expression

Differential expression analysis was performed using DESeq2 (44) (version 1.28.1), R (version 4.0.2). Genes were filtered if they had less than 10 counts in half of the samples. DE analysis was performed between each tissue, in each condition, using tissue as a factor and time as a batch factor. Then, for each tissue we used the three later time points, E13.5, E15.5 and E18.5, for differential expression between *Eed-cKO* and WT. E11.5 samples were omitted from DE as H3K27me3 is gradually lost between E10.5-E11.5 (5). We performed a similar analysis on the time points, grouping anterior tissues (FB, MB) and posterior tissues (HB, SC), resulting in eight DE analyses on WT versus *Eed-cKO* for time points using the tissue as a batch factor. Results were considered significant if a gene had an adjusted *P*-value (Benjamini–Hochberg (FDR-BH)) of less than or equal to 0.05. Py-venn (https://pypi.org/project/venn/) (version 0.1.3) and matplotlib-venn (https://pypi.org/project/matplotlib-venn/) (version 0.11.5) were used for displaying Venn diagrams and seaborn (45) (version 0.10.0) was used for all other visualisations. *Sox1-3*, FB, MB, HB and SC markers (Supplementary Table S1) were annotated on volcano plots if they were significant (*P* < 0.05) and exhibited an absolute log_2_FC >1.5.

### ChIP-seq processing

ChIP-seq data (NarrowPeak files, IDR reproducible peaks selected) for mm10 mouse FB, MB and HB tissues at embryonic time points were downloaded (November 2019) from ENCODE (46). Peaks were annotated to entrez (47) (NCBI, database) gene IDs by using scie2g (version 1.0.0), and scibiomart (version 1.0.0) (both developed as part of the package we publish with this paper) using the annotation (mmusculus Ensembl GRCm38) from Biomart, Ensembl (48). Peaks were assigned to a gene if they were located within 2.5 kB upstream of the TSS or within 500 bp of the gene body, except for H3K36me3 which was assigned if it fell on the gene body (upstream 2.5 kB of the TSS and 500 bp window after the gene ends). Peaks were retained if their adjusted *P*-value was <0.05. If multiple peaks were assigned to a gene then the peak with the greatest signal was retained. Signal and widths were recorded for each peak. If no peak was mapped to a gene, this gene was assigned a zero value. Annotations from Gorkin *et al.* (18). were assigned to genes when overlapping the TSS (±10 bp). If a gene had multiple annotations, the first one was considered, thereby reducing the number of annotated genes (by Ensembl ID) from 53 254 to 52 772. These were then mapped to Entrez IDs. Fisher’s Exact test in scipy (49) (version 1.5.3) was used to compare annotations between a foreground and background dataset, *P*-values were adjusted for multiple tests using statsmodels (50) (0.12.1) package, with alpha as 0.1 and FDR-BH correction used.

### Label stratified analysis

Integration was performed in Python (version 3.8.2). Code and visualisations are made available and documented as a fully executable Jupyter Notebook (Jupyter Core 4.6.3). Analysis results are fully reproduced by stepping through the Notebook. Pandas (51) (version 1.0.3) was used to merge the FeatureCounts files on Entrez gene ID, yielding a dataset of 27 179 rows. Gene names were annotated to merged data frame using Ensembl mappings from Entrez to gene name, from this, there were 6279 genes without gene names (predicted or nc-RNA), which were omitted from the subsequent analysis, leaving 20 900 genes. RNA-seq data were normalised by using EdgeR’s (52) (version 3.30.3) TMM method, the log_2_ + 1 was then taken of the TMM counts using numpy (53) (version 1.18.2). Peak data were merged on assigned Entrez ID as per the ChIP-processing section above.

We performed a simple stratification to annotate genes based on changes in expression and repressive mark presence. We labelled each gene as unaffected, partly affected or consistently affected, by using the expression response to PRC2 in-activation as per the DE analyses. Partly affected genes refers to expressed genes (average TMM > 0.5 in either WT or *Eed-cKO*) displaying a significant difference in expression between WT and *Eed-cKO* in at least one of the DE analyses of FB, MB, HB, SC, or the anterior temporal analyses (E11.5, E13.5, E15.5, E18.5). Consistently affected refers to genes meeting the partly affected requirement *and* exhibiting an absolute log_2_FC >1.0 in ≥3 of the eight DE analyses. We then labelled each gene as marked or unmarked based on the presence of a H3K27me3 ChIP-seq peak in WT FB, MB, or HB E16.5 within 2.5 kB of the TSS.

### VAE analysis

VAEs are implemented in scivae (developed by us for this project) (version 1.0.0), which in turn uses Tensorflow (version 2.3.1) (54) and Keras (https://keras.io/) (version 2.4.3). VAEs were created using the consistently affected genes as input (randomly sub-divided into a training set with 85% genes). Input was the normalised transcriptome (64 features), the log_2_ of the H3K27me3 signal (21 features) and the log_2_FC from the DE analyses was used (12 features). All input data were scaled between 0 and 1. Mean squared error was used as the loss metric, with Maximum Mean Discrepancy (MMD) kernel as the distance between distributions for the sampling function, with a MMD weight of 1.0. The VAE was trained for 250 epochs using a batch size of 50. Different numbers of latent nodes were tested, ranging from 1 to 32. Selu activation functions were used for the first input and final output layers with Relu used for internal layers; adam optimiser was used with parameters: beta1 = 0.9, beta2 = 0.999, decay = 0.01, and a learning rate of 0.01. Gene cohorts were calculated for each latent dimension from the 3 node, consistently affected dataset, with genes having a value ±1.25 standard deviation (SD) from the mean (0). This resulted in six gene cohorts (two for each node) with 62, 180, 80, 223, 165 and 121 genes, respectively, these were used in subsequent functional analyses.

We compared VAE to PCA and tSNE from scikit-learn (version 1.0.1), UMAP from umap-learn (23) (version 0.4.2), PHATE from phate (25) (version 1.0.7). Default parameters were used, except for changing the number of components (3 or 6) and for tSNE, running ‘method=exact’, when n_components = 6. Given tSNE, UMAP, PHATE and the VAEs may vary in terms of projection based on a seed, 20 runs were evaluated. To evaluate how well methods grouped genes, we downloaded gene sets from AmiGO (55) associated with ‘Positive regulation of proliferation’, ‘Spinalcord development’, ‘Hindbrain development’, ‘Midbrain development’, and ‘Forebrain development’. The resulting gene lists were filtered to contain genes that were uniquely annotated with one term. We use the Silhouette score from sklearn to compute how well genes with each term were separated from genes with any other term, for each tool, in *D* = 3 and *D* = 6. The same test was performed with both consistently affected and all affected genes.

### Functional and statistical analysis

Over representation analysis on the gene cohorts was performed in R using enrichGO from clusterprofiler (56), (version 3.16.1). Entrez IDs were used and BH correction with FDR alpha of 0.1, using all GO annotations. Gene set enrichment analysis was performed using fgsea (57) (version 1.14.0).

Statistical tests use Mann–Whitney *U* with Bonferroni correction (from statsmodels, (50)) unless stated otherwise and use the following *P*-value annotation: NS: 0.05 < *P* ≤ 1, *: 0.01 < *P* ≤ 0.05, **: 0.001 < *P* ≤ 0.01, ***: 0.0001 < *P* ≤ 0.001****: *P* ≤ 0.0001. Human gene expression data (RPKM) were downloaded from PsychEncode (March 2021) (58), and mapped to mouse genes using biomart. Genes were matched if there was }{}$>80\%$ similarity between the mouse homolog and the human gene. Only embryonic samples were considered and these were grouped into the following age groups W1–W4 (W1: 8–9 postconceptional weeks (PCW), W2: 12–13 PCW, W3: 14–18 PCW, W4: 18–22 PCW) (58).

### Reproducible, generative methods applicable for other dynamic systems

Our model of the developing mouse CNS is available as a downloadable package where the profile of any mouse gene can be queried in terms of its PRC2 response, in addition to an interactive website (http://bioinf.scmb.uq.edu.au:81/cnsvae/static/). We also provide a Python package with tutorials in R and Python for using the VAE for other dynamic systems where researchers are interested in integrating epigenetic and expression information. Our packages have been optimised for reproducibility by enabling saving of the VAE state, visualisation, and logging.

## RESULTS

### PRC2 is critical for the anterior–posterior CNS axis

To inactivate the PRC2 complex in the mouse CNS, *Sox1-Cre* was used to conditionally delete *Eed*^*fl*/*fl*^ in the CNS (denoted *Eed-cKO* herein). This resulted in the inactivation of *Eed* at E8.5, with a gradual reduction of the H3K27me3 mark, presumably due to replication-mediated dilution, until it is undetectable by immunostaining in the CNS proper, at E11.5 (5), visualized at E13.5 herein (Figure 1A). *Eed-cKO* embryos displayed a striking upregulation of posterior genes, such as *Pax2* (Figure 1B), in the FB/MB, and severe brain underdevelopment (Figure 1C), in large part due to a truncated proliferation phase (5).

**Figure 1.**
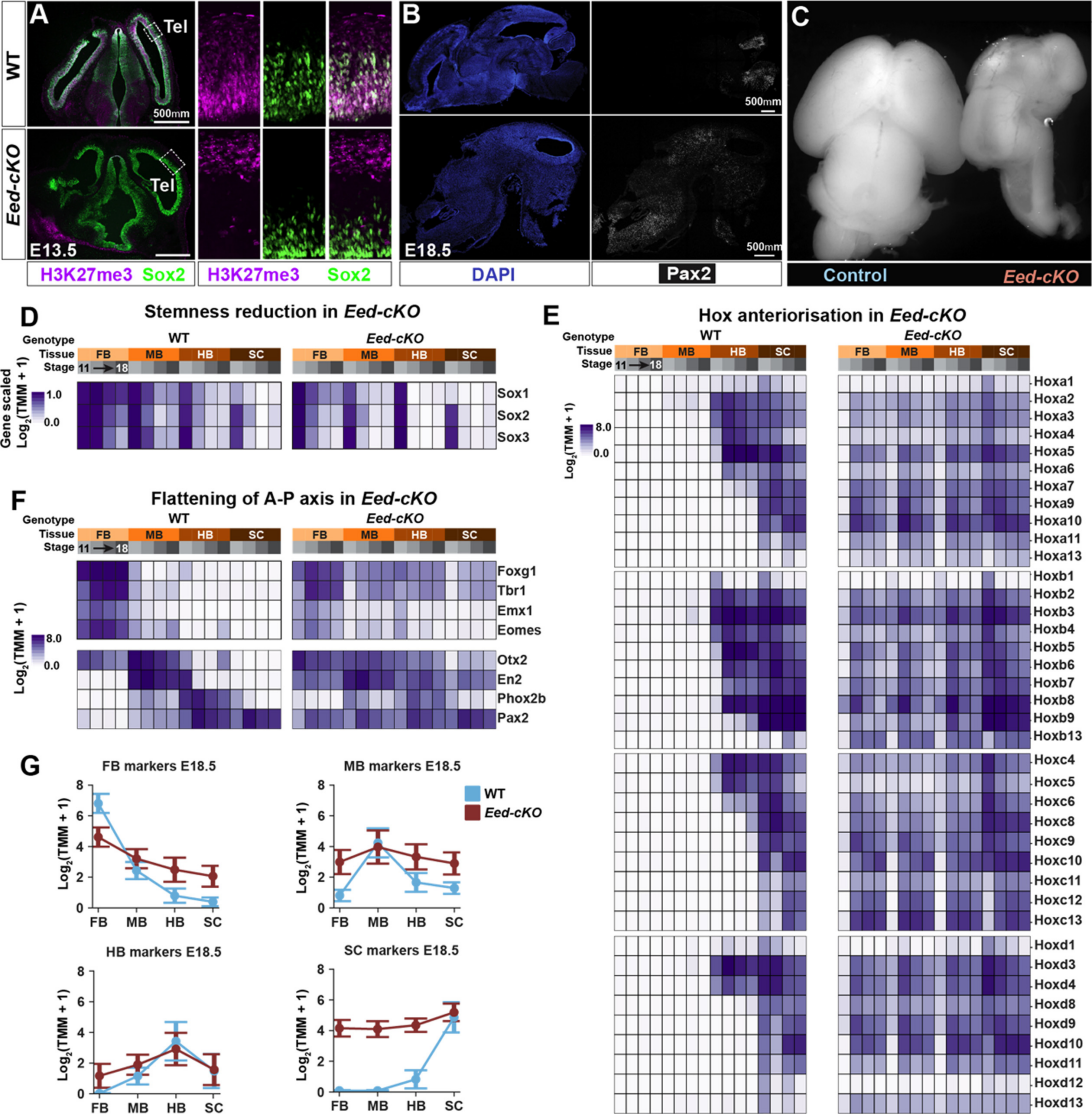
PRC2 gates the CNS A-P landscape. (**A**) Immunostaining for H3K27me3 and Sox2 (progenitors) in the WT and *Eed-cKO* telencephalon (Tel), at E13.5. At E13.5, deletion of *Eed*^*fl*/*fl*^ by *Sox1-Cre* results in loss of H3K27me3 from the CNS and staining is only observed outside of the CNS and in infiltrating blood vessels and blood cells. (**B**) Staining for DAPI (nuclei) and Pax2 in WT and *Eed-cKO* at E18.5 reveals ectopic expression of Pax2 in the entire FB and MB in the mutant. (**C**) WT and *Eed-cKO* littermate brains show undergrowth in the mutant. (**D**) In WT, there is a spatio-temporal gradient of progenitor gene expression (*Sox1/2/3*), i.e. a gradient of ‘stemness’ in the CNS, evident by prolonged expression of *Sox1/2/3* in the FB and MB. In *Eed-cKO*, the stemness phase in the FB and MB is shortened and the anterior CNS becomes more similar to the posterior region. (**E**) 35 of the 39 Hox homeotic genes show ectopic anterior expression in *Eed-cKO* mutants. (**F**) In WT, expression of spatial marker genes is restricted to specific A-P regions. In *Eed-cKO*, posterior genes (e.g. Pax2) are ectopically expressed in the brain, and anterior genes are reduced in the FB and MB and ectopically expressed in the HB and SC. The effects are less pronounced at E11.5, in line with the gradual loss of H3K27me3 at E10.5–E11.5. (**G**) A flattening of the expression is observed (mean and standard error) for each of the marker gene groups along the A–P axis, exemplified by trends in E18.5 (genes are listed in Supplementary Table S1).

We conducted a total of 64 RNA-seq experiments across wild type (*Eed*^*fl*/*fl*^; referred to as WT) and *Eed-cKO*, at four developmental stages E11.5, E13.5, E15.5 and E18.5, and of four tissues FB, MB, HB and SC. 

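The 64 libraries came from 16 embryos, 2 per genotype at each age, and the FB, MB, HB and SC of an embryo share a replicate number. For every library the authors deposited the reads or read pairs that featureCounts had assigned to the exons of each gene of mm10, as raw counts for 27179 genes listed by Entrez identifier. Symbols were found for 25275 of these identifiers. The E13.5 libraries were sequenced single-end and the others paired-end, so the sequencing layout follows the age, and within each age both genotypes share it. Total counts ranged from 34140564 to 78334273 in WT and from 33221909 to 69854133 in Eed-cKO, and the 10 most abundant genes took between 2.32% and 4.08% of the counts of a library. Expression levels are given as CPM after edgeR's TMM normalization. Differential expression was tested by edgeR's quasi-likelihood test on genes with at least 10 counts in at least 50% of the libraries of a comparison, and DEGs are the genes with a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 0.5, the thresholds of the paper. Each tissue comparison used 6 WT and 6 Eed-cKO libraries of E13.5, E15.5 and E18.5 with age as a term in the model, and E11.5 was left out as in the paper's methods. The score of a marker group is the mean of log2(CPM + 1) over its genes, and scores were compared between genotypes by an exact permutation test that exchanged genotypes within each age. The smallest two-sided p that this test can give is 0.00926, and it arises where both Eed-cKO libraries lie on the same side of both WT libraries at each of the 3 ages, so in 6 of 6 libraries. Replicates of one condition differed by more than the sampling noise of the counts, with a chi-square per degree of freedom of 7.08 to 251 across the 32 pairs. Counts of 3 or fewer were taken as the floor, which covers counting error alone.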

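The tissue of each library was compared with the WT tissues of its age across 500 genes that distinguish these tissues, with the library itself left out of the WT means. For each gene the mean over the WT tissues was subtracted first, so r compares deviations from that mean. The CPM for this comparison were scaled by library totals. Each of the 32 WT libraries was most similar to its own tissue, with a Pearson r across genes, which are not independent replicates, of 0.605 to 0.987. The genes were chosen because they distinguish the WT tissues, so matches of WT libraries are a weak benchmark. In Eed-cKO at E11.5, the 4 libraries of replicate 2 also matched the tissue in their label. In replicate 1, the library labelled FB was most similar to WT MB (r = 0.786), the library labelled MB to WT HB (r = 0.733) and the library labelled HB to WT FB (r = 0.918), whereas the library labelled SC matched WT SC (r = 0.942). The r of the library labelled HB with its own WT tissue was -0.611. Eomes, an FB marker, stood at 1.04 CPM in the library labelled FB, 0.542 CPM in the library labelled MB and 106 CPM in the library labelled HB of replicate 1, against 104 CPM, 1.49 CPM and 0.9 CPM in replicate 2. The same order of tissues was found in the series table of normalised values. The deposited labels were kept in every comparison, and E11.5 results that use these 3 libraries carry this limit.

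**Figure D1:**
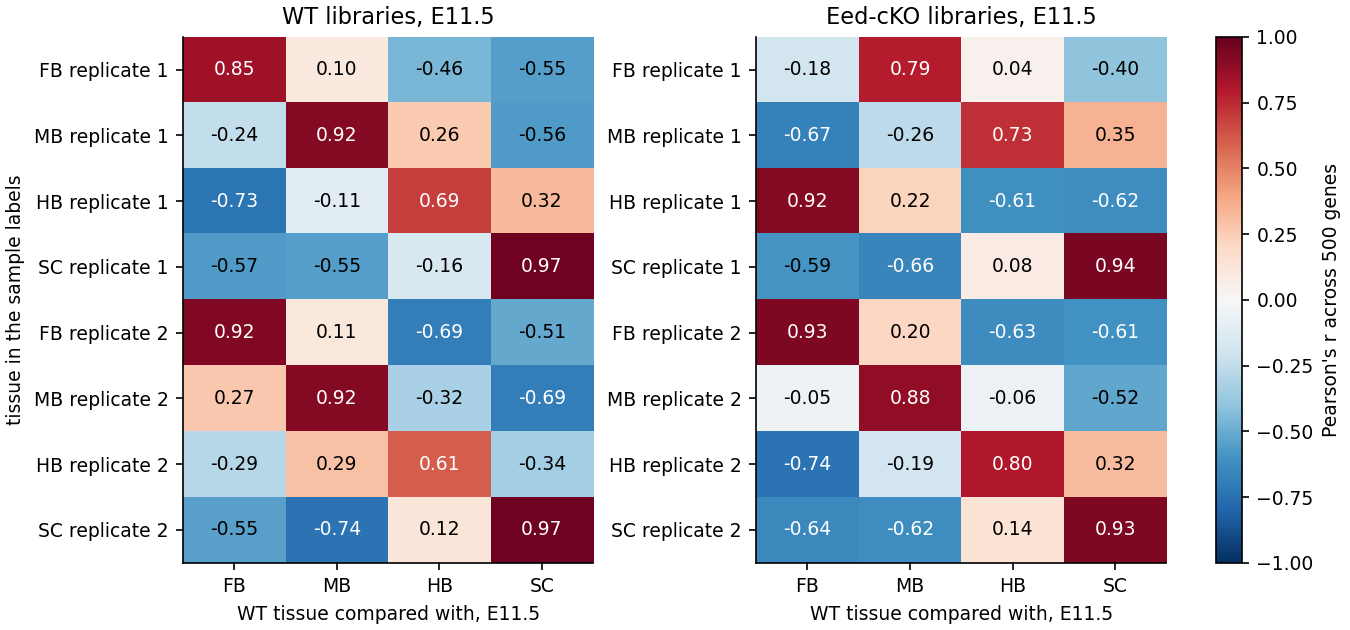
Pearson r across 500 genes between each E11.5 library (vertical axis, with its tissue label and replicate) and the mean of each WT tissue at E11.5 (horizontal axis), for WT (left) and Eed-cKO (right). The mean over the WT tissues was subtracted from each gene first. In Eed-cKO replicate 1 the libraries labelled FB, MB and HB have their highest r, 0.786, 0.733 and 0.918, with WT MB, HB and FB.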

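Eed, on chromosome 7 of mm10 from 89954654 to 89980976, was lower in Eed-cKO than in WT in every tissue and at every age. In the FB it stood at 50.3 ± 19.3 CPM (SD, n = 6) in WT and 14.1 ± 3.26 CPM (SD, n = 6) in Eed-cKO, a log2 fold change of -1.78 (standard error 0.109, adjusted p = 3.0e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was -1.49 in the MB, -1.26 in the HB and -1.24 in the SC, with standard errors of 0.0899, 0.0732 and 0.0730, and leaving out any of the libraries in turn kept it between -1.85 and -1.19 across the 4 tissues. At E11.5 the WT means were 102 CPM in FB, 83.2 CPM in MB, 72.9 CPM in HB and 78.1 CPM in SC. The Eed-cKO libraries of that age differed between embryos, with 30.3 to 38.3 CPM in the 4 libraries of replicate 1 and 51.4 to 62.0 CPM in those of replicate 2. Each Eed-cKO library lay under both WT libraries of its tissue and age. The counts sum all exons of the gene, so transcripts that lack the deleted exons were counted as Eed as well. All 8 Eed-cKO embryos expressed Y-linked genes and no Xist above 5 CPM, whereas replicate 1 of WT at E13.5, E15.5 and E18.5 and replicate 2 of WT at E11.5 were female. WT replicate 1 at E11.5 expressed both Xist and Y-linked genes in its 4 libraries.

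**Figure D2:**
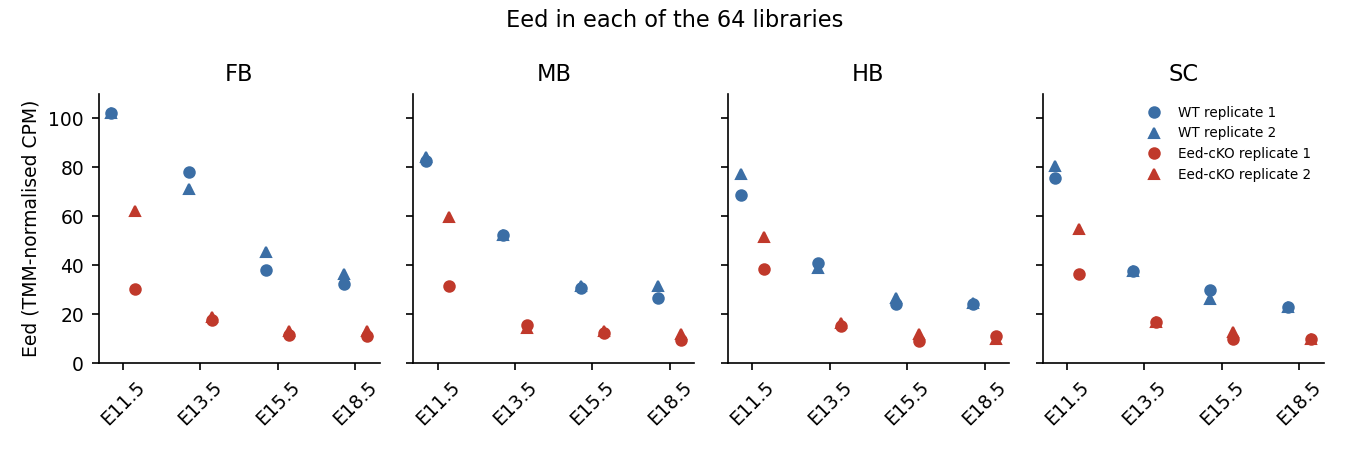
Eed in CPM (vertical axis) against embryonic age in days (horizontal axis) in each library, with a panel per tissue, WT in blue and Eed-cKO in red, circles for replicate 1 and triangles for replicate 2. The 32 Eed-cKO libraries lie below the WT libraries of the same tissue and age.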

We opted to perform these experiments with bulk technology, enabling statistically robust assessment of genes associated with temporal and spatial specificity, which in turn, can guide future determination of cell type heterogeneity from single cell data (28).

Analysing the WT RNA-seq data for expression of the neural progenitor stemness genes *Sox1/2/3* (59) underscored the spatio-temporal stemness gradient (Figure 1D). 

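In WT, the mean score of Sox1, Sox2 and Sox3 fell from 7.79 at E11.5 to 6.31 at E18.5 in the FB, from 7.97 to 5.73 in the MB, from 7.56 to 5.08 in the HB and from 6.71 to 4.77 in the SC. Within each of the 6 WT embryos of E13.5 to E18.5 the FB scored above the SC, by 2.33 ± 0.65 (SD, n = 6) on the log2 scale, which gives p = 0.0312 in an exact sign-flip test, the smallest two-sided p that 6 embryos allow. Sox1 (chromosome 8 of mm10, 12395519 to 12399555) averaged 165 ± 51.9 CPM (SD, n = 6) in the WT FB and 17.8 ± 5.20 CPM (SD, n = 6) in the WT SC. Sox2 (chromosome 3, 34650005 to 34652461) averaged 277 ± 99.7 CPM in the FB and 104 ± 36.8 CPM in the SC, and Sox3 (chromosome X, 60891366 to 60893430) 74.4 ± 60.3 CPM and 9.76 ± 3.86 CPM (SD, n = 6 each). The SD values include the change with age.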

In *Eed-cKO*, both the FB and MB displayed a more rapid downregulation of *Sox1/2/3*, while the HB and SC were less affected (Figure 1D). 

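The Sox1/2/3 score was lower in Eed-cKO by exact permutation test in the FB (difference -1.26, p = 0.00926, Benjamini-Hochberg adjusted p = 0.0148), the MB (difference -0.85, p = 0.00926) and the HB (difference -0.64, p = 0.00926), while the SC did not differ (0.16, p = 0.259). Among the alternatives for this score, scaling by library totals in place of TMM moved the FB difference most, to -1.13. The effect itself differed between tissues. The difference of effects was -0.41 between the FB and the MB (exact permutation test, p = 0.0278) and -0.62 between the FB and the HB (exact permutation test, p = 0.00926), with Benjamini-Hochberg adjusted p = 0.0417 and 0.0202 over the 24 contrasts of this kind. The log2 fold change of Sox3 was -1.73 in the FB, -1.65 in the MB and -1.22 in the HB (standard errors 0.211, 0.172 and 0.126). That of Sox1 was -1.49 in the FB and -0.87 in the MB (standard errors 0.0731 and 0.166), and in the HB it was -0.45 with adjusted p = 0.0778 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 5 of 6 Eed-cKO libraries below the WT mean of their age. It was called without WT replicate 2 of the E18.5 HB and without Eed-cKO replicate 2 of the E18.5 HB (-0.55 each). Sox2 was a DEG in the FB alone (log2 fold change -0.69, standard error 0.114). In the SC none of these genes was a DEG, with log2 fold changes of 0.40 for Sox1, 0.01 for Sox2 and 0.07 for Sox3.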

Analysis of spatially distinct TF markers (Supplementary Table S1) in WT revealed the expected selective gene expression along the A-P axis (Figure 1E, F). In contrast, in *Eed-cKO* mutants FB, MB and HB markers were downregulated in their specific regions, and ectopically upregulated in adjacent regions (Figure 1F, G). 

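Between E13.5 and E18.5 the WT FB score of the 5 FB markers was 7.31 ± 0.19 (SD, n = 6), against 1.72 in the MB, 0.65 in the HB and 0.54 in the SC. The 5 MB markers scored 4.86 ± 0.69 (SD, n = 6) in the MB and between 1.30 and 1.73 in the other tissues, and the 5 HB markers 3.55 ± 0.57 (SD, n = 6) in the HB and 0.14, 1.25 and 1.75 in the FB, MB and SC. The 23 SC markers, all Hox genes, scored 4.93 ± 0.66 (SD, n = 6) in the SC, 1.67 in the HB, 0.08 in the MB and 0.09 in the FB. In every WT embryo of these ages the FB exceeded the SC for FB markers, by 6.77 ± 0.15 (SD, n = 6), and the SC exceeded the FB for SC markers, with an FB minus SC difference of -4.83 ± 0.63 (SD, n = 6). At E11.5 the MB markers already stood at 5.74 in the WT MB, and at 4.77 in the WT HB.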

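In Eed-cKO the score of the FB markers was lower in the FB (difference -2.18) and higher in the MB (1.51), HB (2.27) and SC (1.80). The MB markers were lower in the MB (-0.57, p = 0.0185 by exact permutation test) and higher in the FB (1.98), HB (1.84) and SC (1.58), and the HB markers lower in the HB (-0.74) and higher in the FB (1.11) and MB (0.76). In the SC the HB markers did not differ between genotypes (0.10, p = 0.565 by exact permutation test). En2 (chromosome 5 of mm10, 28165696 to 28172166) had a log2 fold change of 6.68 in the FB and 7.21 in the SC (standard errors 0.277 and 0.170), and in the MB it was -0.44, below the WT mean in 5 of 6 libraries, with adjusted p = 0.141 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Pax2 (chromosome 19, 44757394 to 44837871) rose in the FB from 0.542 ± 0.303 CPM to 41.4 ± 11.8 CPM (SD, n = 6 each), a log2 fold change of 6.28 (standard error 0.227), and it was lower in the Eed-cKO HB (log2 fold change -0.88, standard error 0.0700). By camera, a set test with a preset correlation of 0.01 between genes, 60 of the 92 tests of 23 gene lists in 4 tissues had a Benjamini-Hochberg adjusted p-value under 0.05, and 55 of these held in the same direction by fry. Among 80 groupings of the embryos, 2, the real one included, gave as many called tests, and the highest other count was 62. Many camera calls can therefore arise with groupings that mix the genotypes.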

SC markers (e.g. 35 of the 39 Hox genes) were ectopically expressed in anterior regions (Figure 1E–G). 

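Of the 39 Hox genes, 35 were DEGs with higher expression in Eed-cKO in the FB, the same number in the MB, 16 in the HB and 2 in the SC. The mean score of the 39 genes rose by 3.49 in the FB, 3.52 in the MB and 1.07 in the HB (exact permutation test, p = 0.00926 each), whereas the SC, with 4.62 ± 0.39 in WT and 4.68 ± 0.37 in Eed-cKO (SD, n = 6 each), did not differ (exact permutation test, p = 0.852). Hoxc9 (chromosome 15 of mm10, 102977032 to 102984444) was at or under 3 counts in each of the 6 WT MB libraries. Each Eed-cKO MB library had 682 counts or more. The Eed-cKO MB mean of Hoxc9, 31.9 CPM, was 455-fold the floor of 0.0702 CPM, which is a lower bound on its rise. In the FB it stood at 41.6 ± 20.8 CPM (SD, n = 6) in Eed-cKO and 0.0591 ± 0.0651 CPM (SD, n = 6) in WT, a log2 fold change of 9.17 (standard error 0.393). Its log2 fold change in the SC was -0.43, below the WT mean in 5 of 6 libraries, with adjusted p = 0.0652 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 23 SC markers were all DEGs in the FB and in the MB, also when adjusted over the list alone.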

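At E11.5, 4 genes were DEGs in the anterior tissues (FB and MB together, 4 WT and 4 Eed-cKO libraries) and 0 in the posterior tissues, with 1293 and 659 genes at an unadjusted p under 0.05. These counts depend on the method, as DESeq2 called more genes than edgeR in both parts of the CNS at this age. The anterior DEGs, which were not chosen beforehand and are named because they are few, were Cdkn2a, Gata4 and Plk5, all higher in Eed-cKO, and Xist, which follows the sex of the embryos. The libraries labelled FB, MB and HB of Eed-cKO replicate 1 matched other WT tissues, and without that embryo, an alternative chosen after seeing the data, the anterior count was 0 with 639 genes at an unadjusted p under 0.05. None of the 39 Hox genes was a DEG in the anterior tissues at this age, although 28 of them averaged at least 1 CPM over the anterior Eed-cKO libraries and 0 did over the WT libraries. The Eed-cKO means include the replicate 1 library labelled MB, which matched WT HB. Hoxd3 stood at 36.1 CPM in that library and 0.793 CPM in the replicate 2 MB, against 82.5 and 27.0 CPM in the WT HB. How many of the 28 would remain without that embryo was not counted. Hoxc9 stood at 5.16 CPM and 0.703 CPM in the Eed-cKO libraries labelled FB, and at 13.6 CPM and 2.13 CPM in those labelled MB, against at most 0.0765 CPM in WT. From E13.5 to E18.5 the number of Hox genes called higher in the anterior tissues was 36, 35 and 35.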

The mutant effects were less pronounced at E11.5 (Figure 1E), in line with the gradual loss of the H3K27me3 mark during E10.5-E11.5 (5). These results revealed that *Eed-cKO* mutants displayed a striking ‘flattening’ of the CNS A–P axis, evident from the downregulation of brain TFs, the ectopic expression of Hox genes in the brain, and anterior downregulation of stemness genes.

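The spread of the marker groups along the axis narrowed in Eed-cKO. Within embryos of E13.5 to E18.5, the FB minus SC difference fell for the FB markers from 6.77 in WT to 2.78 in Eed-cKO, and for the Sox1/2/3 score from 2.33 to 0.91, while for the SC markers it went from -4.83 to -1.11 and for the HB markers from -1.62 to -0.61 (exact permutation test on the change, p = 0.00926 and Benjamini-Hochberg adjusted p = 0.0185 each, over 10 groups). The progenitor markers, which add Hes1 and Hes5 to the Sox genes, went from 1.66 to 0.69. For the neuronal markers the difference went from -0.84 to -0.33 (exact permutation test, p = 0.0278), and for the glial markers from -1.34 to -0.99, a change that did not hold up against the spread between embryos (exact permutation test, p = 0.102). The neuronal score was higher in the Eed-cKO FB by 0.68 (exact permutation test, p = 0.00926), and the glial score by 0.45 in the FB and 0.56 in the MB (exact permutation test, p = 0.0185 each). From the lower expression of brain TFs, the Hox genes expressed in the brain and the lower stemness genes in the anterior tissues, the paper concludes that the A-P axis of the CNS is flattened in Eed-cKO mutants.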

### PRC2 inactivation results in posteriorization of the anterior CNS

Analysing the global gene expression differences along the CNS A–P axis, we found major differences in the baseline WT transcriptomes, with FB and MB being strikingly different from the SC (Figure 2A). When compared to SC, the FB showed 4771 differentially expressed genes (DEGs) and MB 4881 DEGs (|log_2_FC| >0.5, *P* < 0.05, where log_2_FC is the log_2_ transformed fold change; pooled time points) (Figure 2A). In addition, all other comparisons revealed substantial gene expression differences, underscoring the uniqueness of each axial level (Figure 2A).

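With the 4 ages pooled and age as a term in the model, 4175 genes differed between FB and SC in WT, 2620 higher in the SC and 1555 higher in the FB, among 16842 genes tested. Between MB and SC there were 2345 DEGs, 1668 higher in the SC, among 16852 genes tested. Each comparison used 8 libraries per tissue. The fold-change threshold moved these counts most, as 7351 and 5721 genes had an adjusted p-value under 0.05 at any fold change, and 1920 and 1084 genes passed an absolute log2 fold change of 1.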

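Of the remaining WT pairs, FB and HB differed in 4417 genes, FB and MB in 2947, MB and HB in 1543 and HB and SC in 938. In each pair more genes were higher in the more posterior tissue, from 57.4% of the DEGs for HB and SC to 63.5% for MB and HB. Pax2 was higher in the HB than in the MB by a log2 fold change of 3.28 (standard error 0.242) and did not differ between HB and SC (log2 fold change -0.12, adjusted p = 0.525 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).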

**Figure 2.**
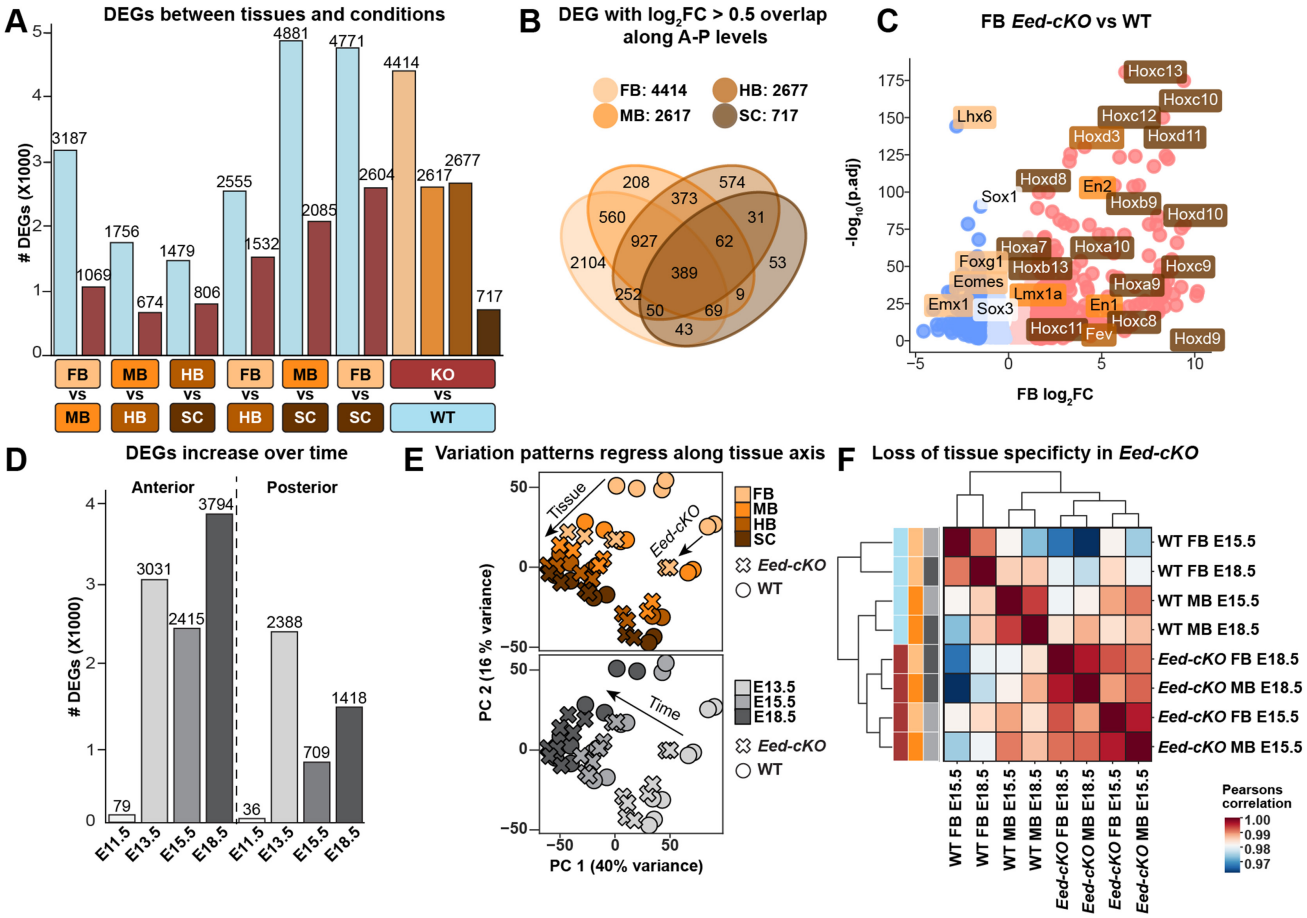
*Eed-cKO* mutation flattens the CNS A-P gradient. (**A**) Comparative DEG analysis between different CNS levels, in WT and *Eed-cKO*, based upon pooled time points. In WT, adjacent CNS tissues display fewer differences than distal ones, especially when compared to SC (DEGs; log_2_FC > 0.5, *P* < 0.05, where log_2_FC is the log_2_ transformed change). In *Eed-cKO*, the number of comparative DEGs are strongly reduced. *Eed-cKO* strongly affects anterior tissues while the SC is less affected. (**B**) Similar tissues (e.g. FB and MB) have a larger overlap between genes identified with a significant effect between *Eed-cKO* vs. WT. (**C**) *Eed-cKO* versus WT expression in FB shows that Hox genes are upregulated while brain-specific genes are downregulated. (**D**) DEG analysis over time for combined anterior (FB and MB) and posterior (HB and SC) tissues reveals that *Eed-cKO* affects the anterior more than the posterior CNS, and that the effects increase over time. (**E**) PCA of normalised RNA-seq count profiles labelled with tissue, condition (WT versus *Eed-cKO*) and time (E13.5–E18.5; E11.5 omitted); arrows indicate the A–P shift induced by *Eed* mutation. (**F**) Correlation between late stage anterior tissues showing a reduction of tissue specificity in *Eed-cKO*.

These axial differences were reduced in *Eed-cKO* mutants, with gene expression differences almost halved when comparing FB to SC, and MB to SC (Figure 2A). 

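In Eed-cKO the same comparison gave 2371 DEGs between FB and SC, 56.8% of the WT number, and 1206 between MB and SC, 51.4%. Without the fold-change threshold these shares were 81.1% and 42.5%. There were 1186 DEGs between FB and HB, 509 between FB and MB and 403 between HB and SC. These are 26.9%, 17.3% and 43.0% of the numbers in WT. MB and HB differed in 0 genes, with 2186 at an unadjusted p under 0.05. The libraries labelled FB, MB and HB of Eed-cKO replicate 1 at E11.5, which matched other WT tissues, are part of every one of these pairs. Without E11.5 the Eed-cKO numbers were 2949 for FB and SC, 1657 for MB and SC, 2328 for FB and HB, 1123 for FB and MB, 713 for HB and SC and 626 for MB and HB, each below the WT number without E11.5 (5135, 2681, 5286, 3433, 1038 and 1851).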

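Between Eed-cKO and WT, 4772 of 17052 genes tested were DEGs in the FB, 3209 of them higher in Eed-cKO. There were 2820 in the MB (2220 higher), 2813 in the HB (2341 higher) and 609 in the SC (510 higher). The median log2 fold change of all genes tested in the FB was -0.02, and scaling by library totals, which moved this median to 0.11, raised the share of FB DEGs that were higher in Eed-cKO from 67.2% to 80.8%. DESeq2 called 4907, 2822, 2908 and 802 genes. With the sex of the embryos in the model the SC count was 315. Eed-cKO embryos were all male and WT replicate 1 was female at these ages. Leaving out each library in turn gave 4267 to 4852 DEGs in the FB and 405 to 696 in the SC, where the lowest value came without Eed-cKO replicate 1 of E13.5. The effect of Eed-cKO differed between FB and SC in 5152 of 17041 genes and between FB and MB in 3346, by edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment. Unlike the DEG counts, these counts carry no fold-change threshold. Tissues of an embryo are not independent (median r of their deviations from group means 0.374 over 48 pairs). Blocking by embryo was not among the alternatives for this interaction test. Among DEGs with a mean of at least 1 CPM and one direction at the 3 ages, the largest rises in the FB were in Gm11538, Mira and Nkx2-5, all at the floor in WT and at least 237-fold, 284-fold and 195-fold higher in Eed-cKO. The largest falls were in Xist, which follows sex, Gm19554 (log2 fold change -4.39) and Itprid1 (-4.22).

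**Figure D3:**
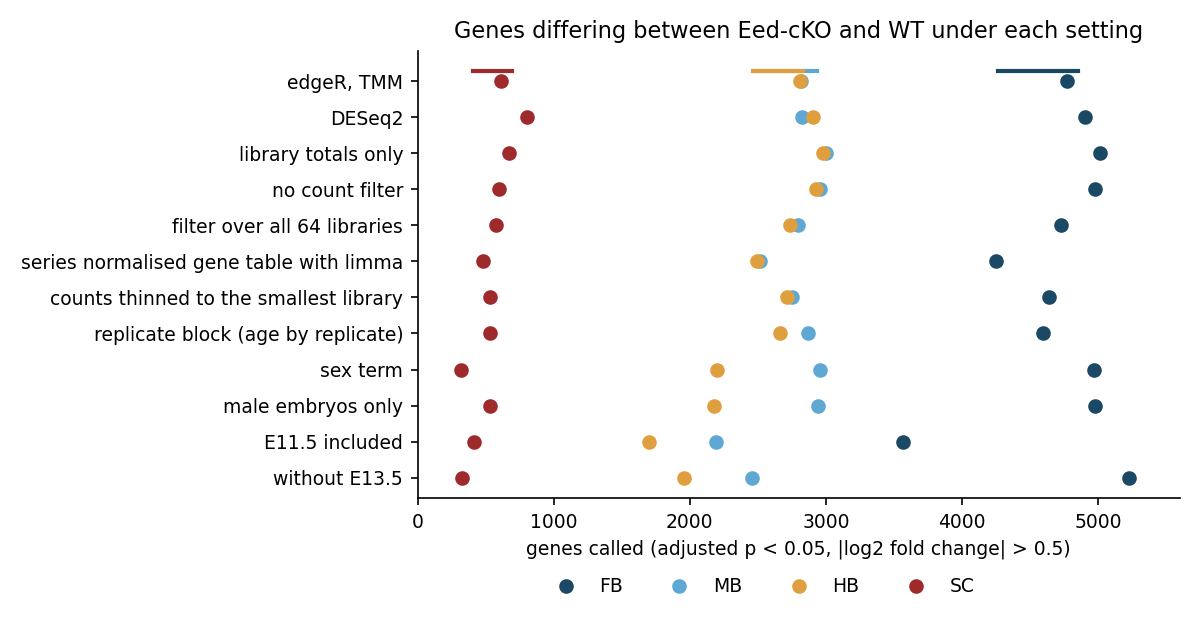
Number of DEGs between Eed-cKO and WT (horizontal axis) in the FB, MB, HB and SC under each of 12 ways of processing the counts (dots), with bars at the top for the range when 1 library at a time was left out. The FB has the highest number and the SC the lowest in each setting, 4772 and 609 with the main settings.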

The FB was most affected, with 4414 DEGs, while SC displayed considerably smaller effects, with only 717 DEGs (Figure 2A, Supplementary Figures S1–S3). 

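Of the 6239 genes that were DEGs in at least 1 tissue, 333 (5.34%) were DEGs in all 4 tissues, 309 of them in one direction, with 291 higher and 18 lower in Eed-cKO. FB and MB shared 2044 DEGs, and 2384 were DEGs in the FB alone. Of the SC DEGs, 462 (75.9%) were also DEGs in the FB. The number shared by the 4 tissues is bounded by the 609 of the SC, and it was 164 without E13.5 and 181 with a sex term. Because a gene can miss the threshold in a tissue without differing between tissues, the difference of effects was tested itself, over all genes whatever their calls. It passed for 19.6% of the genes between FB and MB, 31.0% between FB and HB and 30.2% between FB and SC, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. No fold-change threshold was applied to these shares.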

Surprisingly, only 389 genes were shared across all four tissue analyses, indicating that for the majority of DEGs the role of PRC2 is specific to each axial level (Figure 2B). While PRC2 inactivation generally caused upregulation (e.g. Hox genes), analysis of the FB revealed that a number of brain-specific TFs were downregulated (Figure 2C).

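Among the brain-specific TFs, Tbr1 (chromosome 2 of mm10, 61804453 to 61814114) fell in the FB from 261 ± 34.6 CPM in WT to 137 ± 45.8 CPM in Eed-cKO (SD, n = 6 each), a log2 fold change of -0.99 (standard error 0.164, adjusted p = 0.000486 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Emx1 (chromosome 6, 85187931 to 85204463) fell from 56.0 ± 22.4 CPM to 15.1 ± 9.79 CPM (SD, n = 6 each), a log2 fold change of -2.03 (standard error 0.171). Eomes (chromosome 9, 118478189 to 118486132) fell from 156 ± 53.8 CPM to 24.5 ± 19.6 CPM (SD, n = 6 each), a log2 fold change of -2.99 (standard error 0.259). With each FB library left out in turn, these log2 fold changes stayed between -1.10 and -0.92, -2.12 and -1.87, and -3.17 and -2.81. For each of these genes 6 of 6 Eed-cKO libraries lay below the WT mean of their age. In the same tissue Hand2 (chromosome 8, 57320983 to 57324517) rose to 21.7 ± 3.65 CPM (SD, n = 6), a log2 fold change of 9.18 (standard error 0.260).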

To investigate temporal variation throughout development, we grouped the FB and MB into ‘anterior’, and the HB and SC into ‘posterior’ sections. This revealed that the A-P axis differences between WT and *Eed-cKO* were most pronounced in the anterior CNS at E18.5 (Figure 2D). However, the largest increase in DEGs occurred between E11.5 and E13.5, in both the anterior and posterior tissues (Figure 2D).

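In the anterior tissues 3964 of 17206 genes tested were DEGs at E18.5, 3141 of them higher in Eed-cKO, and in the posterior tissues 1277 of 17317, with 1041 higher. At E15.5 the numbers were 1682 and 267, and at E13.5 they were 3303 and 2241. Each comparison had 4 libraries per genotype from 2 embryos, with tissue as a term in the model, and the libraries of an embryo are not independent. With the FB and MB counts of each embryo summed, the anterior number at E18.5 was 3700 and the posterior one 478. At E15.5 DESeq2 called 2593 genes in the anterior and 791 in the posterior tissues. Without Eed-cKO FB replicate 1, the anterior number at E15.5 was 513, and without Eed-cKO SC replicate 1 the posterior number at E15.5 was 22. Whether the effect of Eed-cKO differs between anterior and posterior tissues at each age was not tested.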

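Between E11.5 and E13.5 the number of DEGs rose by more than between any other neighbouring ages in both parts of the CNS. Of the 3303 anterior DEGs at E13.5, 2421 were higher in Eed-cKO, and of the 2241 posterior DEGs 1916 were. Without a condition on p, 614 genes tested in the anterior tissues had an absolute fitted log2 fold change above 1 at E11.5, and 1399 did at E13.5, 1397 at E15.5 and 2183 at E18.5. Without Eed-cKO replicate 1 of E11.5 the first of these counts was 260. The anterior rise from E11.5 to E13.5 was thus no larger than that from E15.5 to E18.5 with this embryo, and larger without it. In the posterior tissues these counts were 193, 1284, 1066 and 744. The biological coefficient of variation was 0.243 in the anterior tissues at E11.5 and 0.118 at E13.5, 0.218 at E15.5 and 0.173 at E18.5. At E11.5 the libraries of Eed-cKO replicate 1 whose labels conflict with their expression were fitted under the tissue in their label.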

PCA of normalised RNA-seq profiles (Figure 2E) indicated that *Eed-cKO* mutants are posteriorized along the A-P axis. Specifically, the mutant FB transcriptome was more similar to the WT MB, and the mutant MB to the WT HB. This trend was most evident at E13.5 but observed at all later stages (Figure 2E). 

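In the PCA of log2(CPM + 1) over 48 libraries of E13.5 to E18.5 and 25204 genes, PC1 held 39.7% of the variance and PC2 16.7%. The shares were 28.5% and 11.7% with each gene scaled to unit variance and 44.7% and 10.0% in the series table of normalised values. On PC2, where the WT means at E13.5 ran from 29.0 in the FB through -1.18 in the MB and -30.6 in the HB to -45.9 in the SC, the Eed-cKO FB stood at -1.82 and the Eed-cKO MB at -27.1. The shift from WT to Eed-cKO on PC2 was -30.8 at E13.5, -40.2 at E15.5 and -35.7 at E18.5 in the FB, and -25.9, -16.9 and -17.3 in the MB. In the SC it was between -1.55 and 1.10. At E13.5 the WT FB libraries stood at 30.2 and 27.8 on PC2 and the Eed-cKO FB libraries at -2.08 and -1.57, so the FB shift exceeded the spread between replicates, while the SC shifts on PC2 did not. On PC1 the shift was -39.0, -44.3 and -44.9 in the FB and -19.1, -12.0 and -6.67 in the SC, in the order of age. At E13.5 the SC libraries stood at 39.5 and 35.1 on PC1 in WT and at 14.5 and 21.9 in Eed-cKO, so the genotypes were apart there.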

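By the sum of squared differences of mean log2(CPM + 1), the Eed-cKO FB at E15.5 was nearest to the WT MB of that age, with a distance of 3934 against 6413 to the WT FB. At E18.5 both the Eed-cKO FB and the Eed-cKO MB were nearest to the WT HB (4651 and 3531), with 7158 from the Eed-cKO FB to the WT FB and 4214 from the Eed-cKO MB to the WT MB. The Eed-cKO MB at E15.5 was nearest to the WT MB (3161). Across the 500 genes that distinguish the WT tissues of an age, in contrast, each Eed-cKO FB library of E13.5 to E18.5 was most similar to the WT FB, with r of 0.445 and 0.431 at E15.5 against 0.0302 and 0.0505 with the WT MB. These r values were taken after the mean over the WT tissues was subtracted from each gene. The Eed-cKO MB libraries of E13.5 were most similar to the WT SC (0.376 and 0.145, against -0.0716 and 0.103 with the WT MB). Those of E15.5 and E18.5 were most similar to the WT MB. The Eed-cKO HB libraries of E13.5 and E18.5 were most similar to the WT SC. At E15.5 HB replicate 1 was most similar to the WT MB and replicate 2 to the WT SC. At E11.5 the mean labelled Eed-cKO FB was nearest to the WT MB (1263) and the mean labelled Eed-cKO MB to the WT HB (1061), but these means include the libraries of replicate 1 whose expression matched those WT tissues. As single libraries, those of replicate 2 was nearest to WT FB and WT MB (1026 and 747), as labelled.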

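At E13.5 the Eed-cKO FB lay between 2 WT tissues, at a distance of 4989.69 from the WT MB and 4999.89 from the WT FB, while the Eed-cKO MB was nearest to the WT SC (3474, against 4328 to the WT MB) and so was the Eed-cKO HB (3734, against 5874 to the WT HB). Across the 16 Eed-cKO conditions, 8 were nearest to a more posterior WT tissue, 2 of which were E11.5 conditions with the conflicting labels. With the series table of normalised values in place of CPM this number was 7. The Eed-cKO HB at E15.5 was nearest to the WT HB of E18.5 (3968), and among WT tissues of its own age to the more anterior WT MB (4244, against 4592 to the WT HB), as it also was in the series table. The Eed-cKO SC was nearest to the WT SC of its own age at E11.5, E13.5 and E18.5. At E15.5 it was nearest to the WT SC of E18.5 (2867, against 3315 to that of E15.5).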

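The Pearson r across genes of mean log2(CPM + 1) between FB and MB was 0.983 at E15.5 and 0.987 at E18.5 in WT, and 0.996 and 0.997 in Eed-cKO. Between single libraries of FB and MB, r ranged from 0.972 to 0.985 in WT and from 0.993 to 0.996 in Eed-cKO at E15.5, so that the ranges of the genotypes did not overlap, as at E18.5 (0.984 to 0.987 and 0.993 to 0.996). Replicates of the FB at E15.5 had an r of 0.987 in WT and 0.998 in Eed-cKO. The Eed-cKO FB had an r of 0.990 with the WT MB and 0.983 with the WT FB at E15.5, and 0.986 and 0.982 at E18.5. Genes are not independent replicates, so no p-value was computed. Over the genes with at least 10 counts in at least 50% of these libraries, the WT values were 0.968 and 0.976 and those of Eed-cKO 0.993 and 0.994.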

The posteriorization of each *Eed-cKO* tissue was also evidenced by quantification of the normalised sum of square differences between the transcriptomes (Supplementary Table S2) and correlation between anterior samples (Figure 2F).

### PRC2 inactivation does not trigger extensive ectopic expression of non-CNS genes

To address if CNS-specific PRC2 inactivation resulted in ectopic expression of peripherally expressed genes, we surveyed for genes that were not expressed in the CNS at any axial level or stage but were activated in *Eed-cKO* mutants (mean TMM expression ≥ 0.5). Somewhat surprisingly, we only identified 213 genes in this category (Supplementary Figure S4, Supplementary Table S2). Hence, in contrast to the extensive A–P gene expression changes within the CNS, inactivation of PRC2 in the CNS did not result in widespread breakdown of germ layer barriers of gene expression (Supplementary Figure S4A–D).

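A mean below 0.5 CPM over the 32 WT libraries and of at least 0.5 CPM over the 32 Eed-cKO libraries, together with an adjusted p-value under 0.05 in at least 1 of 8 comparisons by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, was met by 257 genes, 1.02% of the genes with a symbol. Of the paper's list, 199 genes were found by symbol, and 147 of these were among the 257. The median of the Eed-cKO mean was 0.656 CPM, 30 of the genes averaged above 1 CPM and 8 above 5 CPM. The form of the rule moved the number most, since with the threshold set on the highest mean of any condition it was met by 11 genes. With the mean taken on the log2 scale it was met by 192 genes, 148 of them on the paper's list.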

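The condition in which an ectopic gene had its highest Eed-cKO mean was most often the HB at E18.5 (57 genes), the FB at E18.5 (53 genes) and the HB at E15.5 (35 genes). The last mean includes Eed-cKO replicate 2 of E15.5, in which interferon-induced genes were raised. In that HB the score of the unmarked genes on the paper's list was 0.636 in replicate 1 and 1.19 in replicate 2. Among the 257 genes, 1 is a Hox gene, Hoxa13, which was singled out after its values were seen. Nkx2-5 (chromosome 17 of mm10, 26838665 to 26841565) had 0 counts in each of the 6 WT SC libraries of E13.5 to E18.5. Each Eed-cKO SC library had 233 counts or more. Its Eed-cKO SC mean of 7.85 ± 2.10 CPM (SD, n = 6) was 115-fold the floor of 0.0682 CPM, which is a lower bound on its rise.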

### H3K27me3 only partly explains widespread effects of PRC2 inactivation

Publicly available WT H3K27me3 ChIP-seq data (46) revealed that the region- and gene-specific profiles for several of the spatially restricted genes, *Foxg1*, *En2* and *Hoxc9*, were consistent with a direct repressive role of the PRC2 complex (Figure 3A).

**Figure 3.**
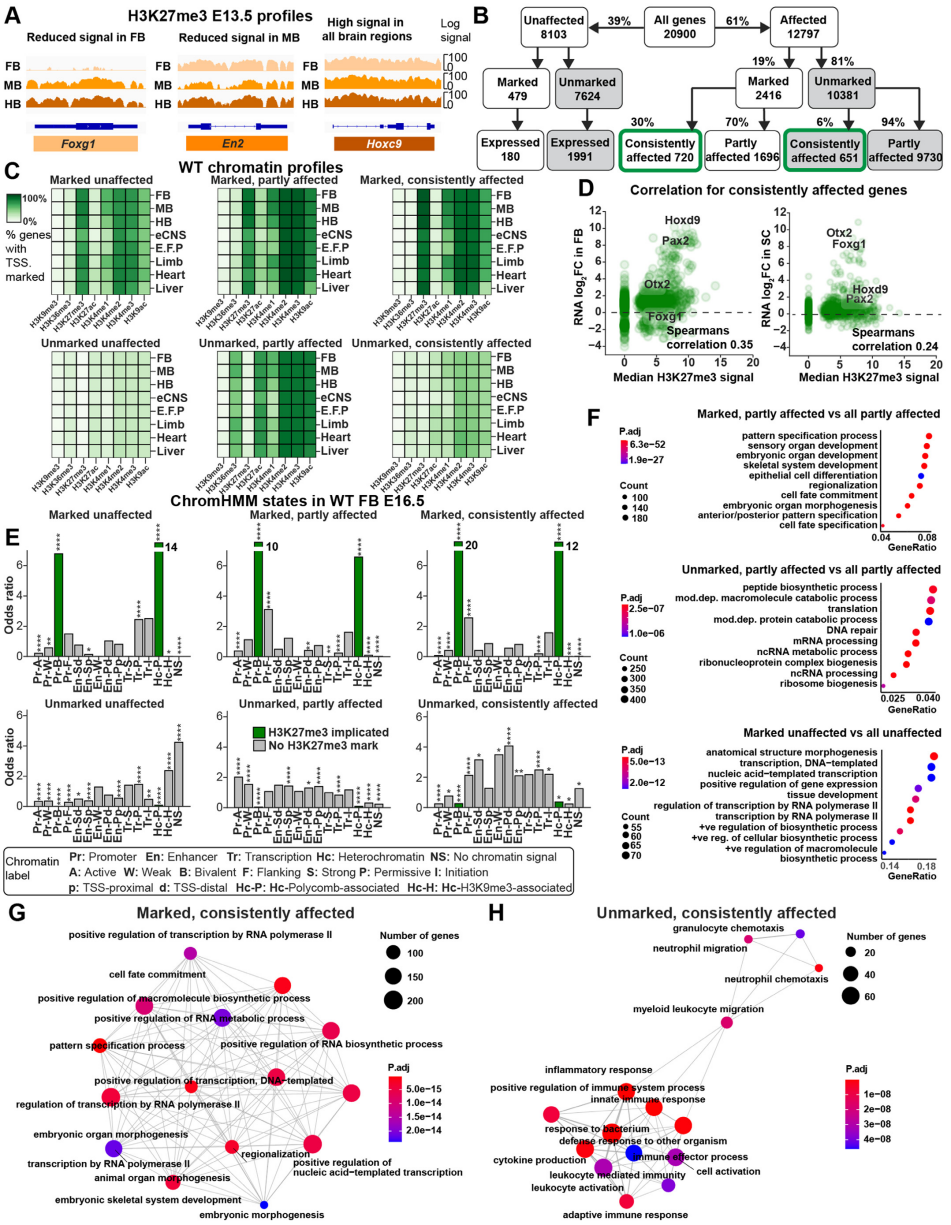
Direct and indirect control by PRC2. (**A**) H3K27me3 signal for three markers genes, at E13.5 in WT, showing a direct relation between H3K27me3 and expression (Figure 1E, F). (**B**) Data stratification based upon labels representing expression response to *Eed-cKO* mutation and the presence of H3K27me3. (**C**) Chromatin profiles in the CNS and reference tissues of genes stratified by expression changes and wild type H3K27me3 state. (**D**) FB log_2_FC and SC log_2_FC from consistently affected genes show minor correlation with the median H3K27me3 signal across brain tissues. (**E**) Enrichment of ChromHMM chromatin states, expressed as the odds ratio between positives in each gene category vs. all genes. (**F**) Functional Gene Ontology (GO) enrichment analysis of partly affected and unaffected genes shows greater similarity between marked groups irrespective of response to PRC2. (**G**) GO enrichment analysis of consistently affected and marked genes identifies terms related to embryonic development along the A–P axis. (**H**) GO enrichment of consistently affected and unmarked genes reveals ‘inflammatory response’ and ‘positive regulation of immune system process’ (edges represent shared genes between GO terms).

However, gene expression changes caused by PRC2 inactivation may result from layers of regulation when considered across the developmental trajectory. To begin addressing this issue in a systematic manner, we performed a ‘label-stratified’ analysis, sorting genes into categories based on gene expression response along with histone modification profiles. 

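By the paper's rule of an adjusted p-value of 0.05 or less in at least 1 of 8 comparisons (the 4 tissues and the anterior tissues at each of the 4 ages), with a mean above 0.5 CPM over WT or over Eed-cKO libraries, 12539 of the 25275 genes with a symbol were affected, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 1466 were consistently affected, with an absolute log2 fold change above 1 in at least 3 of the 8 comparisons, 1243 higher and 223 lower in Eed-cKO, and 11073 were partly affected. The fold-change threshold moved the number most, as 6636 genes were affected when an absolute log2 fold change above 0.5 was also asked for. DESeq2 gave 13277 affected and 1443 consistently affected genes. The anterior comparison at E11.5 includes libraries of Eed-cKO replicate 1 whose tissue labels conflict with their expression.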

We labelled each gene as unaffected, partly affected or consistently affected, by using the expression response to PRC2 inactivation as per the DE analyses (Figure 3B). Thereby, the H3K27me3 state and expression response to *Eed-cKO* jointly defined six exclusive categories of genes (Figure 3B), see Materials and Methods for details.

Given PRC2’s role in maintaining tissue specificity, we hypothesised that genes in each category would display chromatin profiles that were specific to tissue. Within each gene category histone modifications in FB, MB, HB, neural crest (eCNS), embryonic facial prominence (EFP), limb, heart and liver, at E16.5 (46) were surprisingly similar, but between categories differences appeared (Figure 3C). Specifically, genes in the three H3K27me3-marked categories were commonly marked with H3K4me2/3 marks, but not H3K36me3, indicating their bivalent status (Figure 3C). Within the three H3K27me3-unmarked categories, active marks (H3K36me3, H3K27ac, H3K4me2/3) were primarily observed in the partly affected category (Figure 3C).

To further investigate the relationship between the H3K27me3 mark and gene expression, we computed the correlation between FB log_2_FC and H3K27me3 signal in the consistently affected gene category (Figure 3D). We found a limited positive correlation (ρ = 0.35, *P* < 0.01) between H3K27me3 and FB log_2_FC. This exceeded the correlation between the log_2_FC in all other tissues and the H3K27me3 signal, specifically SC log_2_FC: ρ = 0.24, and *P* < 0.01, (Figure 3D) HB log_2_FC: ρ = 0.08, *NS*, and MB log_2_FC: ρ = 0.24, *P* < 0.01 (Supplementary Figure S5A).

The limited correlation between H3K27me3 and gene expression changes prompted us to investigate whether a combination of histone marks i.e., chromatin states in a gene promoter could provide greater insight into the gene’s response to PRC2 inactivation. To this end, we assigned ChromHMM-predicted epigenetic states to each gene, based upon FB at E16.5 (18). We found that genes in all three H3K27me3-marked categories (unaffected, partly affected and consistently affected) exhibited similar epigenetic states, with strong signals for the Pr-B (promoter-bivalent) and Hc-P (heterochromatin-permissive) states (Figure 3E). The enrichment of these H3K27me3-implicated states was considerably higher for the consistently affected category, showing that if a gene is marked by H3K27me3 at E16.5 in the FB, it is likely to be affected by knocking out *Eed* (Figure 3E). The consistently affected unmarked genes stood out, with higher enrichment of enhancer states: En-Sd (Enhancer-Strong-TSS-distal), En-W (Enhancer-Weak-TSS-distal) and En-PD (enhancer-poised-TSS-distal) (Figure 3E), suggesting that these genes are indirectly regulated by PRC2. There were approximately equivalent numbers of genes in the consistently affected categories that were unmarked and marked (Figure 3B) indicating that lack of the H3K27me3 mark did not rule out effects in *Eed-cKO*.

To understand the functional heterogeneity of genes within and between each category, we also tested for over-represented Gene Ontology (GO) terms associated with their proteins (Figure 3F–H). For the H3K27me3-marked categories, both partly and consistently affected genes were enriched for A–P axis related terms, (e.g. pattern specification) (Figure 3F, G). Surprisingly, H3K27me3-marked but unaffected genes were also enriched for regulation and development, indicating that not all marked developmental genes were affected by *Eed-cKO* (Figure 3F). Unmarked and partly affected genes were associated with RNA processing terms (Figure 3F), while the unmarked, consistently affected genes were primarily enriched for immune response genes (Figure 3H).

### Variational Autoencoder finds latent codes for mixture of features

Genes marked by H3K27me3 in the CNS tended to be affected by *Eed-cKO*. However, the effect on unmarked genes was nebulous e.g., correlating the log_2_FC of the response with the experiment-wide median H3K27me3 state revealed only a weak correlation (FB: ρ = 0.35, *P* < 0.01, SC: ρ = 0.24, *P* < 0.01), underscoring the limited ability of the H3K27me3 mark alone to predict the expression response to *Eed-cKO* (Figure 4A). These findings suggested that labelling genes without jointly including details of developmental stage and tissue obscured features required to identify co-regulated genes.

**Figure 4.**
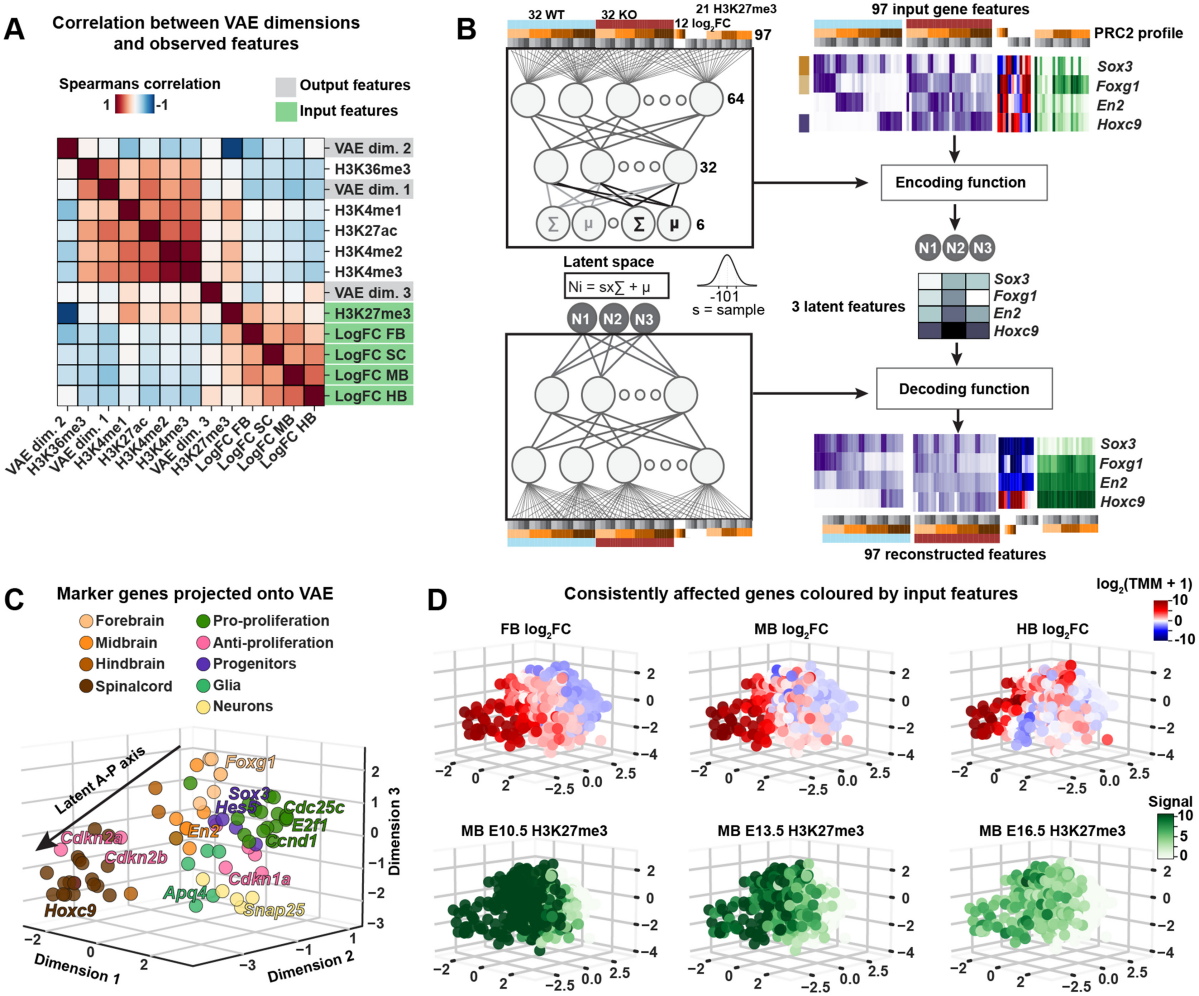
Integrated PRC2 profile forms latent A-P axis. (**A**) Spearman’s ρ across all consistently affected genes between VAE latent codes and selected observed summary features. (**B**) Simplified VAE model and the gene-specific input to the VAE, supplying a range of experimental observations (example genes shown) to a (non-linear, trainable) ‘encoding function’, which defines a latent code for each gene. A ‘decoding function’ is trained to reconstruct profiles for each gene, subject to VAE constraints. (**C**) Selected marker genes plotted in VAE *D* = 3 latent space, showing an A–P gradient. (**D**) Consistently affected genes plotted in VAE latent space, coloured (top row) by log_2_FC *Eed-cKO* versus WT in FB, MB and HB, and (bottom row) the median signal in H3K27me3 across developmental time points.

We defined a PRC2 profile of prioritised features (97) representing each gene for input to the VAE: RNA-seq data for WT and *Eed-cKO*, log_2_FC from the DE analyses, and WT H3K27me3 signal. Our goal was to integrate the data into a relatively small set of features and use the model to interrogate relationships between the WT H3K27me3 signal and the gene expression response to *Eed-cKO* (Figure 4B).

A VAE was trained on PRC2 profiles, to find a latent ‘code’ for each gene (Figure 4B). Because the results were reproducible and robust to parameter perturbations, the VAE architecture and parameters were chosen with minimal tuning (see Materials and Methods). When the VAE used three or more hidden nodes, referred to as latent dimensions (*D*), we observed only minor reconstruction loss (Supplementary Figure S6). Hence, at *D* ≥ 3, intermediate layers captured sufficient information to successfully decode essential variation across the full data set. We tested two versions of the data set: the 1371 consistently affected genes (as defined above), and all of the 12 797 affected genes, with *D* = 3 and *D* = 6. Based upon these findings, we subsequently used the VAE with *D* = 3, trained with the consistently affected gene data set.

### VAE latent code places genes along A–P axis

While no pair of VAE dimensions correlated measurably (|ρ| < 0.1 for all pairs), as anticipated, the VAE dimensions correlated with a number of input features (Figure 4A). For instance, dimension 2 correlated negatively with the median H3K27me3 signal (ρ = −0.93, *P* < 0.01) and mildly with FB log_2_FC (ρ = −0.42, *P* < 0.01).

To further validate that the VAE latent code uncovered biologically relevant CNS features, we tracked the aforementioned marker genes (Supplementary Table S1). We noted that the FB, MB, HB and SC genes were placed along a latent version of the A-P axis (Figure 4C). In addition, investigating the placement of proliferation genes (Supplementary Table S1) we noticed that pro-proliferative genes were placed in the vicinity of FB genes, while two well known anti-proliferative genes (*Cdkn2a* and *Cdkn2b*) were placed adjacent to the SC genes, in agreement with the enhanced anterior proliferation (Figure 4C). Markers for neurons and glia did not group along the latent A–P axis, rather projecting onto a distinct segment orthogonal to the axis, in line with the generation of these cell types at all axial levels during the embryonic stages analysed (Figure 4C).

The VAE latent space also captured several other key features of PRC2 control of the developing CNS. These included the graded involvement of PRC2 along the A-P axis, with extensive gene upregulation in the *Eed-cKO* FB and smaller effects in the HB (Figure 4D). 

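Between FB and HB the effect of Eed-cKO differed in 5277 of the 17041 genes tested by edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment, with a larger log2 fold change in the FB for 2748 and a smaller one for 2529. Between HB and SC it differed in 1586 genes and between MB and HB in 371. No fold-change threshold was applied to these interaction counts. Hand2 was at least 541.2-fold higher in the Eed-cKO MB, and its log2 fold change was 8.15 in the HB and 7.23 in the SC (standard errors 0.295 and 0.350). The share of DEGs that were higher in Eed-cKO was 83.2% in the HB and 67.2% in the FB. The FB share depends on the scaling, as it rose with library totals in place of TMM.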

We also observed a temporal reduction in the H3K27me3 mark, as evident in the MB from E10.5 to E16.5 (Figure 4D).

### VAE latent dimensions identify co-regulated but functionally diverse genes

The variation captured by the VAE enabled the discovery of new cohorts of genes that coincided with each latent dimension. We grouped genes by their existence at the extremes of each dimension, with membership determined by being in the tail of the distribution (±1.25SD from mean), resulting in six non-exclusive cohorts of genes. One cohort was omitted from further analysis, as it contained genes that extensively overlapped with the other five cohorts (Supplementary Figure S13A). For the five remaining cohorts we used GO term enrichment and gene expression patterns to manually label the cohorts, yielding: (i) posterior genes, (ii) anterior genes, (iii) development genes, (iv) unmarked proliferation genes and (v) immune response genes (Figure 5A–E). The identification of immune response genes was unanticipated, because *Sox1-Cre* was previously found to not delete *Eed* in the blood vessels and blood cells (5). To probe the underpinnings of this effect we stained for IB4, which revealed a higher ratio of blood cells and blood vessels in comparison to the CNS tissue in the *Eed-cKO* (Supplementary Figure S14).

**Figure 5.**
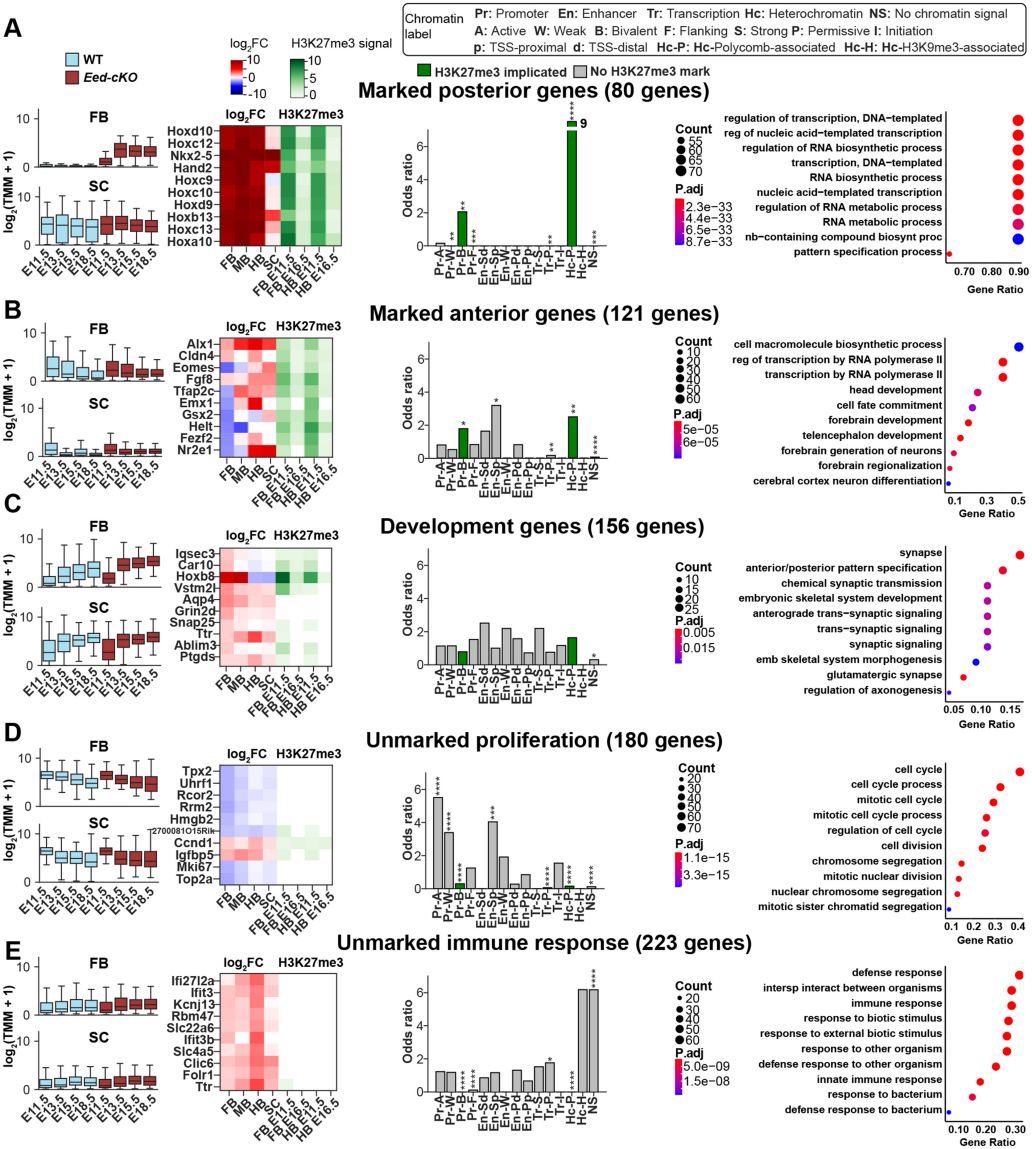
VAE identifies functionally diverse gene cohorts. (A–E) Different cohorts of genes identified at tails of one or more VAE latent dimensions (±1.25 SD from mean). (**A**) In the WT, the marked posterior gene cohort is repressed in the FB and expressed in the SC, while in *Eed-cKO* mutants, they are overexpressed in FB, while the SC is unaffected. Top-10 genes in this group are predominantly Hox genes, marked by H3K27me3 in both FB and HB. Enrichment of ChromHMM chromatin states and GO terms show bivalent and repressive states, and enriched gene regulation terms, respectively. (**B**) In WT, the marked anterior gene cohort is repressed in SC and expressed in FB. In the *Eed-cKO* mutants, they are mostly downregulated in FB and upregulated in SC. Top-10 genes display tissue specific response to *Eed-cKO*. Marked anterior genes show minimal enrichment of specific chromatin states. FB differentiation and development GO terms are enriched. (**C**) The development gene cohort increases in expression over time and is more highly expressed in SC than FB, a trend more pronounced in the mutant. Top-10 genes display upregulation in the mutant. There is no enrichment of specific chromatin states. Embryonic development associated GO terms are enriched. (**D**) The unmarked proliferation gene cohort decreases in expression over time, in both the WT and *Eed-cKO*, which is pronounced in *Eed-cKO*. Enriching for active and weak promoter chromatin states and GO cell cycle functions, suggesting that active genes are important for cell growth and the rate of proliferation. (**E**) The unmarked immune response gene cohort displays no specific expression profile in WT, but are upregulated in the mutant. Top-10 genes show a homogenous response to *Eed-cKO*, in particular a strong upregulation in HB. These genes are enriched for the no signal (NS) ChromHMM chromatin state and immune response GO terms.

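The score of the top-10 posterior genes (Hoxd10, Hoxc12, Nkx2-5, Hand2, Hoxc9, Hoxc10, Hoxd9, Hoxb13, Hoxc13 and Hoxa10) was 0.10 ± 0.07 in the WT FB, 0.06 ± 0.02 in the WT MB and 0.15 ± 0.15 in the WT HB (SD, n = 6 each). In Eed-cKO it was higher by 5.01 in the FB, 5.22 in the MB, 4.97 in the HB and 1.64 in the SC (exact permutation test, p = 0.00926 and Benjamini-Hochberg adjusted p = 0.0142 each). A pseudocount of 0.1 in place of 1 moved the FB difference most, to 7.71. The WT SC varied, with 2.45 at E13.5 and 4.51 at E15.5, and at E13.5 its replicate 1 stood at 1.03 while the other WT SC libraries ranged from 3.87 to 4.67. All 10 genes were DEGs with higher expression in the FB, the MB and the HB, and as many were when adjusted over the list alone, which is not independent evidence since the study chose the list on these samples.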

The posterior gene cohort was repressed in the FB and MB in WT and upregulated in *Eed-cKO* (Figure 5A). This cohort was enriched for ChromHMM bivalent promoter states, suggesting that these genes are directly controlled by PRC2 and are selectively expressed (Figure 5A). 

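For the top-10 anterior genes (Alx1, Cldn4, Eomes, Fgf8, Tfap2c, Emx1, Gsx2, Helt, Fezf2 and Nr2e1), which the study also chose on these samples, the WT FB score fell from 4.84 at E11.5 to 3.16 at E18.5. The score was lower in the Eed-cKO FB (difference -1.21) and higher in the HB (0.57) and the SC (0.53), and it did not differ in the MB (0.14, exact permutation test, p = 0.0926). In the FB, 7 of the 10 genes were DEGs with lower and 2 with higher expression, and 9 were when adjusted over the list alone. In the HB, 7 of the 9 genes tested were DEGs and higher, and in the SC 5 of the 6 tested.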

The anterior gene cohort tended to exhibit an opposing RNA expression profile to the posterior genes, with a decrease in expression over time, and limited enrichment of H3K27me3-associated chromatin states (Figure 5B). 

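The top-10 development genes (Iqsec3, Car10, Hoxb8, Vstm2l, Aqp4, Grin2d, Snap25, Ttr, Ablim3 and Ptgds) rose in the WT FB from a score of 0.98 at E11.5 to 5.76 at E18.5 and in the WT SC from 2.95 to 7.12. Their score was higher in Eed-cKO in the FB by 1.62 and in the MB by 1.36 (exact permutation test, p = 0.00926 each), but the differences of 0.55 in the HB and 0.23 in the SC did not hold up against the spread between libraries (exact permutation test, p = 0.120 and 0.157). Of the 10 genes, 9 were DEGs in the FB, 4 in the MB, 1 in the HB and 3 in the SC, of which 1 was lower. Adjusted over the list alone, 10, 4, 1 and 4 were called, and the list was chosen on these samples. Ttr is also a gene of the choroid plexus list.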

The development cohort included a mixture of genes that were mostly upregulated in *Eed-cKO*, and whose ChromHMM profile indicated both direct and indirect PRC2 effects (Figure 5C). The unmarked proliferation cohort was enriched for cell cycle genes, mostly those with pro-proliferative function (Figure 5D). 

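The score of the top-10 proliferation genes (Tpx2, Uhrf1, Rcor2, Rrm2, Hmgb2, 2700081O15Rik, Ccnd1, Igfbp5, Mki67 and Top2a) fell in the WT FB from 8.93 at E11.5 through 8.43 and 7.51 to 6.77 at E18.5. In the WT SC it fell from 8.78 through 6.83 and 6.71 to 5.87. The MB and the HB went from 8.98 and 8.77 at E11.5 to 6.17 and 5.85 at E18.5.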

In WT, genes in this cohort displayed a logical downregulation as neurogenesis comes to an end in both FB and SC. Relative to WT, PRC2 inactivation accelerated the decrease in expression of this cohort in all tissues, but most distinctly in FB (Figure 5D). 

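In Eed-cKO the proliferation score of the FB was 7.44 at E13.5, 6.56 at E15.5 and 5.97 at E18.5, lower than in WT by exact permutation test (difference -0.91, p = 0.00926), and in the MB the difference was -0.40 (exact permutation test, p = 0.00926). The HB (0.03, p = 0.741) and the SC (-0.23, p = 0.167) did not differ between genotypes by the same exact permutation test. The effect in the FB was below that in the MB by a difference of -0.51, that in the HB by -0.94 and that in the SC by -0.68 (exact permutation test of the difference, p = 0.00926 and Benjamini-Hochberg adjusted p = 0.0202 each). In the FB 8 of the 10 genes were DEGs with lower and 2 with higher expression, and in the HB 2 were lower and 2 higher. Adjusted over the list alone the numbers were 10 in the FB and 4 in the HB, on a list the study chose on these samples. At E11.5 the score was 8.93 in the mean labelled Eed-cKO FB, as in WT.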

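The top-10 immune response genes (Ifi27l2a, Ifit3, Kcnj13, Rbm47, Slc22a6, Ifit3b, Slc4a5, Clic6, Folr1 and Ttr) had a score of 2.93 ± 0.28 in the WT FB and 3.66 ± 0.41 in the Eed-cKO FB (SD, n = 6 each), a difference of 0.74 (exact permutation test, p = 0.00926). The difference was 0.48 in the SC (exact permutation test, p = 0.00926), 1.20 in the MB and 1.51 in the HB, and the last pair did not pass after adjustment over 20 tests (exact permutation test, p = 0.0370 and 0.0741, Benjamini-Hochberg adjusted p = 0.0529 and 0.0988). In the WT HB the score varied from 0.85 at E15.5 to 3.83 at E18.5. In the FB 9 of the genes were DEGs, in the MB and SC 2 each and in the HB 0, where 0 were called when adjusted over the list alone, on a list that the study chose on these samples. Of the list, 5 genes are in a choroid plexus list and 3 in a list of interferon-induced genes. The HB call by camera (Benjamini-Hochberg adjusted p = 0.0086) did not hold by fry (Benjamini-Hochberg adjusted p = 0.0544).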

Lastly, the immune response cohort was weakly upregulated in *Eed-cKO* and enriched for the absence of PRC2-associated ChromHMM marks, indicating an indirect effect of PRC2 (Figure 5E).

To address if the WT profile of gene cohorts were conserved in humans, in particular regarding the expression of the genes in the marked anterior cohort, we analysed publicly available data from PsychEncode (58). We found similar expression patterns across the mouse and human orthologs, with the marked anterior genes displaying significant tissue specific effects in human embryonic brains (Supplementary Figure S15A).

### The recovery of relevant gene groups is method dependent

VAE allows low-dimensional codes to capture non-linear relationships from a high-dimensional input space, staggered at each intermediate layer (60). The layout of the latent codes reveals genes that share systematic and relevant expression changes and repressive states across time points and space, PRC2 perturbed or not.

To quantify the extent and nature of organisation of the VAE relative to representative dimensionality reduction methods, including PCA, UMAP, tSNE and PHATE, we performed a number of tests.

First, we asked if each method at *D* = 3 and at *D* = 6 had the capacity to find latent codes that distinguished genes with known but different A–P association (defined by Gene Ontology, see Materials and Methods) in both the consistently affected and affected datasets. Using the Silhouette score as a measure for set separability, we found that VAEs outperformed the other methods in the majority of cases (Supplementary Figure S7A, B). However, the low Silhouette scores highlight the inherent difficulty in separating the gene sets, which are distinguished only by their association with the A–P axis in development.

Second, we asked whether the groups that were formed by each method displayed similar biological enrichment. This test involved for each method selecting genes at the tails of each component at *D* = 3; these gene groups were then evaluated for enrichment in GO terms and biological pathways. All methods were able to distinguish the most salient functional groups, e.g., the posterior group. However, only the VAE and tSNE were able to distinguish an anterior gene cohort (Figure 5B, Supplementary Figures S8 and S9). PCA and UMAP had duplicate groups relevant to cell cycle (Supplementary Figure S10 and S11), while PHATE uniquely identified a group containing ‘membrane’ and ‘signalling’ terms (Supplementary Figure S12). The gene cohorts we defined using the VAE analysis were broadly captured by tSNE, which in turn showed to be less capable of separating GO-defined sets (Supplementary Figure S7B).

### PRC2 regulates cell cycle genes directly or by proxy TFs

A key phenotype of *Eed-cKO* mutants is a striking reduction of proliferation of the FB (Figure 1C) (5). Moreover, the VAE analysis identified many genes (180 genes), in the ‘unmarked proliferation’ cohort (Figure 5D). These findings prompted us to focus on the expression of the main cell cycle genes (32 genes; Supplementary Table S1), to explore the regulation of pro- and anti-proliferative genes (see Supplementary Figure S15B for workflow). 

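In WT the score of 19 pro-proliferative genes was higher in the FB than in the SC in each of the 6 embryos of E13.5 to E18.5, by 1.06 ± 0.56 (SD, n = 6; exact sign-flip test, p = 0.0312). The score of 10 anti-proliferative genes was also higher in the FB than in the SC, in 5 of 6 embryos, by 0.37 ± 0.32 (SD, n = 6; exact sign-flip test, p = 0.0625). By age, the WT FB minus SC difference of the anti-proliferative score was -0.13 at E11.5, 0.70 at E13.5, 0.29 at E15.5 and 0.11 at E18.5, and that of the pro-proliferative score was 0.22, 1.68, 0.78 and 0.74.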

Looking first at WT, we observed that the majority of pro-proliferative and anti-proliferative genes were expressed in opposing gradients along the A–P axis (Figure 6A, D). 

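Under the rules for affected and consistently affected genes, 31 of the 32 cell cycle genes (10 anti-proliferative and 19 pro-proliferative genes and Sox1/2/3) were affected by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 9 consistently affected ones were Cdkn1a, Cdkn2a, Cdkn2b, E2f1, Ccna2, Ccnb1, Ccnd1, Cdc25c and Sox3, and 22 were partly affected. Ccna1 was not affected in any of the 8 comparisons. DESeq2 gave 32 affected and 10 consistently affected genes, and scaling by library totals lowered the number of consistently affected genes most, to 6. Asking also for an absolute log2 fold change above 0.5 gave 29 affected genes.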

In *Eed-cKO* mutants, we found that the majority of cell cycle genes (29/32) were affected, with eight consistently affected and 21 partly affected (Figure 6A, Supplementary Table S1). 

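The anti-proliferative score was higher in Eed-cKO in the FB by 0.68, in the MB by 0.73, in the HB by 0.88 and in the SC by 0.60 (exact permutation test, p = 0.00926 each). As a set against all other genes the list did not pass in the FB (camera, Benjamini-Hochberg adjusted p = 0.639) or the MB (camera, Benjamini-Hochberg adjusted p = 0.397), and it passed in the HB and SC. By fry, which tests the list on its own, it passed in each tissue. Of the 10 genes, 4 were DEGs and higher in each tissue, and Chek1 (log2 fold change -1.21) and Wee1 (-1.02) were among the 3 that were lower in the FB. Cdkn2a (chromosome 4 of mm10, 89274473 to 89294619) rose in the FB from 0.0975 ± 0.107 CPM to 29.1 ± 7.31 CPM (SD, n = 6 each), a log2 fold change of 8.07 (standard error 0.415), and it was at least 329-fold higher in the HB. Cdkn2b (chromosome 4, 89306289 to 89311032) had log2 fold changes of 4.73, 4.88, 4.84 and 3.52 from FB to SC, and Cdkn1a (chromosome 17, 29090986 to 29100722) of 1.58, 0.57, 0.75 and 0.74. The pro-proliferative score was lower in the FB (difference -0.72, exact permutation test, p = 0.00926), did not differ in the MB (-0.31, p = 0.0648 by exact permutation test) or the SC (-0.13, p = 0.50 by exact permutation test), and was higher in the HB (0.16, p = 0.0278 by exact permutation test). With the 24 genes of the supplementary list in place of these 19, the MB difference was -0.39 (exact permutation test, p = 0.00926). In the FB, 15 of the 19 genes were DEGs and lower and 1 was higher. The effect on the pro-proliferative score was lower in the FB than in the HB (difference of effects -0.88, exact permutation test, p = 0.00926), and that on the anti-proliferative score did not differ between FB and SC (0.08, exact permutation test, p = 0.361). The FB minus SC difference of the pro-proliferative score was 0.48 in Eed-cKO and that of the anti-proliferative score 0.45.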

With few exceptions, pro-proliferative genes were downregulated while anti-proliferative genes were upregulated relative to WT, and these effects were most pronounced in the anterior CNS (FB and MB, Supplementary Figure S15C), resulting in a general flattening of the gene expression gradients (Figure 6A, D, E). Two outliers were the pro-proliferative genes *Ccnd1/2*, which were strongly upregulated in the posterior CNS (HB and SC) (Figure 6A). 

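Ccnd1 (chromosome 7 of mm10, 144929931 to 144939925) rose in the HB from 69.8 ± 29.5 CPM to 189 ± 21.7 CPM (SD, n = 6 each), a log2 fold change of 1.54 (standard error 0.165, adjusted p = 7.4e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccnd2 (chromosome 6, 127125708 to 127151048) rose there from 81.3 ± 25.5 CPM to 316 ± 22.3 CPM (SD, n = 6 each), a log2 fold change of 2.01 (standard error 0.155), and both genes were above the WT mean in 6 of 6 HB libraries. In the SC their log2 fold changes were 0.68 (standard error 0.261, adjusted p = 0.158) and 0.86 (standard error 0.249, adjusted p = 0.0717) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 6 of 6 and 5 of 6 libraries above the WT mean. Neither was a DEG, whereas DESeq2 called both. The call of Ccnd2 in the SC was gained without WT replicate 1 of the E15.5 SC, at a log2 fold change of 1.12. The effect on Ccnd2 differed between HB and SC (difference of log2 fold changes 1.13, adjusted p = 0.0137 by edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment). In the FB Ccnd1 was higher (log2 fold change 1.04, standard error 0.243) and Ccnd2 lower (-0.64, standard error 0.124).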

The H3K27me3 profiles of the anti-proliferative genes were comparatively pronounced, although several pro-proliferative genes, such as *Ccnd1/2* and *Ccna1*, were also marked (Figure 6A).

**Figure 6.**
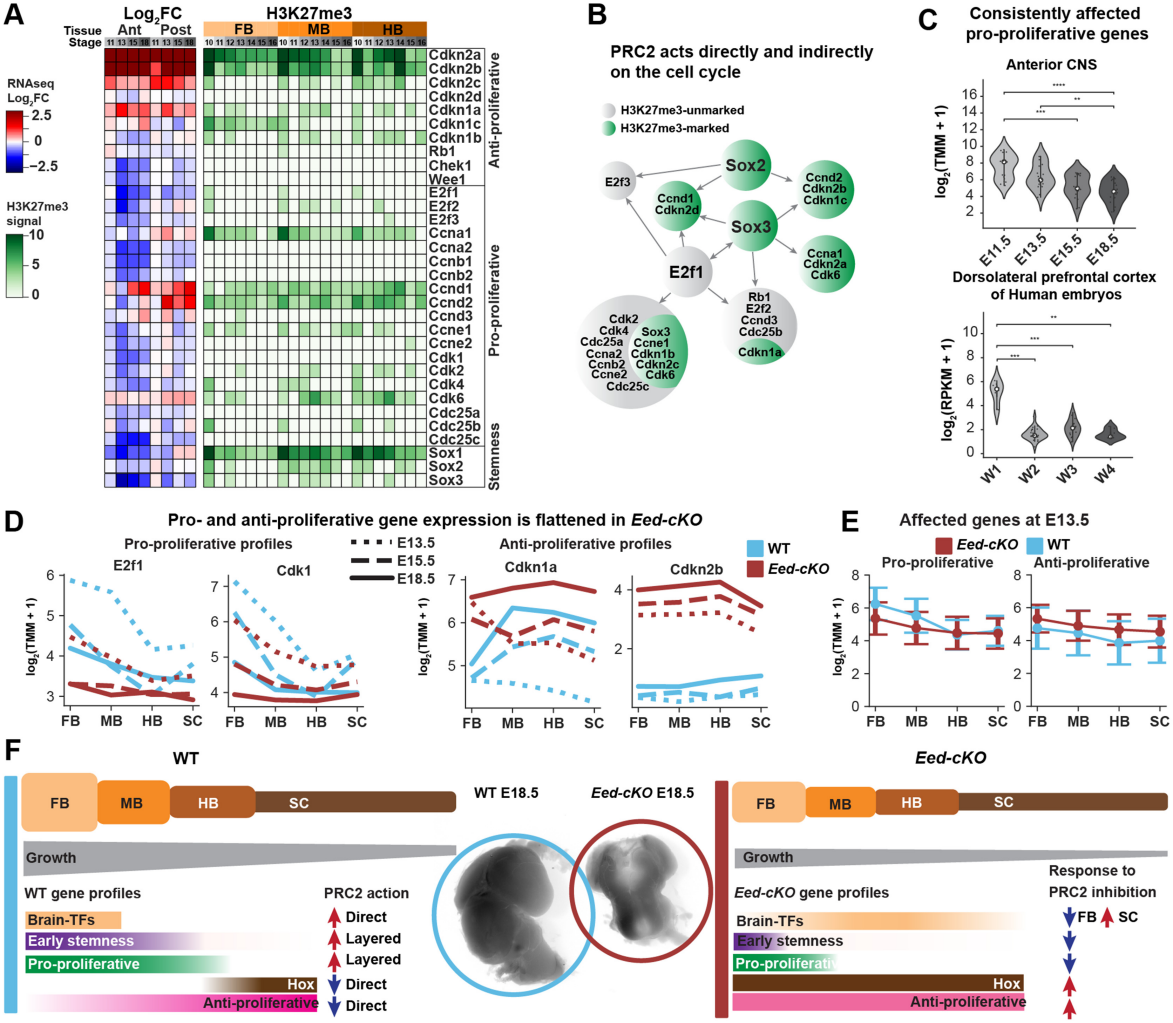
Layered cell control by PRC2. (**A**) Cell cycle gene response to PRC2 inactivation shows strong upregulation of some marked and consistently affected anti-proliferative genes, while the majority of pro-proliferative genes are downregulated and unmarked. Sox genes are marked and downregulated. (**B**) Proposed mechanism of action for the indirect regulation of the Sox genes on the cell cycle genes. (**C**) Consistently affected pro-proliferative genes (E2f1, Ccna2, Ccnb1, Cdc25c and Ccnd1) exhibit a reduction in expression over embryonic development. This trend is observed in mice across the anterior brain regions (FB and MB), and in human embryonic samples (human homologs: ENSG00000134057/CCND1, ENSG00000101412/E2F1, ENSG00000145386/CCNA2, ENSG00000110092/CCND1) (W1: 8–9 postconceptional weeks (PCW), W2: 12–13 PCW, W3: 14–18 PCW, W4: 18–22 PCW) (58), also across the brain (dorsolateral prefrontal cortex). (**D**) Select cell cycle genes exhibit evidence of an A–P gradient in WT. (**E**) Grouping all affected cell cycle genes reveals a trend (mean and standard error) for A–P flattening. (**F**) PRC2 ensures that Hox homeotic genes are only expressed in the SC and HB, and brain TFs only in the FB and MB, and promotes gradients of stemness, anti- and pro-proliferative gene expression. These A–P differences in regulatory gene expression underpin A–P differences in proliferation, creating a gradient of CNS growth

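The mean score of E2f1, Ccna2, Ccnb1, Cdc25c and Ccnd1 fell in the WT FB from 7.55 at E11.5 to 6.75, 5.81 and 4.83 at the later ages, and in the WT MB from 7.57 to 6.05, 4.53 and 4.23. In Eed-cKO it was lower in the FB by exact permutation test (difference -0.92, p = 0.00926) and in the MB (-0.55, p = 0.00926 by exact permutation test). It did not differ in the HB (0.07, p = 0.444 by exact permutation test) or the SC (-0.22, p = 0.306 by exact permutation test). The study chose this list on these samples. The log2 fold changes in the FB and MB were -1.45 and -0.82 for Ccna2, -1.40 and -0.75 for Ccnb1 and -1.83 and -0.90 for Cdc25c, with standard errors from 0.115 to 0.170.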

Because the majority of pro-proliferative genes appeared to be indirectly affected by PRC2, we sought to identify which TFs could be targeting the proliferation genes. We again focused on the *Sox1/2/3* stemness genes, as well as E2f1, a core TF in the cell cycle machinery (61). *Sox1/2/3* were marked by H3K27me3, while *E2f1* showed limited marks, if any (Figure 6A). However, all four genes were downregulated in *Eed-cKO* (Figure 6A). 

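E2f1 (chromosome 2 of mm10, 154559639 to 154569852) had a log2 fold change of -1.33 in the FB, -1.01 in the MB and -0.75 in the SC (standard errors 0.135, 0.167 and 0.175). In the SC 6 of 6 Eed-cKO libraries lay below the WT mean, and its adjusted p was 0.0326 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 8 of the 12 fits that each left out 1 library no longer called it, among them the fit without Eed-cKO replicate 1 of the E13.5 SC (log2 fold change -0.69). In the HB its log2 fold change was -0.38, below the WT mean in 4 of 6 libraries (standard error 0.139, adjusted p = 0.0534 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Sox2 the log2 fold change was -0.11 in the MB (adjusted p = 0.253 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the HB it was -0.34, a decrease with adjusted p = 0.00564 in that test that did not reach the fold-change threshold. E2f3 was a DEG in the FB (-0.86, standard error 0.0853) and changed by less than the threshold in the MB (-0.46), HB (-0.23) and SC (-0.21).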

Previous ChIP-seq studies have probed the genome-wide occupancy of three of these four TFs (62–64). These data revealed that Sox2 and -3 bind to a number of proliferation genes, including E2f1 and other E2f genes, and that E2f1 binding showed extensive overlap with the Sox2/3 binding profiles (Figure 6B). These findings suggest that PRC2 action is layered – acting both directly and indirectly, via *Sox1/2/3* and *E2f1/2/3*, to control cell cycle gene expression.

To investigate whether the cell cycle gene expression profiles are evolutionarily conserved, we tested whether the WT profile of early activation of consistently affected pro-proliferative genes is conserved in humans. We again used the publicly available data from PsychEncode (58) and confirmed a significant reduction over time in the pro-proliferative genes in human embryonic brain development (Figure 6C).

## DISCUSSION

### PRC2 promotes the developing CNS A–P axis

The developing CNS displays evolutionarily conserved patterning along the A–P axis, evident by the selective expression of brain-specific TFs anteriorly and Hox homeotic genes posteriorly (65,66). Studies in *Drosophila* have also revealed an A–P expression gradient of neural stemness genes (2). In *Drosophila*, the selective expression of brain-TFs, Hox genes and neural stemness genes is accompanied by and (to a great extent) drives gradients in pro- and antiproliferative gene expression, which in turn results in faster cell cycles, and the expansion of the anterior CNS (2–5). Studies in mouse have indicated that many of these developmental features are conserved in mammals, although the degree of conservation is unclear (5). Moreover, while PRC2 plays a key role in promoting these A–P differences, its precise roles have hitherto not been comprehensively addressed in mammals.

We observed striking gene expression gradients of stemness, pro- and anti-proliferative genes, demonstrating that these features are also conserved from *Drosophila* to mouse. We found that PRC2 inactivation resulted in extensive gene expression changes in the CNS. Looking specifically at the aforementioned developmental genes we found that PRC2 inactivation reduced brain-TF expression and upregulated Hox genes anteriorly. The gene expression gradient of stemness and pro-proliferative genes appeared flattened, and there was an upregulation of anti-proliferative genes. Hence, PRC2 plays a fundamental role in promoting anterior CNS development, with anterior tissues posteriorizing and reducing their stemness in *Eed-cKO* mutants (Figure 6F). These regulatory effects generally accumulate over time, i.e. once a gene becomes dysregulated it remains so.

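Of the 3303 anterior DEGs at E13.5, 1152 were DEGs with the same direction at E15.5, 1650 at E18.5 and 987 (29.9%) at both. The share was 34.1% for the genes higher in Eed-cKO and 18.4% for the genes lower in Eed-cKO. Of the 1682 anterior DEGs at E15.5, 1430 (85.0%) were DEGs with the same direction at E18.5, and 38 of those of E13.5 were DEGs with the opposite direction at E18.5. The number depends on the threshold at the later ages, since 2827 (85.6%) of the E13.5 DEGs had the same sign of the log2 fold change at both later ages whatever their p-value. DESeq2 gave 1377 of 3246 genes (42.4%). In the posterior tissues 162 of 2241 DEGs (7.23%) were called at all 3 ages.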

### PRC2 inactivation causes extensive direct and indirect effects

Comprehensive analyses of H3K27me3 suggest that PRC2 plays a significant role in development and disease (67). However, metrics based on repressive marks alone are unable to explain the effects on the substantial number of unmarked genes. To understand the extent PRC2 acts in a direct or indirect manner upon the affected genes, we merged our 64 transcriptomes with relevant histone modification profiles. We then stratified the data based on cut-offs, sub-setting genes into six categories.

All partly/consistently affected gene categories with H3K27me3 were enriched for GO terms related to embryonic patterning, which aligns well with the observed effect of *Eed* mutation i.e., a flattening of the CNS A-P axis. This finding, combined with their ChromHMM states, indicates that this gene group is directly regulated by PRC2. The H3K27me3-marked and unaffected gene category was enriched for similar GO terms, i.e. regulation and development, showing that a subset of H3K27me3-marked developmental genes are not affected by *Eed-cKO*.

There were many partly/consistently affected genes without H3K27me3, suggesting that the indirect effect of PRC2 inactivation is both comprehensive and diverse.

### VAEs distinguish gene cohorts relevant to A-P axis control

While we could have extended our label stratified analysis to include other factors, e.g. ‘up’ or ‘down’ in each DE analysis, the number of gene categories increases exponentially. In contrast, using a dimensionality reduction method, such as the VAE, constrains our comparisons while minimising the information loss. The VAE was able to distinguish between genes with qualitatively different functional profiles and multi-variate trends across the datasets. Moreover, several genes within each cohort were surprisingly varied in terms of both expression changes and chromatin state, indicating that the multi-variate nature of the VAE analysis uncovers a spectrum of biologically relevant, gene groupings across gene expression and histone modification features.

Recent single cell annotation methods have highlighted the utility of incorporating ‘gene sets’ to guide cell type identification, (27), while others emphasise the importance of feature selection to improve analyses (28,68). Using VAEs and multi-omic bulk-data we are able to robustly identify co-regulated genes relevant to A-P axis control, suggesting gene cohorts that could guide the recovery of key cell types in time and space, even in inherently sparse single cell data, such as multi-omic single cell assays (69).

### Immune response genes may be affected by several mechanisms

Unexpectedly, immune response genes were identified as a salient function affected by PRC2. Using *Sox1-Cre* to delete *Eed* only removes gene function in the CNS itself, and not in the blood cells or blood vessels (Supplementary Figure S14; (5)). It is therefore possible that the increased expression of immune response genes in the undergrown FB and MB in *Eed-cKO* mutants may simply result from a higher ratio of blood vessels/immune cells to CNS cells, thereby increasing the transcriptome signal in an indirect manner. Indeed, our finding of increased IB4 staining, a marker for microglia and blood vessels, in relation to both the Sox2 and DAPI staining supports this notion (Supplementary Figure S14). However, two other plausible causes of activation of immune response genes are (I) a CNS-autonomous effect, as PRC2 has been linked to immune responses in human cancer (70) and/or (II) that the developmental defects in *Eed-cKO* mutants lead to a breakdown of the blood brain barrier and/or an immune response to a malforming CNS. Indeed, our previous studies did reveal that apoptosis occurred at earlier stages in the *Eed-cKO* CNS (5). The latter explanation would also be supported by the increased IB4 staining. Further studies i.e., spatio-temporal single cell RNA-seq, would be required to determine why the immune response genes are activated.

### Layered control of proliferation by PRC2

Cell cycle genes (Supplementary Table S1) were scattered across marked and unmarked, and differently affected categories obscuring the biological signal in the label stratified analysis. In contrast, VAE analysis highlighted consistently affected pro-proliferative genes in a proliferation cohort, suggesting a common regulatory regimen, and that we probe the regulation of cell-cycle genes further. In general, pro-proliferative genes were downregulated and anti-proliferative genes upregulated, and there was a general flattening of their A–P expression gradients. These gene expression changes are likely directly responsible for the undergrowth phenotype observed in the mutant FB and MB. Analysis of the H3K27me3 profiles revealed that PRC2 may be acting directly on a subset of marked proliferation genes, and likely indirectly, via e.g. the Sox1/2/3 and E2f1/2/3 TFs, on unmarked proliferation genes.

The tendency for PRC2 to directly regulate anti-proliferative genes and indirectly regulate pro-proliferative genes, points to an uneven involvement of the epigenetic machinery in cell cycle regulation. This finding is not surprising given the different evolutionary origin of the cell cycle genes and the gradual emergence of the epigenetic machinery. Specifically, while the basic core cassette of Cyclins and Cdks is ancient in eukaryotes (71) the Kip/Cip family evolved later, and INK4 even more recently (the INK4 family is not present in *Drosophila*). The Kip/Cip and INK4 families likely evolved to provide the increasingly refined control of proliferation necessary in larger metazoans. Indeed, evolution of the cell cycle machinery has gone hand in hand with, and one may argue been facilitated by, an increasingly elaborate epigenetic machinery. Against this backdrop, it is logical that PRC2 is heavily engaged in directly regulating the Cip/Kip and INK4 families, but indirectly regulating the more ancient cell cycle genes.

### PRC2 gates an ancient CNS stemness gradient

One of the key features of the developing CNS A-P axis is a stemness gradient, which drives CNS anterior expansion. PRC2 plays five key roles herein: (i) promoting brain-specific TF expression, (ii) repressing anterior Hox gene expression, (iii) promoting a gradient of neural stemness TF expression, (iv) repressing anterior anti-proliferative gene expression and (v) promoting anterior pro-proliferative genes (1). Our findings herein suggest that (i) PRC2 regulates the first four categories directly by application of H3K27me3 and (ii) PRC2 regulates pro-proliferative genes by also relying on proxy TFs.

Our spatio-temporal transcriptomic and epigenomic analysis provides an in-depth view into the strikingly different regulatory landscape present in the anterior versus posterior regions of the CNS, and the profound importance of PRC2 in establishing and driving these differences. Previous studies show that the role of PRC2 in gating A–P gene expression is integral for mouse, fly, and zebrafish development (8,72–73). Our work extends upon this, revealing that the FB genes dysregulated in the developing mouse PRC2 mutant CNS are also selectively expressed during human embryonic brain development, underscoring the evolutionary conservation of brain development across bilateria.

A number of observations in different species, based on gene expression analyses with anatomical and phylogenetic considerations, have led to the proposal that the anterior and posterior CNS may have originated from different parts of the nervous system present in the bilaterian ancestor, the apical and basal nervous systems (65,74–76). If true, this brain-nerve cord ‘fusion’ concept may help explain the strikingly different gene expression and neurogenesis properties of the brain, when compared to the nerve cord, as well as the apparent ‘brain-preoccupation’ of the PRC2 complex.

## DATA AVAILABILITY

Raw RNA-seq files are available at the NCBI/Gene Expression Omnibus under the accession GSE123331. Processed data and code including Jupyter Notebooks (both as HTML and ipynb) used to generate all results are available at: https://arianemora.github.io/mouseCNS_vae/.

We developed an interactive web site to inspect latent representations of genes: http://bioinf.scmb.uq.edu.au:81/cnsvae/static/.

Our analysis workflow has been packaged and documented to be widely applicable. In particular, the workflow is amenable to any biological system where a gene ‘profile’ is indicative of function and mode of regulation. We provide example code to use VAEs in R and Python.

## Supplementary Material

gkac006_Supplemental_File Click here for additional data file.

# Supplementary material for: Variational autoencoding of gene landscapes during mouse CNS development uncovers layered roles of Polycomb Repressor Complex 2
**Source:** Nucleic Acids Res. 2022 Jan 20;50(3):1280–96. doi: 10.1093/nar/gkac006
**Supplement:** gkac006_Supplemental_File

## SUPPLEMENTAL INFORMATION

**Supplemental Table 1. Gene sets used throughout the paper.** Bolded genes were used for display in Figure 4. Display genes were chosen based upon published gene expression patterns. Ectopic genes were identified computationally and indicates that the gene had a mean expression less than 0.5 TMM in the WT and greater than 0.5 TMM in the mutant.

| Gene group                | Gene names                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Anti-proliferation (all)  | <b>Cdkn1a, Cdkn2a, Cdkn2b</b> , Cdkn2c, Cdkn1b, Cdkn1c, Cdkn2d, Rb1, Check1, Wee1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Proliferation genes (all) | <b>Ccna1, Cend1, Cdc25a, E2f1, Mem10, Cip2a</b> , Ccna2, Cenb1, Cenb2, Ccnd2, Ccnd3, Ccne1, Ccne2, Cdc25b, Cdc25c, E2f2, E2f3, Mcm5, Mcm3, Mcm2, Cdk1, Cdk2, Cdk4, Cdk6                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| SC genes                  | <b>Hoxb13, Hoxb9, Hoxb8, Hoxc13, Hoxc12, Hoxc11, Hoxc10, Hoxc9, Hoxc8, Hoxd11, Hoxd10, Hoxd9, Hoxa7, Hoxa9, Hoxa10</b> , Hoxb7, Hoxb6, Hoxb5, Hoxd13, Hoxd8, Hoxa6, Hoxa11, Hoxa13                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| HB genes                  | <b>Phox2b, Krox20, Fev, Hoxb1, Hoxd3</b>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| MB genes                  | <b>En1, En2, Lmx1a, Bhlhe23, Sall4</b>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| FB genes                  | <b>Emx1, Eomes, Tbr1, Foxg1, Lhx6</b>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Progenitors               | <b>Sox2, Sox1, Sox3, Hes1, Hes5</b>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Neurons                   | <b>Snap25, Syt1, Slc32a1, Slc17a6, Syn1</b>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Glia                      | <b>Aqp4, Cspg4, Slc6a11, Olig1, Igfbp3</b>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Ectopic unmarked          | Gsta3, Rfx8, Aox3, Mdh1b, Mogat1, Sp100, Ugt1a7c, Ugt1a6a, Iqca, Cfap221, Lax1, Fcgr4, Cd48, Vsig8, Ccdc170, Vip, Zc3h12d, Lilrb4a, Oit3, Aire, Lif, Ifi47, Slc36a2, Nmur2, Slc35g3, Mgl2, Clec10a, Tm4sf5, Ccl2, Ccl12, Slfn8, Krt26, Asb16, Aanat, Card14, Cbr2, Cdhr3, Efcab10, Acot4, Batf, Gpr65, Ifi27l2a, Serpina3g, Omd, Fam81b, Bhmt, Il31ra, Dhrr2, Arl11, Rubcnl, Epsti1, Slc45a2, Gpr20, Lypd2, Melft, Cd80, Cd200r1, Btla, Wdr27, Tff3, H2-DMb1, H2-Eb2, C4b, Ly6g6d, H2-T22, Ankrd66, Guca1a, Plin4, Psma8, Zfp474, Iigp1, Ifit3b, Ifit1, Spaca9, Morn5, Spo11, Tnfsf10, Sptssb, Chia1, Ubl4b, 1700013F07Rik, Bank1, Cyp4b1, Rhbd12, Pla2g5, Ccdc27, Slc26a5, Tlr6, Rhoh, Ppof2, Fam47e, Gbp11, Selp1g, Cfap73, Lrrc43, Ccl24, Muc3a, Card11, Clec5a, Reg3b, Cacna2d4, Clec4a3, Clec4n, C1rl, C1ra, Fgf23, BC035044, Lmmt1, Apoc1, Capn12, Sec1, Isg20, Wdr93, Cfap161, Olfr558, Trim34b, F10, Gdf15, Abcc12, Dnaaf1, Kcng4, Casp12, 1700012B09Rik, Bcl2a1b, Gad1l, Hhatl, Ccr2, Akap14, Xlr, Dmrtc1a, Cysl1r1, Tex16, Lhfp11, Ace2 |
| Ectopic marked            | Tcf24, Cryba2, Ihh, Fer1b, Tcf21, Nodal, Npffr1, Fstl3, Gipc3, Hand1, Alox12b, Hnf1b, Gcgr, Tc2n, Gsc, Lbhd2, Prss16, Susd3, Dmgdh, Ltb4r2, Gja3, Gata4, Fam83f, Tll8, Wnt10b, Gsc2, Ildr1, Prss41, Hs3st6, Gng13, Nkx2-5, Mpig6b, Lta, Abcg8, Dmrt1, Acbd7, Spag6, Lrrc26, Cutal, Rspo4, Rem1, Fgf2, Hapln2, Rhbg, Slc44a3, Foxe1, Cdkn2a, Kdf1, Lrrc38, Gabrd, Cwh43, Nmu, Cfap299, Gfi1, Tbx5, Hoxa13, Vax2, Zfp541, Ppm1n, Phldb3, Lypd3, Nccr1, Slc6a16, AC151602.1, Ano9, Ascl2, Rab20, Htra4, Adrb3, Hand2, Comp, Ttc29, Il15, Mlkl, 4833427G06Rik, C2cd4a, Ankrd34c, Prss50, Ccr9                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

**Supplemental Table 2. Normalised distance between tissues.** For each *Eed-cKO* condition the distance (normalised sum of square differences between gene expression) between the mutant's merged replicates and all WT conditions is shown. The WT condition with the smallest distance is to the *Eed-cKO* tissue is shown. There is an evident regression along the A-P axis of *Eed-cKO* FB samples, and some *Eed-cKO* MB samples being most similar to more posterior WT tissues (highlighted in bold).

| <i>Eed-cKO</i> | Most similar WT condition | Distance |
|----------------|---------------------------|----------|
| <b>ko11fb</b>  | <b>wt11mb</b>             | 32.689   |
| <b>ko13fb</b>  | <b>wt13mb</b>             | 67.778   |
| <b>ko15fb</b>  | <b>wt15mb</b>             | 60.334   |
| <b>ko18fb</b>  | <b>wt18hb</b>             | 66.041   |
| <b>ko11mb</b>  | <b>wt11hb</b>             | 29.972   |
| <b>ko13mb</b>  | <b>wt13sc</b>             | 56.335   |
| ko15mb         | wt15mb                    | 54.135   |
| <b>ko18mb</b>  | <b>wt18hb</b>             | 57.589   |
| ko11hb         | wt11hb                    | 36.108   |
| ko13hb         | wt13sc                    | 58.831   |
| ko15hb         | wt18hb                    | 60.739   |
| ko18hb         | wt18hb                    | 54.093   |
| ko11sc         | wt11sc                    | 24.458   |
| ko13sc         | wt13sc                    | 37.104   |
| ko15sc         | wt18sc                    | 51.529   |
| ko18sc         | wt18sc                    | 39.241   |

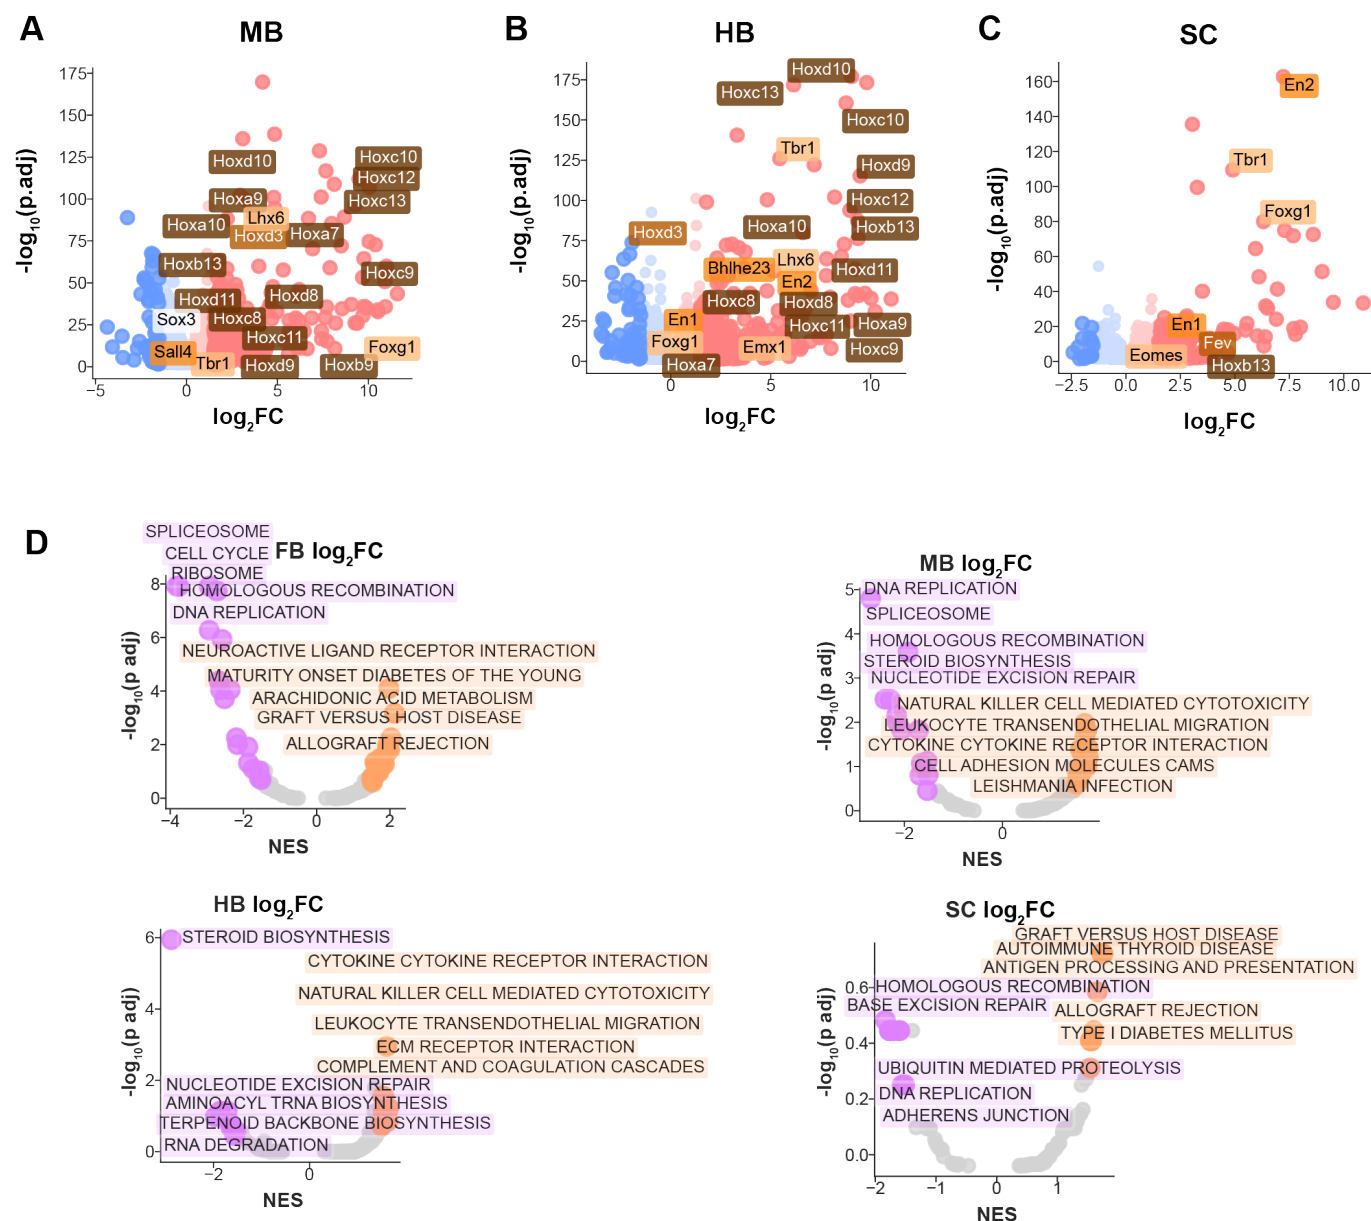

**Supplemental Fig 1. Tissue specific response to *Eed-cKO*** (A) In MB Hox genes are upregulated in *Eed-cKO* for E13.5 – E18.5. (B) In HB Hox genes and select FB genes, such as *Tbr1*, are upregulated in *Eed-cKO*. (C) In SC FB specific genes are upregulated in *Eed-cKO*, with an overall smaller response than in MB and HB. (D) The log<sub>2</sub>FC for each tissue was used to rank the significant genes for GSEA showing that in FB and MB there is negative enrichment for the cell cycle pathway and RNA biology pathways, such as “ribosome” and “spliceosome” (these do not appear to be negatively enriched in the HB and SC). In all four tissues the top positively enriched pathways are associated with immune response. In the posterior tissues there is negative enrichment of some overlapping pathways with the anterior tissues, such as “DNA replication”.

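In the MB the largest rises among DEGs with a mean of at least 1 CPM and one direction at the 3 ages were in Hand2, Gm11538 and Hoxc12, all at the floor in WT, with Hoxc12 at least 580-fold and Gm11538 at least 194-fold higher. Hoxa9 was at least 542-fold higher. The largest falls were in Xist, which follows sex, A930017K11Rik (log2 fold change -4.04) and Helt (-3.58).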

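In the HB Tbr1 rose from 0.487 ± 0.220 CPM to 20.6 ± 4.85 CPM (SD, n = 6 each), higher in 6 of 6 libraries with a log2 fold change of 5.46 (standard error 0.230, adjusted p = 2.7e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Emx1 was at least 16.2-fold higher. Among the 23 SC markers 16 were DEGs and higher in the HB and 3 were lower. The largest rises were in Nkx2-3, Hoxc11 and Hotair, at least 345-fold, 146-fold and 132-fold higher. The largest falls were in Xist, which follows sex, Foxb2 (log2 fold change -3.49) and Atoh7 (-3.45).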

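In the SC, Tbr1 had a log2 fold change of 4.90 (standard error 0.187) and Eomes of 2.62 (standard error 0.278). The largest rises were in Nkx2-5, Nkx2-3 (at least 158-fold higher) and Six6 (log2 fold change 8.90), and the largest falls in Xist, which follows sex, Veph1 and Pth2r (log2 fold change -1.98 each).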

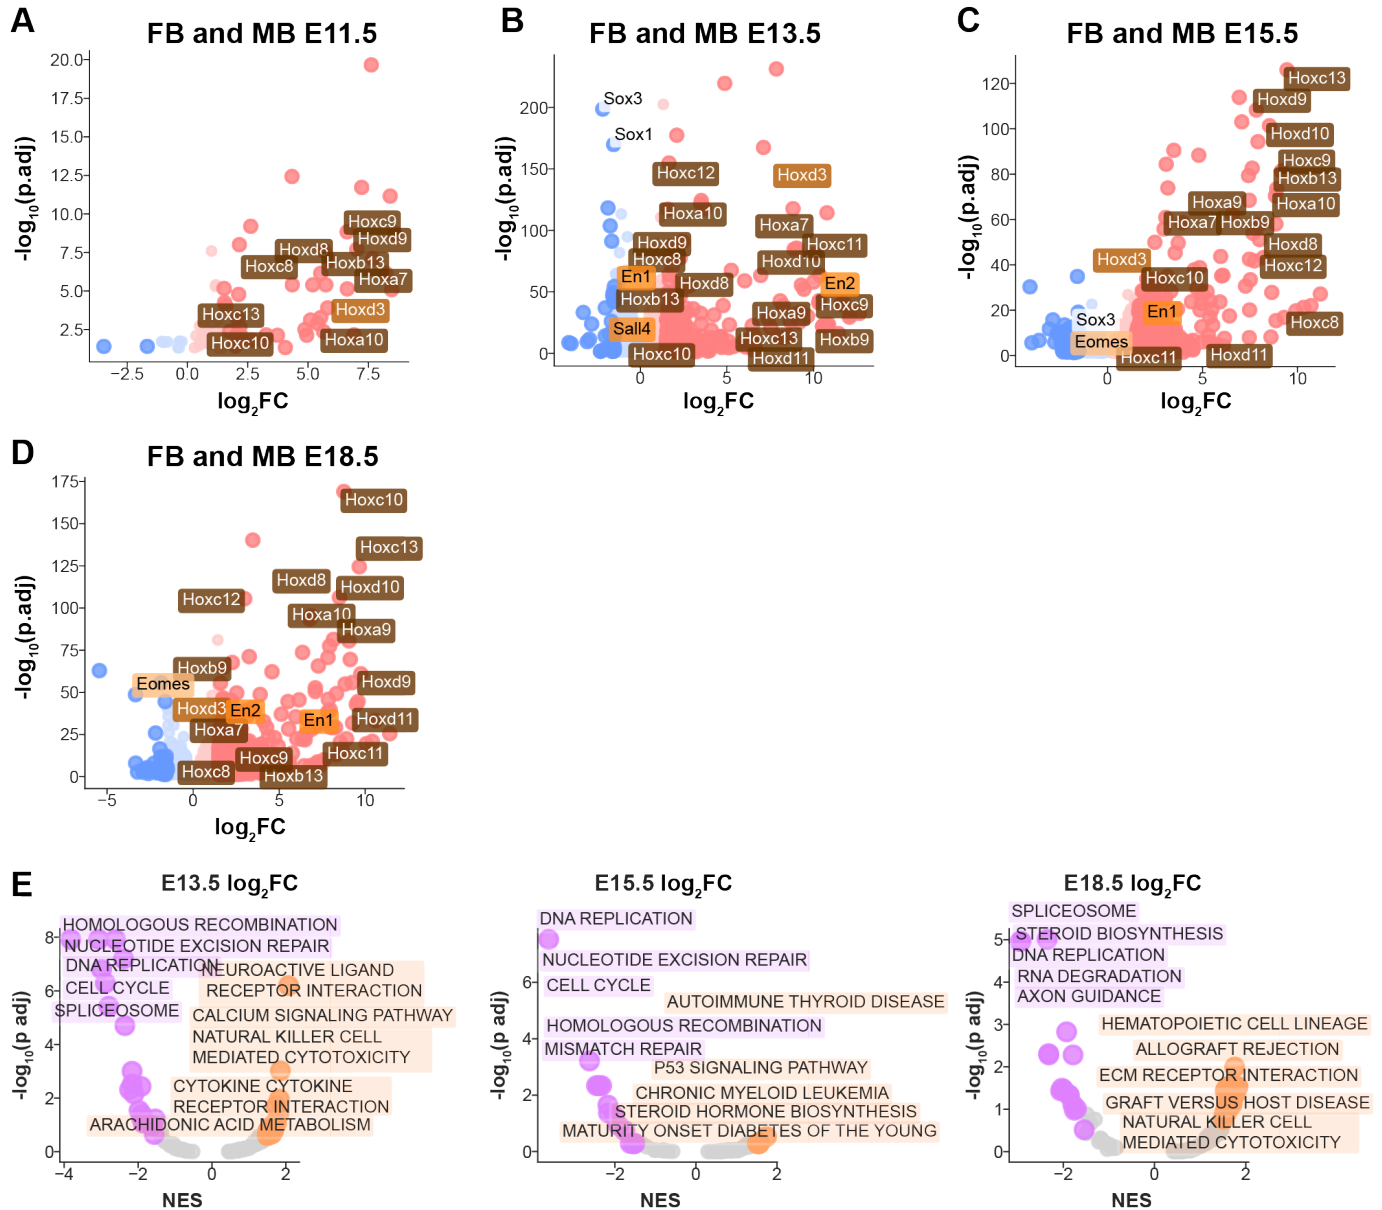

**Supplemental Fig 2. Temporal response to *Eed-cKO* in anterior CNS** (A) Anterior (FB, MB) regions at E11.5 shows limited upregulation of Hox genes and overall minor effects. (B) At E13.5, there is strong downregulation of progenitor markers *Sox3* and *Sox1* and upregulation of Hox genes. (C) At E15.5 there are fewer downregulated genes, however displaying a stronger upregulation response, in particular of Hox genes. (D) At E18.5 there is a similar upregulation as the earlier time points of Hox genes and strong downregulation of forebrain marker, *Eomes*. (E) At E13.5 and E15.5 there is downregulation of the “cell cycle” pathway. At E18.5 “cell cycle” is no longer a significant term but other terms such as “DNA replication” are shared. In the positively enriched pathways there is enrichment of immune associated pathways, and a response to a disrupted system (e.g., “allograft rejection”)

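In the anterior tissues at E11.5 the log2 fold changes of Hoxb7 and Hoxd13 were 8.18 and 5.58 (standard errors 1.14 and 0.810), with adjusted p = 0.202 for both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the lowest among the Hox genes tested, and both were higher in 4 of 4 Eed-cKO libraries. The libraries labelled FB and MB of Eed-cKO replicate 1 matched WT MB and WT HB.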

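In the anterior tissues at E13.5 Sox3 fell from 115 ± 39.5 CPM to 25.4 ± 10.9 CPM (SD, n = 4 libraries each), a log2 fold change of -2.17 (standard error 0.0595, adjusted p = 9.2e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sox1 fell from 170.04 ± 69.3 CPM to 56.4 ± 22.3 CPM (SD, n = 4 libraries each), a log2 fold change of -1.54 (standard error 0.0481), and both genes were lower in 4 of 4 Eed-cKO libraries. Hoxc9 had a log2 fold change of 11.78 (standard error 0.186).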

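In the anterior tissues at E15.5, 1371 DEGs were higher and 311 lower in Eed-cKO. Hand2 had a log2 fold change of 10.92 (standard error 0.378, adjusted p = 5.0e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against 9.59 at E13.5, and was higher in 4 of 4 Eed-cKO libraries.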

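Eomes fell in the anterior tissues at E18.5 from 55.1 ± 47.1 CPM to 4.80 ± 2.98 CPM (SD, n = 4 libraries each, FB and MB together), a log2 fold change of -3.30 (standard error 0.223, adjusted p = 5.0e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was lower in 4 of 4 Eed-cKO libraries. At E13.5 and E15.5 its log2 fold changes were -1.13 and -1.82, with adjusted p = 0.0934 and 0.112 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.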

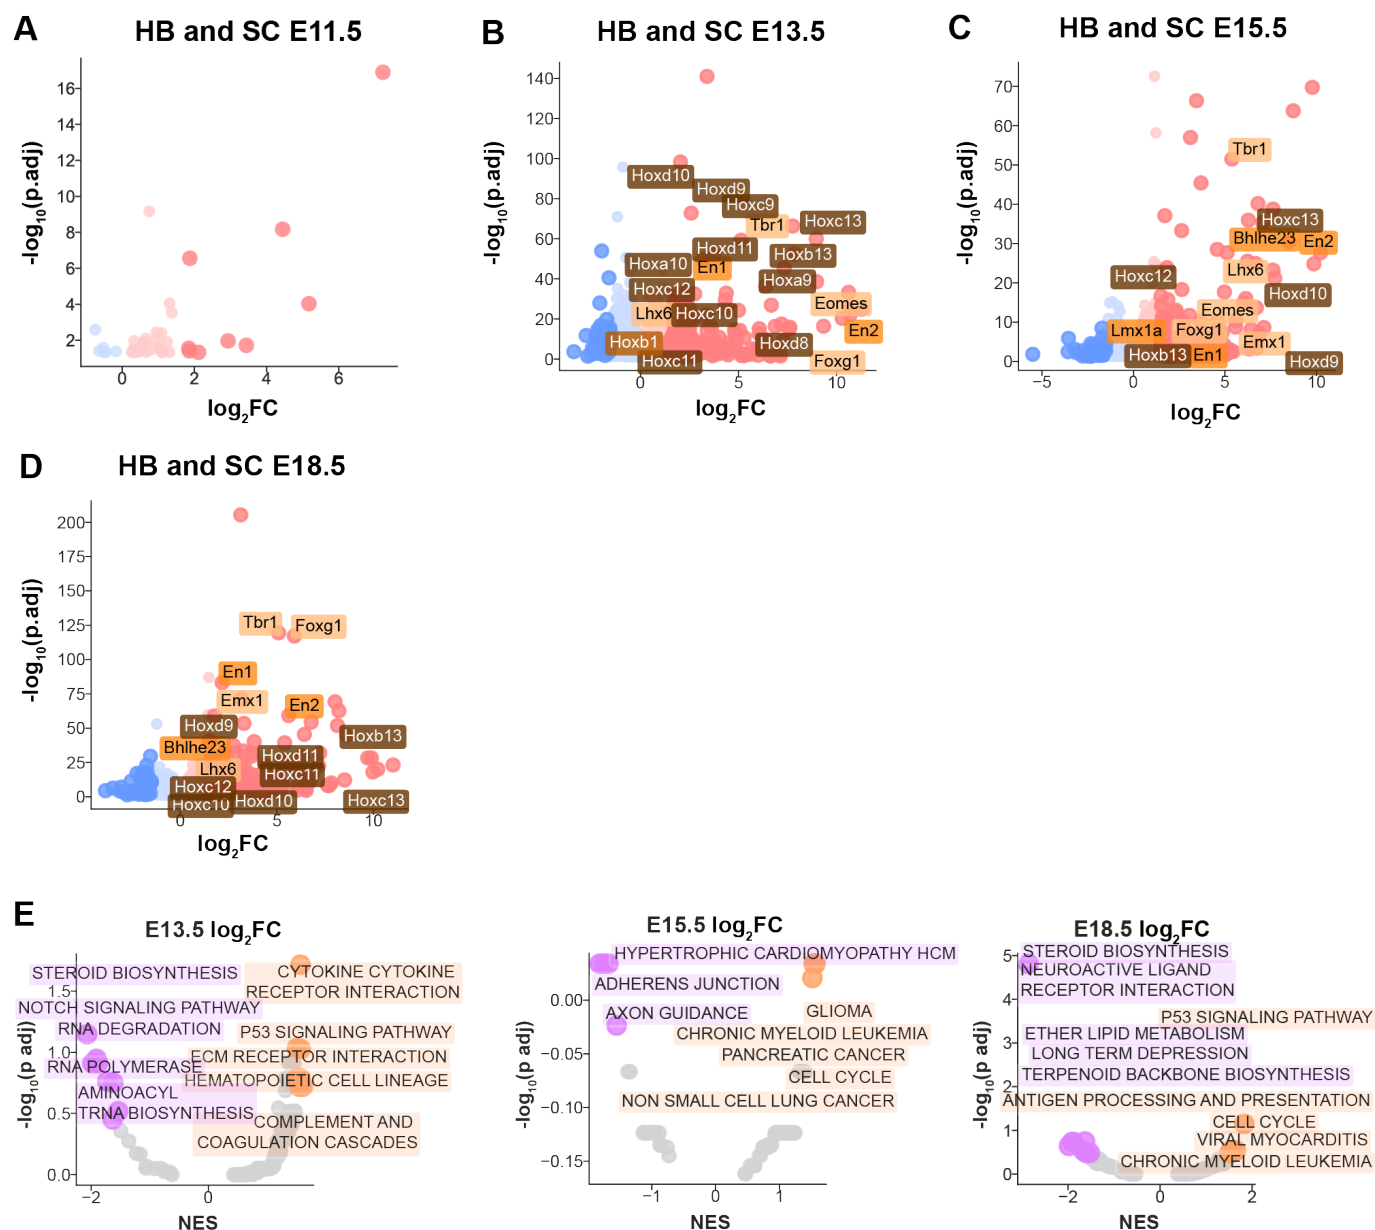

**Supplemental Fig 3. Temporal response to *Eed-cKO* in posterior CNS** (A) The  $\log_2FC$  in the posterior (HB, SC) regions at E11.5 shows minimal effects in *Eed-cKO*. (B) At E13.5 there is upregulation of both SC and FB markers. (C) At E15.5 there is upregulation of markers from across brain regions. (D) At E18.5 the same effects of ubiquitous upregulation are observed. (E) At E13.5 there is a downregulation of RNA pathways (“RNA degradation”, “RNA polymerase”), and an upregulation of immune response or cancer terms, as well as of “blood cells” and “hematopoietic cell lineage”. At E15.5 and E18.5 there is upregulation of the cell cycle pathway and also of blood cancer associated pathways, such as “chronic myeloid leukemia”. At the later stages there is negative enrichment for brain associated pathways, such as “neuroactive ligand receptor interaction” and “axon guidance”.

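In the posterior tissues at E13.5 Tbr1 had a log2 fold change of 5.13 (standard error 0.260, adjusted p = 3.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was higher in 4 of 4 Eed-cKO libraries. Hoxc9 had a log2 fold change of 2.11 and was not a DEG (standard error 1.79, adjusted p = 0.382 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This fit pools HB and SC. Over E13.5 to E18.5 the log2 fold change of Hoxc9 was 5.54 in the HB, where it was a DEG, and -0.43 in the SC, where it was not.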

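In the posterior tissues at E15.5 the log2 fold change of En2 was 7.83 (standard error 0.761, adjusted p = 0.00607 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and it was higher in 4 of 4 Eed-cKO libraries. Of the 267 posterior DEGs at this age 219 were higher in Eed-cKO.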

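At E18.5 the posterior log2 fold changes of Tbr1 and En2 were 5.10 and 5.48 (standard errors 0.160 and 0.318), with adjusted p = 2.3e-06 and 5.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Each of these genes was higher in 4 of 4 Eed-cKO libraries. Pax2 was lower (log2 fold change -0.80, standard error 0.117).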

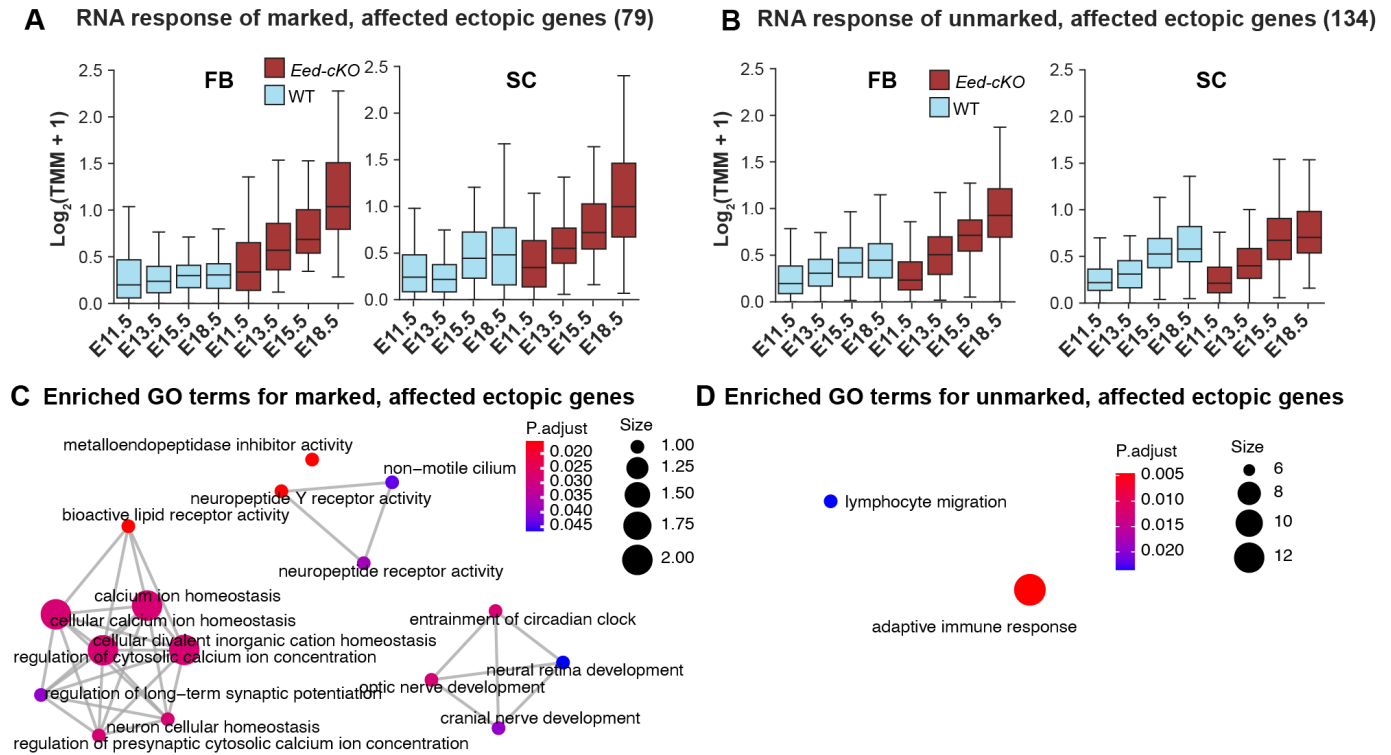

**Supplemental Fig 4.** (A) Marked peripherally expressed genes that were ectopically expressed in *Eed-cKO*, are upregulated over time in both FB and SC. (B) Unmarked peripherally expressed genes that were ectopically expressed in *Eed-cKO* are upregulated over time in FB, but with limited effects in SC. (C) GO analysis of marked genes shows a diverse range of terms. (D) Few terms were associated with the unmarked group.

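Of the marked genes on the paper's ectopic list 74 were found by symbol, and their score was higher in Eed-cKO by 0.79 in the FB, 0.81 in the MB, 0.82 in the HB and 0.57 in the SC (exact permutation test, p = 0.00926 each). For the 125 unmarked genes found, the differences were 0.34, 0.33 and 0.40 in FB, MB and HB (exact permutation test, p = 0.00926 each) and 0.13 in the SC (exact permutation test, p = 0.0370). In the FB 61 of the marked and 81 of the unmarked genes were DEGs and higher, and in the SC 31 and 9. The study chose both lists on these samples.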

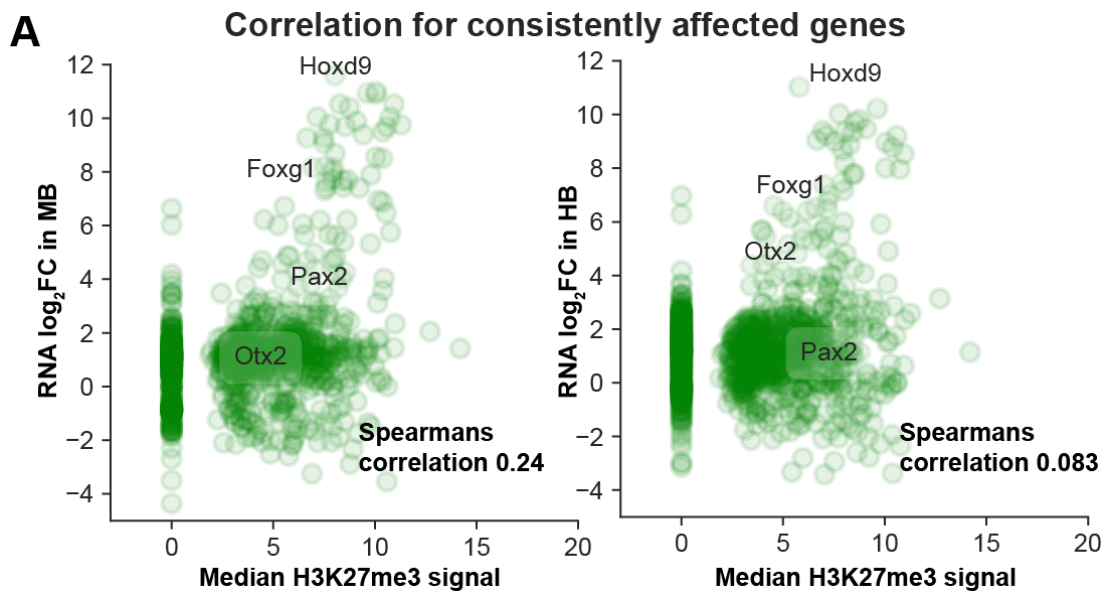

**Supplemental Fig 5.** MB  $\log_2FC$  and HB  $\log_2FC$  from the consistently affected gene category show minimal correlation with the median H3K27me3 signal across brain tissues.

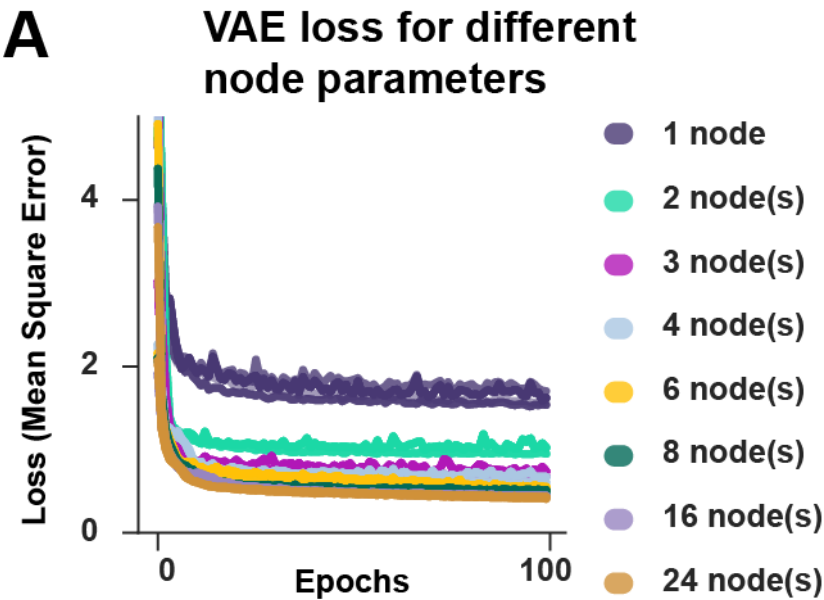

**Supplemental Fig 6.** Reconstruction loss of the VAE stabilises at 3 latent dimensions on the consistently affected dataset, with marginal improvements for greater numbers.

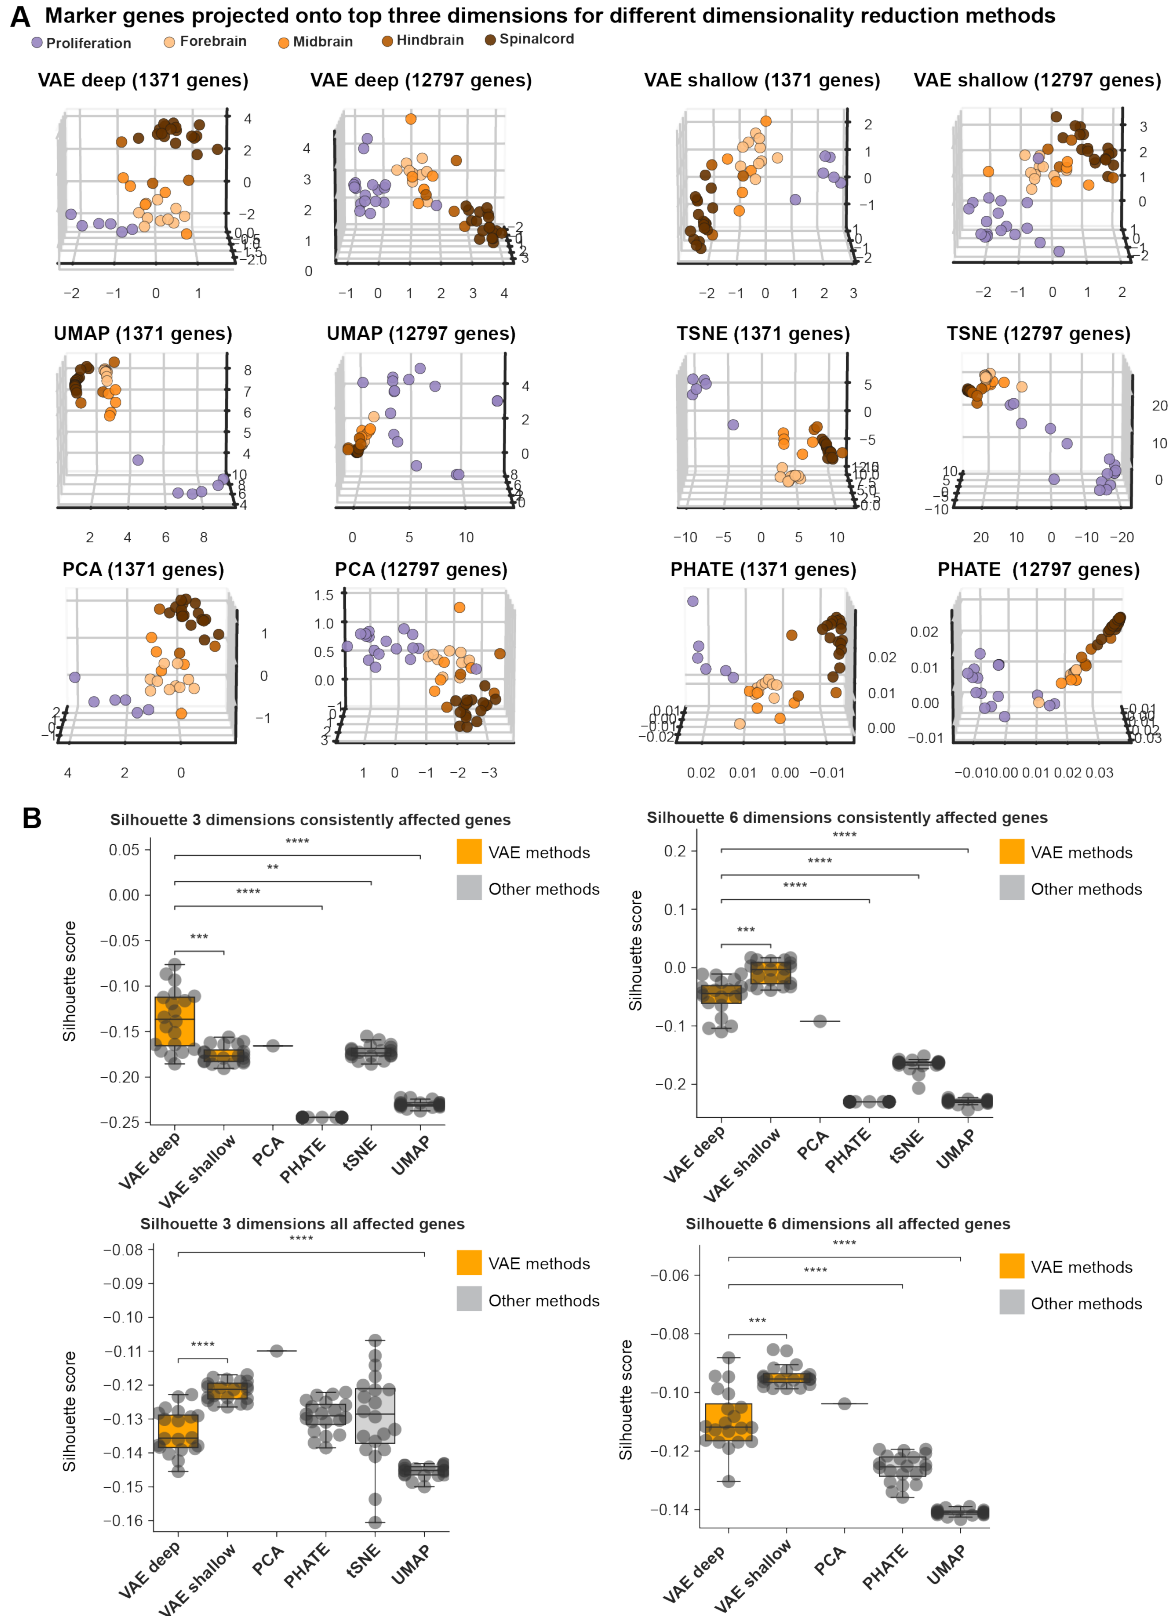

**Supplemental Fig 7. Comparison between methods for reducing dimensionality of mixed gene profiles** (A) Marker genes were projected onto 3-dimensional latent spaces produced by six methods: PCA, tSNE, UMAP, PHATE, a shallow VAE (a single internal layer) and a deep VAE (multi-layered as specified in Material & Methods). Groups of FB, MB, HB, and SC genes were most apparent when using the consistently affected gene set (1,371 genes) with separation reduced when adding the much larger set of partly affected genes. (B) Separability (as defined by Silhouette score, higher is better) between the diverse gene groups, each linked to a specific A-P development term, over 20 runs for tSNE, UMAP, deep VAE, shallow VAE, and PHATE and a single run for PCA (which is deterministic). tSNE was omitted from  $D=6$ /all affected genes as it failed to complete (Ubuntu 20.04.2, 240GB System memory, Intel(R) Xeon(R) CPU E5-2690 v4 @ 2.60GHz) within 24 hours of runtime (all other tools completed within one hour).

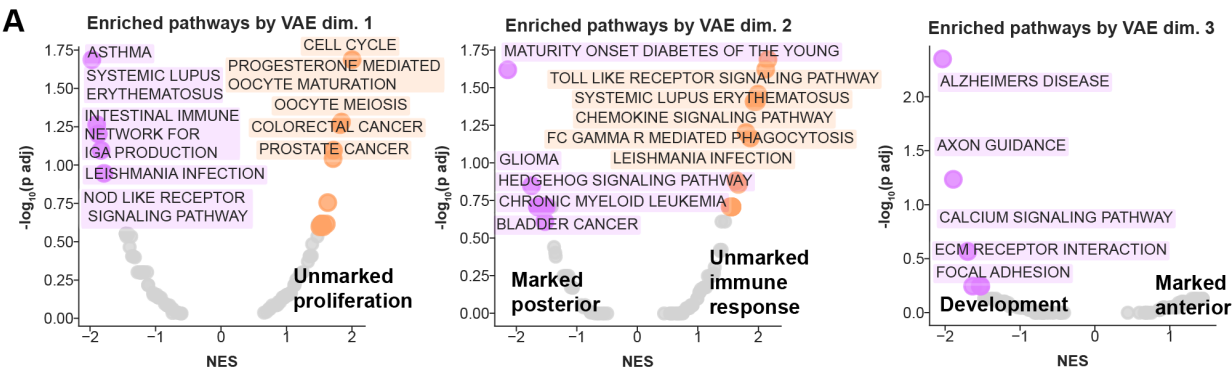

**Supplemental Fig 8. GSEA for VAE Genes ordered by each VAE dimension enrich in KEGG pathways (top-5 shown as per NES), which concord with GO analysis (Figure 5) and reinforce the characterisation of each gene cohort, e.g., unmarked proliferation genes map to large tail of dimension 1, and intersect with pathways for “cell cycle” and “oocyte meiosis”.**

**A** Pathway enrichment for consistently affected genes ranked by TSNE dimensions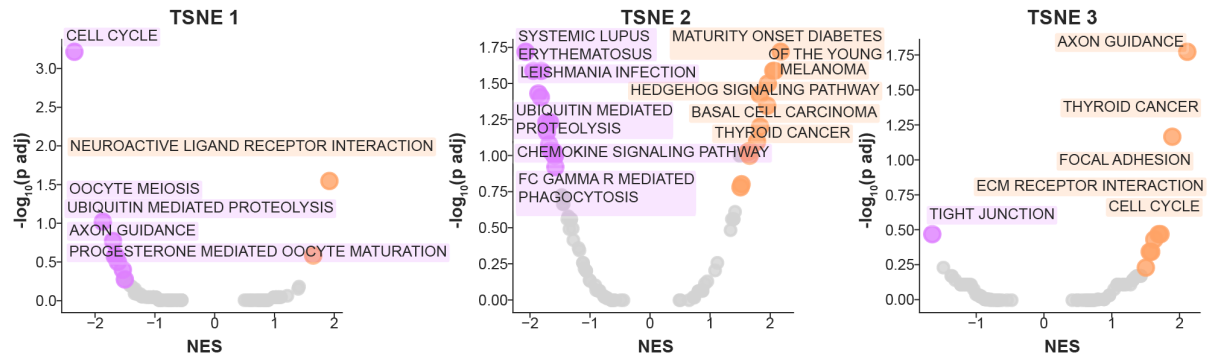**B** GO term enrichment for each TSNE dimension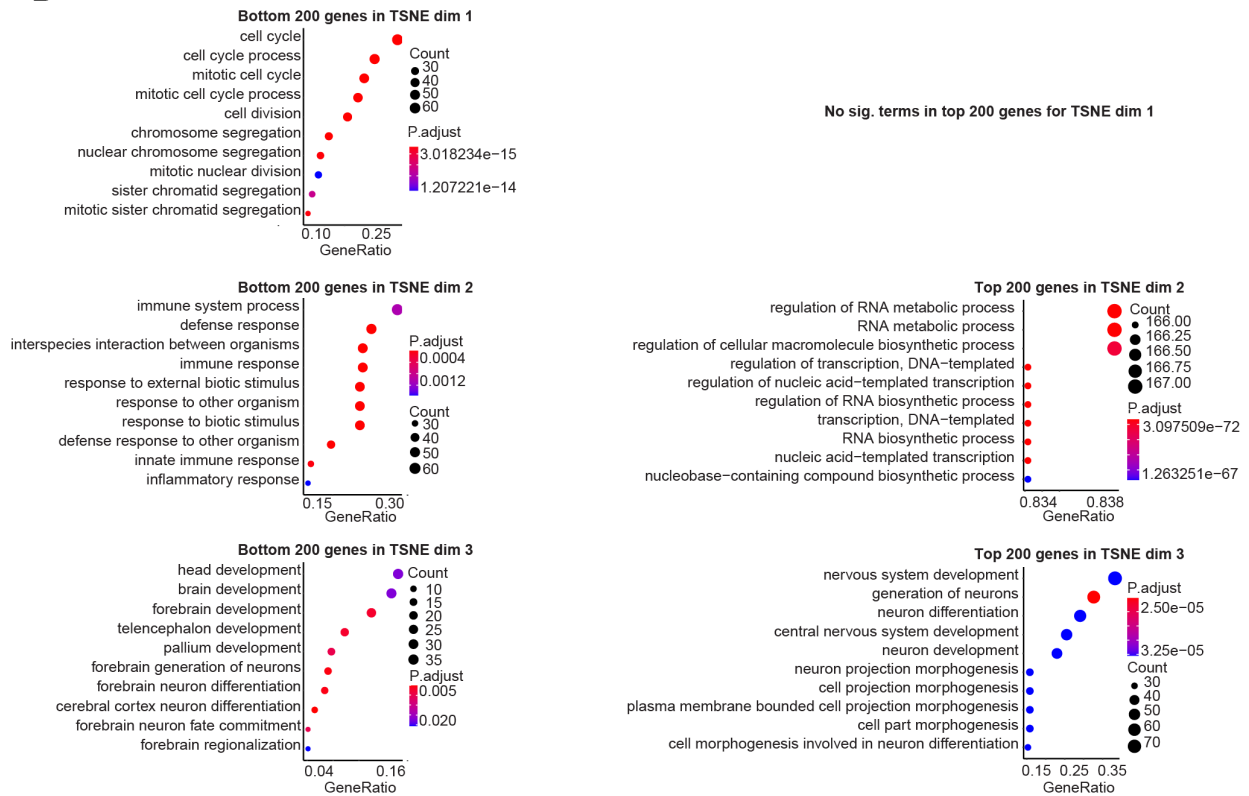

**Supplemental Fig 9. Enrichment for tSNE** (A) Genes were ranked by each tSNE dimension (up to 3) to identify negatively and positively enriched pathways. tSNE 1 is negatively enriched for cell cycle associated pathways and positively enriched for one pathway: “neuroactive ligand receptor interaction”. tSNE 2 is negatively enriched for immune response pathways and positively enriched for cancer associated pathways. tSNE 3 is negatively enriched for one pathway; “tight junction”, while positively enriched for diverse terms, including “cell cycle” and brain pathways. (B) The top and bottom 200 genes along each tSNE dimension were tested for enriched GO terms. tSNE 1 aligns with cell cycle associated terms, fitting with the enriched pathways along dimension 1, while not enriched for any terms in the top genes. In dimension 2, the bottom genes enrich immune response genes, and the top RNA metabolism associated GO terms (contain the Hox genes), all of which agree with enriched pathways. The terms for bottom genes in tSNE 3 overlap with forebrain development, while the terms for the top are more diverse, analogous to pathways, enriching for cell projection as well as development terms. None of the gene cohorts appear to specifically encode for development terms.

**A Pathway enrichment for consistently affected genes ranked by PCs**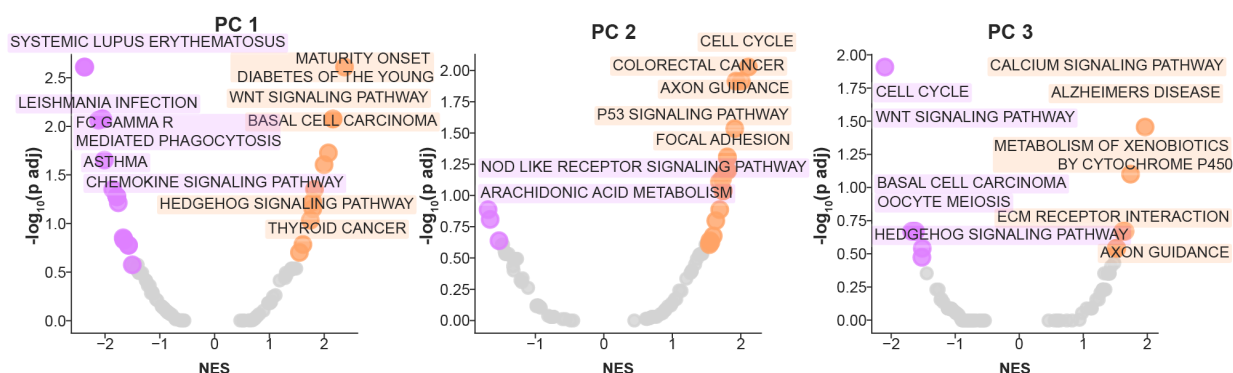**B GO term enrichment for each PC**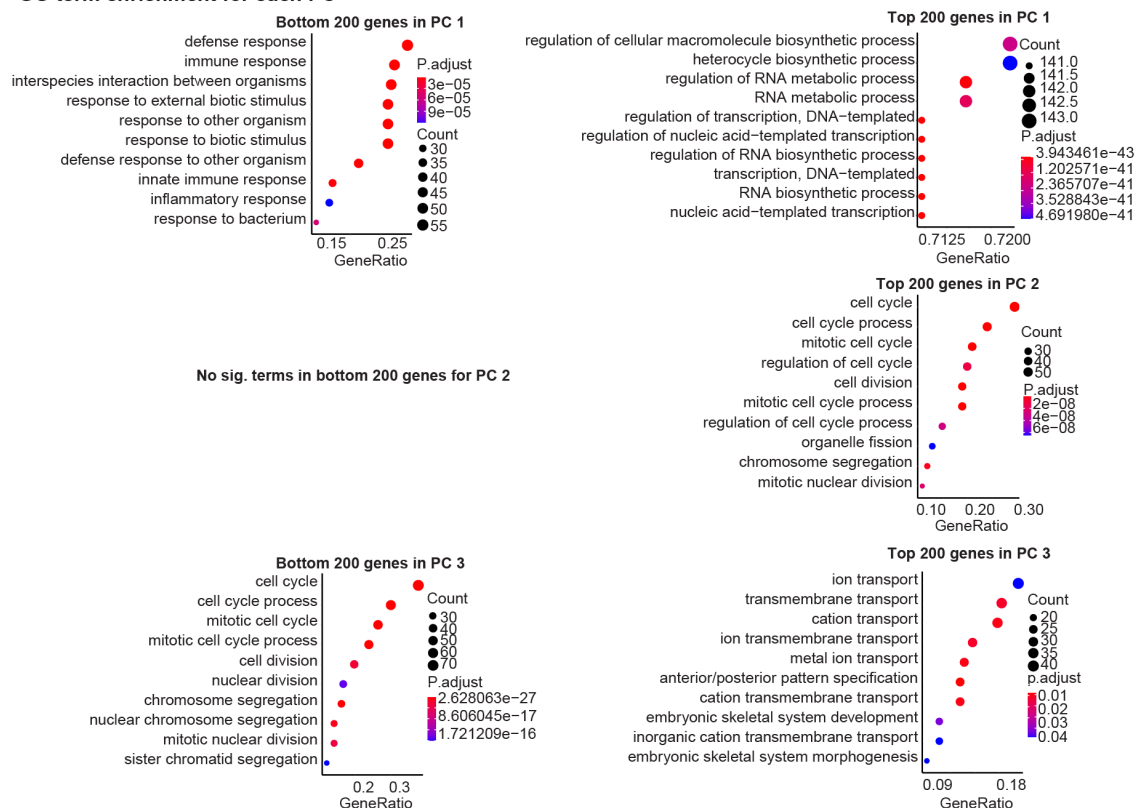

**Supplemental Fig 10. Enrichment for PCA** (A) Genes were ranked by each Principal Component (PC) (up to 3) to identify negatively and positively enriched pathways. PC 1 is negatively enriched for immune associated pathways, and positively enriched for brain dysregulation, “WNT signalling, Hedgehog signalling” and cancer pathways. PC 2 is negatively enriched for only two pathways: “Nod like receptor” and “arachidonic acid metabolism”, which is associated with neurotransmitter systems. The top five positive pathways in PC 2 are diverse, including “cell cycle”, “axon guidance” and cancer pathways. PC 3 is negatively enriched for diverse pathways, including cell cycle, carcinoma, and Hedgehog signalling. PC 3 is positively enriched for brain associated pathways, including “Alzheimers” and “axon guidance”. (B) The top and bottom 200 genes along each PC were tested for enriched GO terms. PC 1 agrees with the enrichment of pathways, e.g., with RNA metabolism associated GO terms positively enriched (contain Hox genes). In PC 2 the top 200 genes are not enriched for any GO terms, while the bottom 200 enriched predominately for cell cycle terms. PC 3 is negatively enriched for similar terms that PC 2 enriched for, and positively enriched for transport associated and development terms. There is no enrichment for anterior specific function.

**A Pathway enrichment for consistently affected genes ranked by UMAP dimensions**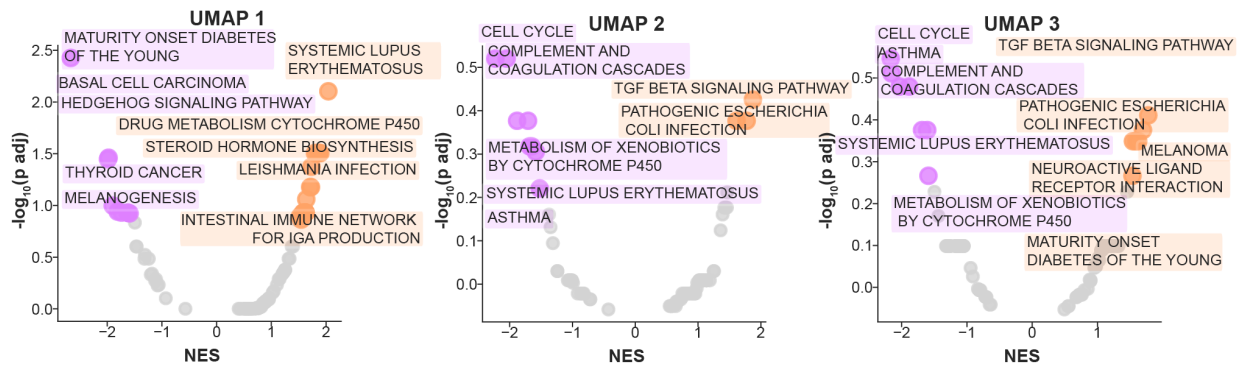**B GO term enrichment for each UMAP dimension**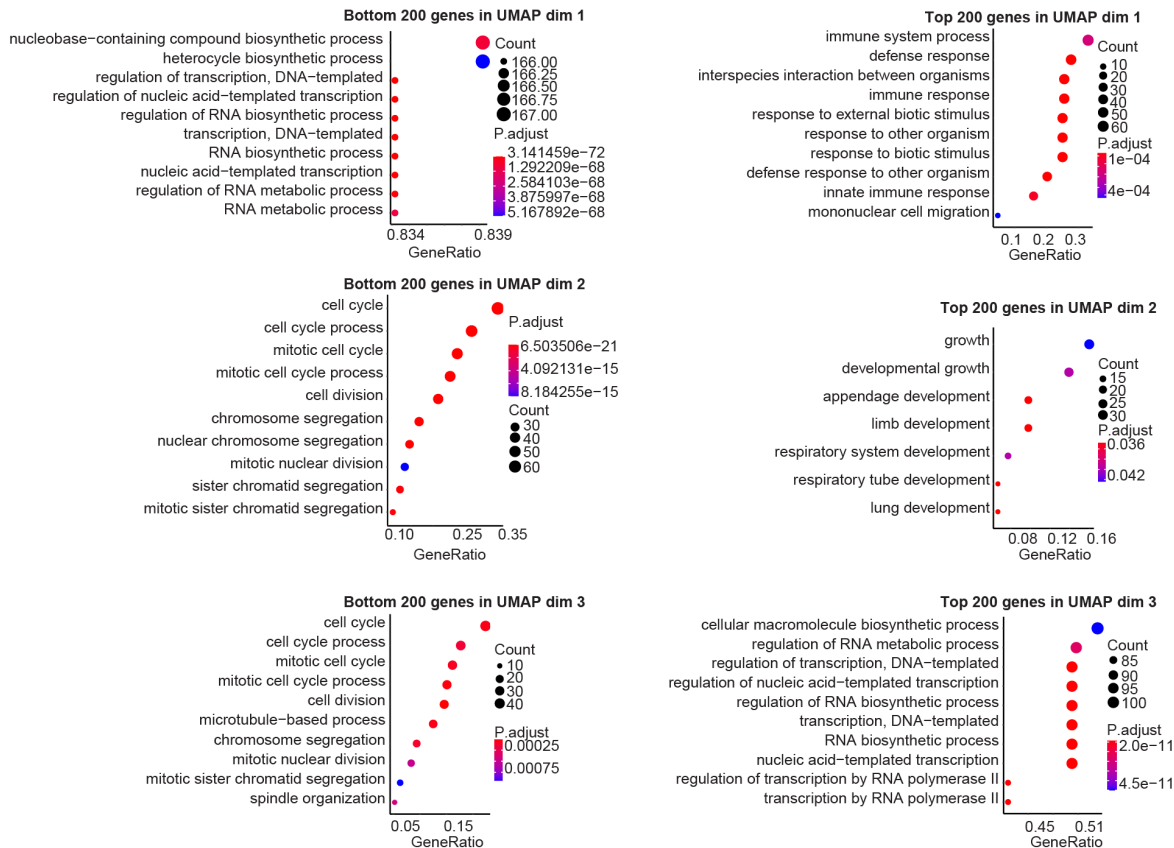

**Supplemental Fig 11. Enrichment for UMAP** (A) Genes were ranked by each UMAP dimension (up to 3) and to identify negatively and positively enriched pathways. UMAP 1 is negatively enriched for cancer associated pathways, and positively enriched for immune response. UMAP 2 is negatively enriched for a diverse range of pathways, including “cell cycle” and the immune associated “systemic lupus erythematosus”. UMAP 2 is only enriched for two pathways: “TGF beta signalling”, which is associated with development, and “pathogenic Escherichia coli infection”. The top five positive pathways in UMAP 3 covers similar pathways to UMAP 2 i.e., “cell cycle” and immune associated pathways. UMAP 3 is positively enriched for terms from UMAP 1 and UMAP 2. (B) The top and bottom 200 genes along each UMAP dimension were tested for enriched GO terms. UMAP 1 is positively enriched with RNA metabolism associated GO terms (contain the Hox genes), which does not overlap strongly with the enriched pathways. The top genes from UMAP 1 predominantly enrich in immune response terms and agree with pathways. The bottom genes from UMAP 2 are associated with cell cycle terms, while the opposing side of the dimension are development associated. In UMAP 3 both bottom and top terms overlap with UMAP 2. There is no enrichment for anterior specific function.

**A** Pathway enrichment for consistently affected genes ranked by PHATE dimensions

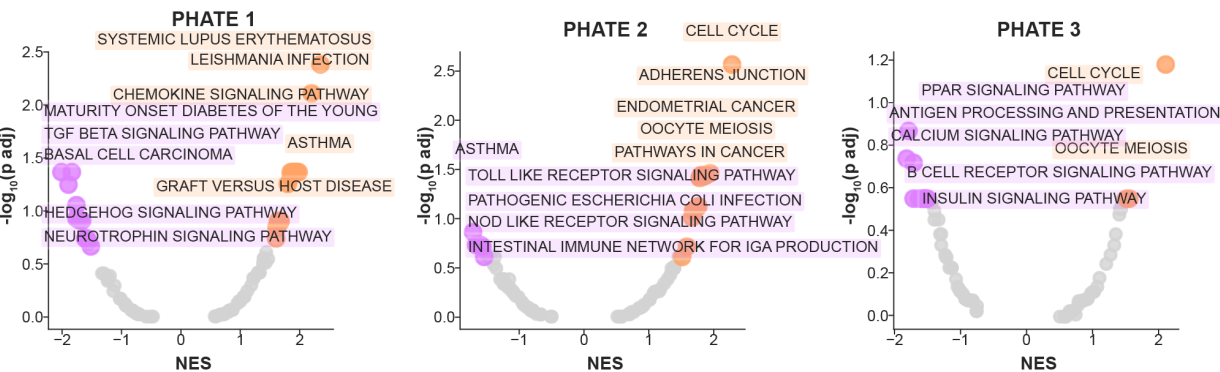

**B** GO term enrichment for each PHATE dimension

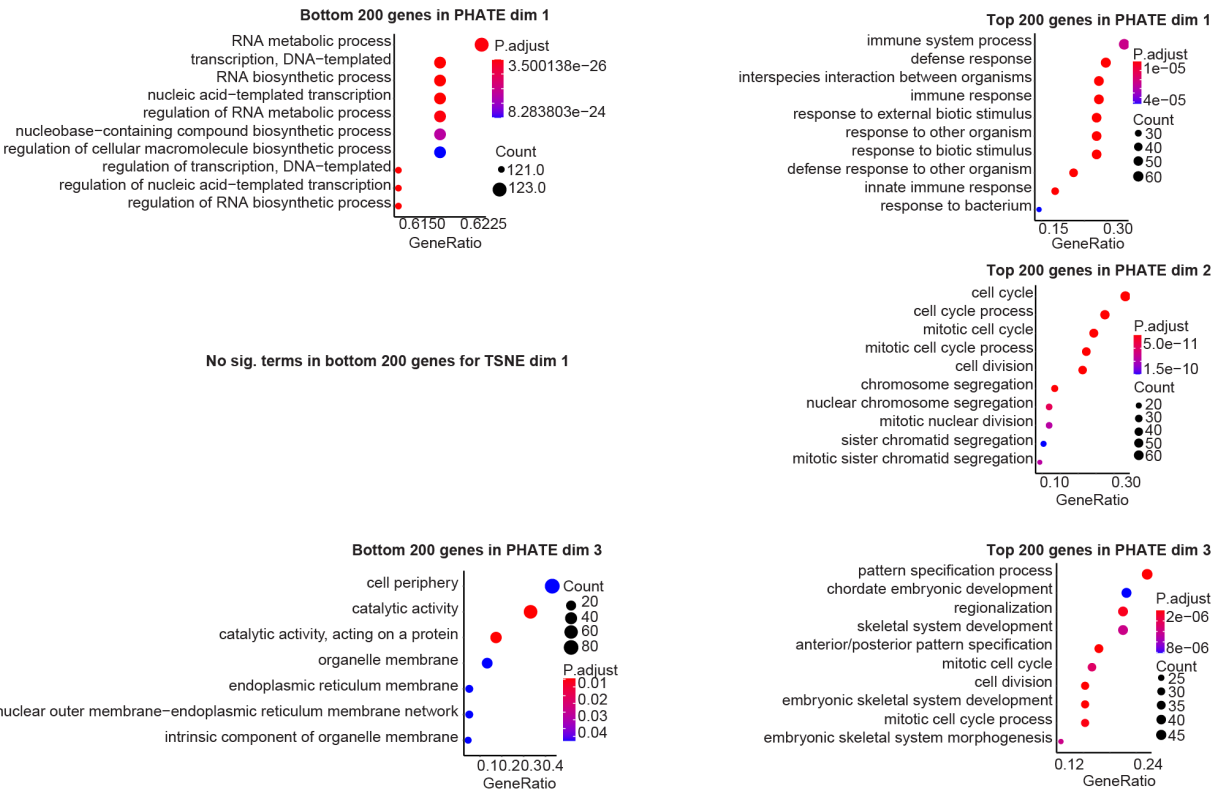

**Supplemental Fig 12. Enrichment for PHATE** (A) Genes were ranked by each PHATE dimension (up to 3) to identify negatively and positively enriched pathways. PHATE 1 is negatively enriched in cancer and brain associated pathways and positively enriched in immune associated pathways. PHATE 2 is negatively enriched in immune response pathways and positively enriched in cancer and cell cycle associated pathways. PHATE 3 is negatively enriched in signalling pathways and positively enriched in cell cycle pathways. (B) The top and bottom 200 genes along each PHATE dimension were tested for enriched GO terms. PHATE 1 bottom genes enrich for RNA metabolism associated GO terms (contain the Hox genes), the top genes of this dimension are enriched for immune response. In dimension 2 the top genes enrich for cell cycle terms similarly to the pathways in (A). The bottom genes from PHATE 3 overlap with cell periphery, and membrane terms, these terms are not enriched in any of the other methods as such would be a unique group. The top genes are associated with development, which does not overlap with the most significant pathways (cell cycle). There is no enrichment of the groups for anterior specific function.

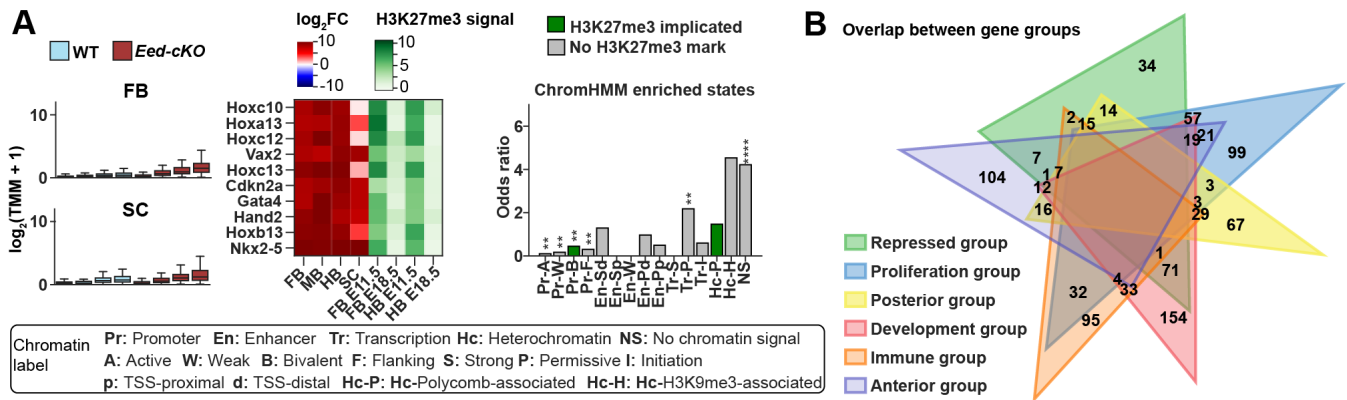

**Supplemental Fig 13. Results for repressed cohort** (A) Genes from the repressed gene cohort show overall low gene expression in both FB and SC. They are marked and enriched for the no-signal (NS) ChromHMM chromatin state. (B) Overlap between extreme groups of genes identified by the VAE shows that the repressed group strongly overlaps with the posterior group.

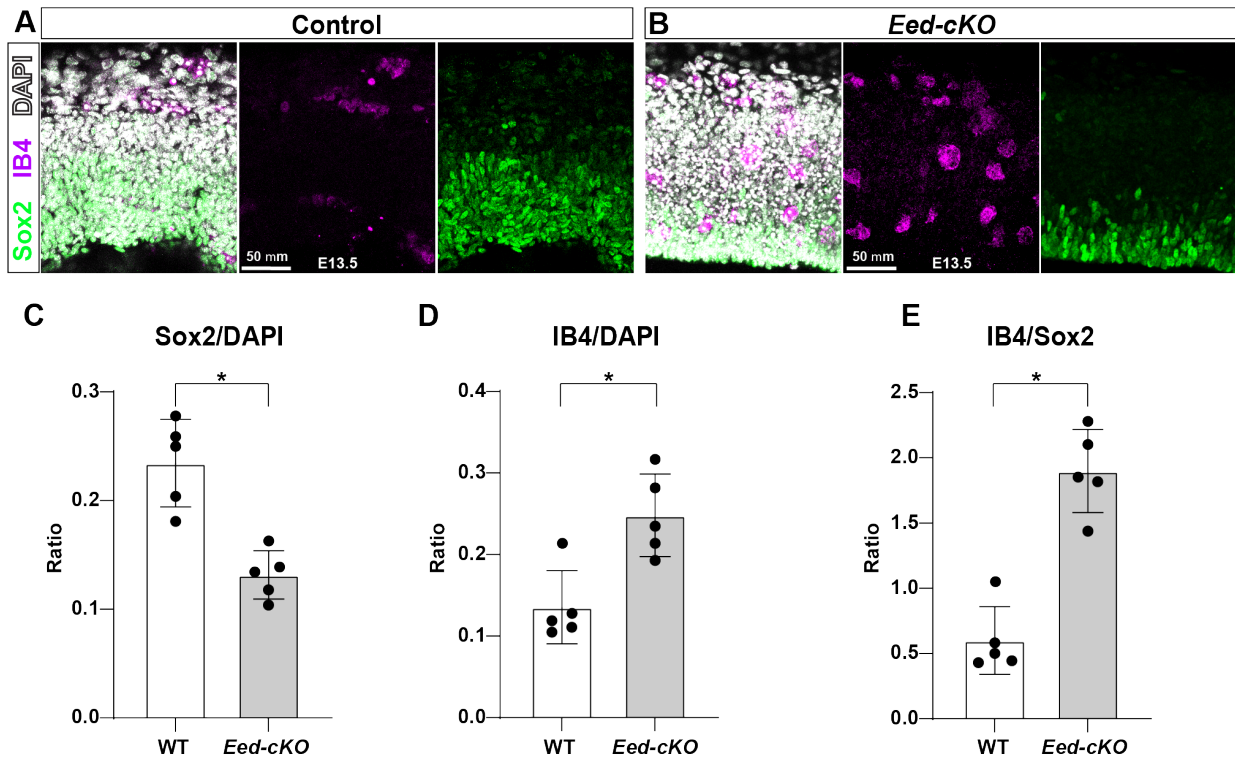

**Supplemental Fig 14. IB4 staining reveals increased ratio of immune cells and blood vessels to CNS tissue in *Eed-cKO*.** (A-B) Immunostaining for Sox2 (progenitors), IB4 (microglia and blood vessels) and DAPI (nuclei) in the WT and *Eed-cKO* telencephalon at E13.5. Deletion of *Eed* results in a reduced progenitor domain and an increase in IB4 staining in the CNS. (C-E) Quantification of Sox2/DAPI, IB4/DAPI and IB4/Sox2 ratios (mean with SD;  $n \geq 5$  scans per genotype and stage;  $p \leq 0.05$  (\*)).

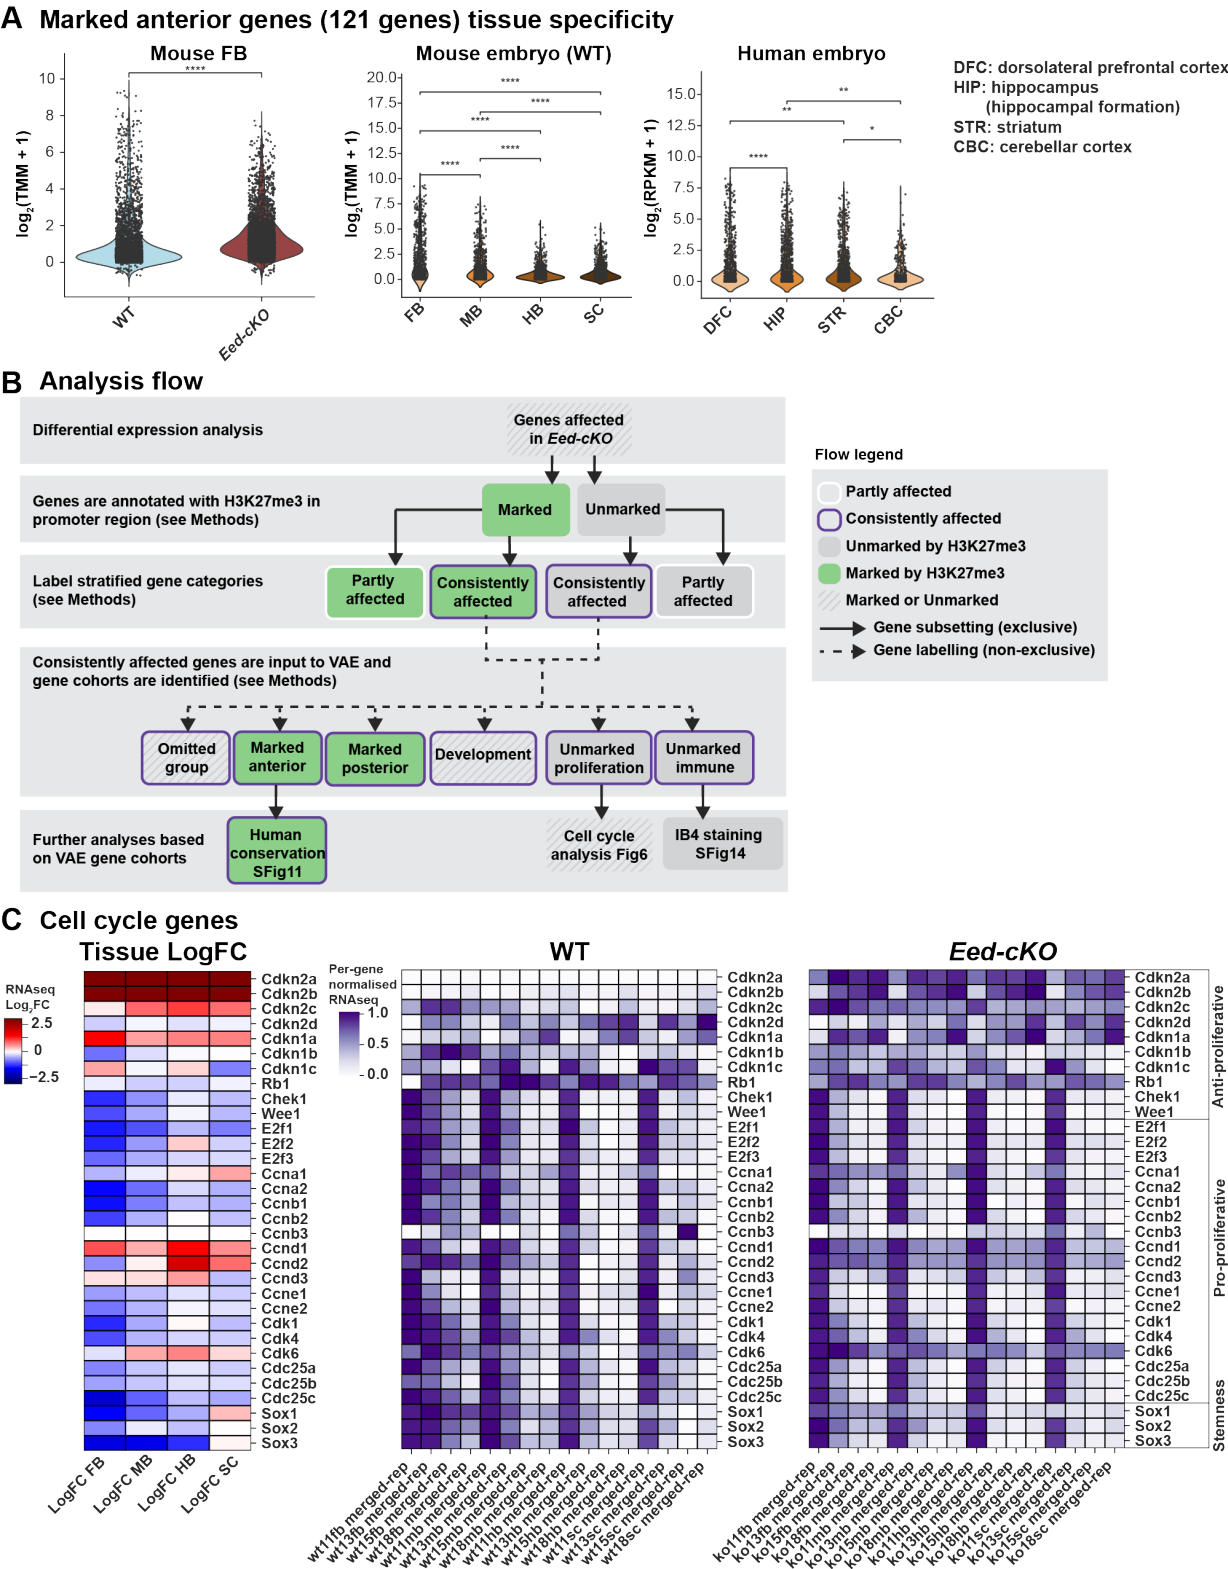

**Supplemental Fig 15. Analyses based on VAE gene cohorts** (A) The 121 genes mapping to the anterior marked group show conserved tissue specific trends across human (77 human homologs, along time points W1-W4) and mouse data (E13.5-E18.5). (B) Flow diagram of genes used in the analyses, from differentially expressed genes, to considering H3K27me3, and sorting by VAE into cohorts. (C) Pro-proliferative, anti-proliferative, and stemness gene profiles for log fold change across tissues and the profile for WT and *Eed-cKO*.

How the deposited data were processed for this re-analysis (not part of the article)

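RNA-seq was measured in the FB, MB, HB and SC of 16 mouse embryos, 2 WT and 2 Eed-cKO at each of E11.5, E13.5, E15.5 and E18.5, which gives 64 libraries. Sample labels were taken from the deposited descriptions and no label was inferred from values. The tissue labels of Eed-cKO replicate 1 at E11.5, which conflict with the expression in 3 of its libraries, were kept as deposited.

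The counts are, as deposited by the authors, the number of reads or read pairs that featureCounts assigned to the exons of each mm10 RefSeq gene, unstranded and without normalization, after adapter trimming with cutadapt for the paired-end libraries and alignment with Hisat2. A second deposited table holds for each gene a normalised signal, which the authors made by summing transcript-level estimates to genes with tximport and dividing by DESeq2's normalization factors. It was used as an alternative, with limma on log2(value + 1). The count tables list 27179 genes, of which 25312 had at least 1 count. The genes without a symbol took 0.32% to 1.04% of the counts of a library. The series table lists 30615 genes, and 20685 symbols are in both.

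Total counts per library ranged from 33221909 to 78334273. The single-end libraries of E13.5 had 33221909 to 42639379 counts and the paired-end libraries 35286559 to 78334273. A group at or under 3 counts was taken to be at the floor, which corresponds to 0.0625 to 0.0702 CPM in the shallowest library of each tissue. Folds against such a group are given as lower bounds, which divide the mean CPM of the other group by the floor. These bounds cover counting error only. The 32 pairs of replicates had a Pearson r across genes of 0.974 to 0.998 and a median chi-square per degree of freedom of 26.7, so that replicates differed by more than sampling noise.

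Differential expression was tested with edgeR 4.0.16 (TMM factors of 0.908 to 1.08, robust quasi-likelihood fit) in R 4.3.3, with Benjamini-Hochberg adjustment over the genes tested. Genes with at least 10 counts in at least 50% of the libraries of a fit were tested. A gene was called at an adjusted p-value under 0.05 with an absolute log2 fold change above 0.5. Tissue comparisons of Eed-cKO with WT used E13.5, E15.5 and E18.5 with age as a term. Comparisons at single ages used FB and MB, or HB and SC, with tissue as a term. Comparisons between tissues within a genotype used all 4 ages with age as a term. Differences of the Eed-cKO effect between tissues were tested as interactions in a single model over 48 libraries, and no alternative for them blocked by embryo. Interactions were counted at an adjusted p-value under 0.05 without a fold-change threshold. Affected genes had an adjusted p-value of 0.05 or less in any of 8 fits and a mean above 0.5 CPM, and consistently affected genes also had an absolute log2 fold change above 1 in at least 3 fits. Ectopic genes were affected genes with a mean below 0.5 CPM over WT libraries and of at least 0.5 CPM over Eed-cKO libraries.

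Scores of gene lists are means of log2(CPM + 1), compared by exact permutation of the genotype within age (all arrangements, two-sided) or by exact sign flips over 6 embryos (64 flips, two-sided). Lists were also tested with limma 3.58.1's camera at a preset correlation of 0.01, with a prior count of 2, and with fry. The lists are the markers of FB, MB, HB and SC, progenitor, neuronal and glial markers, Sox1/2/3, the anti-proliferative and pro-proliferative genes, the 39 Hox genes, the genes of Fig. 1F and Fig. 6C, the top-10 lists, the ectopic lists, and lists for microglia, endothelial cells, erythroid cells, choroid plexus, mesenchymal cells and interferon-induced genes. Sex was called from Xist and Y-linked genes above 5 CPM. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and R's data.table 1.17.8, were used for tables and plots.

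The genes named in the text were set by a rule: Eed, the genes the paper names in the figures and lists for which libraries are held, and in each tissue comparison the 3 largest rises and 3 largest falls among called genes with a mean of at least 1 CPM and the same sign at each of the 3 ages. Some genes that meet this rule are not reported here. A direction was counted as reversed only where the value was past its threshold in the main setting or in the alternative. The alternatives were DESeq2 1.42.0, library totals in place of TMM, no filter on low counts, a filter over all 64 libraries, no threshold or a threshold of 1 on the log2 fold change, the series table with limma, counts thinned to the smallest library, the replicate number as a block, a sex term, other sets of ages, tissues summed per embryo, each library left out in turn, a pseudocount of 0.1 and other forms of the rules for lists, distances, PCA and correlation. Male embryos only, the alternatives for the interactions and the fits without Eed-cKO replicate 1 of E11.5 were added after seeing the data.

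The procedures were tested on simulated data in which 200 known genes were changed, before filtering, by a log2 fold change of 1 or 2. As many were raised as lowered. Apart from these changes each gene had 1 mean level, without effects of age, tissue or embryo, and libraries were drawn independently. Far more genes were called in most real comparisons, so the shares and false calls below may not hold there. edgeR called 96.4% of 195 changed genes in a design like the FB comparison, with 5 unchanged genes called, and 95.4% in a design like the SC comparison, with 5. It called 97.4% of 196 genes in a design like the anterior comparison at E13.5, with 2 unchanged genes called, and 78.2% of 197 in one like the posterior comparison at E15.5, with 6, where DESeq2 called 34 unchanged genes. The interaction test called 170 of 200 changed genes and 6 unchanged ones. Camera found the raised list and called 0 of 22 unchanged lists, and fry called 1. Immunostaining, ChIP, autoencoder, enrichment and human data were left out, since no libraries for them are held, and they are not analysed here.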

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

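The tests on tissue labels, on interferon genes, on Xist and Y-linked genes and of other splits for the interactions were chosen only after the result was seen. The comparisons, the gene lists and the alternatives were otherwise set before the data were examined.

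Signals in the tissue labels that the paper does not report came from Eed-cKO replicate 1 at E11.5, in which the library labelled FB had its highest r with WT MB (0.786), the library labelled MB with WT HB (0.733) and the library labelled HB with WT FB (0.918). These r values are across 500 genes, with the mean over the WT tissues subtracted from each gene. The same rotation is in the count tables and in the series table. Emx1 stood at 63.5 CPM in the library labelled HB and 1.81 CPM in the library labelled FB, and En2 at 201 CPM in the library labelled FB and 4.77 CPM in the library labelled HB. A mislabelled sample is a candidate explanation, either at dissection or in the deposited names. The r of 0.918 and the 549 genes called between MB and HB in Eed-cKO without that embryo, against 0 with it (2186 at an unadjusted p under 0.05), are what it predicts. For the few genes called at E11.5 it cannot be told apart from a small effect at that age, because 0 genes were called in the anterior tissues without that embryo (639 at an unadjusted p under 0.05), with 3 residual degrees of freedom. A biological shift of regional identity in that embryo stays open and was not tested. The labels were not changed.

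A library lay far from the others in 12 of 176 groups of 6 libraries. A rate of 1 in 20 would give 8.8 groups, but the rate of this rule by chance was not measured. The groups also share genes and embryos. The SC marker score of WT SC replicate 1 at E13.5 was 3.60 (the others from 5.01 to 5.33), and its top-10 posterior score was 1.03 (3.87 to 4.67). WT FB replicate 2 at E15.5 had an SC marker score of 0.23 and a top-10 posterior score of 0.23. WT MB replicate 1 at E18.5 had an FB marker score of 2.69 (1.39 to 1.73), WT HB replicate 2 at E18.5 a top-10 posterior score of 0.445 (0.0539 to 0.181), and WT HB replicate 1 at E18.5 an interferon score of 2.33. WT SC replicate 1 at E15.5 had a mesenchymal score of 8.41 (6.11 to 6.85), and Eed-cKO HB replicate 1 at E15.5 a choroid plexus score of 2.58 (3.80 to 4.05). The remaining 3 are the interferon scores of Eed-cKO replicate 2 at E15.5. The place at which the tissue was divided was not tested, and no biological explanation was tested for these libraries.

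In Eed-cKO replicate 2 at E15.5, an embryo on which the paper does not report separately, the score of interferon-induced genes was 3.85 in the MB, 4.94 in the HB and 3.86 in the SC, above the WT range of 0.724 to 2.33. The FB library of the same embryo, at 1.79, lay within that range. The 28 Eed-cKO libraries of the other embryos gave 0 scores above that range, which argues against loss of Eed as the whole cause. With counts thinned to the smallest library the HB score was 4.92, which argues against library depth. A higher share of microglia is argued against as well, since the microglia score of this embryo exceeded that of the other E15.5 Eed-cKO embryo by 0.817 in the HB, where the interferon score exceeded it by 3.84. An infection or another response of this embryo stays open and was not tested. The score was 0.84 higher in Eed-cKO than in WT in the HB, 0.49 in the MB, 0.37 in the SC and 0.19 in the FB, and none of these differences passed the exact permutation test.

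WT replicate 1 at E11.5 had Xist, which male embryos lack, at 343 CPM in the FB, 125 CPM in the MB, 96.8 CPM in the HB and 221.3 CPM in the SC, together with Y-linked genes. Set against female and male libraries, Xist stood at 57.1% of the female level in the FB and 13.1% in the HB. An embryo with 2 X chromosomes and 1 Y chromosome would have Xist near the female level in each tissue, and the 13.1% of the HB argues against it. The share of the female Xist level and the share of the male Y-linked level summed to 121%, 90.6%, 91.4% and 114% from FB to SC. A mixture predicts that these shares add up to the whole, so the 90.6% of the MB is consistent with cells of a female and a male embryo mixed in these libraries. A mosaic embryo stays open and was not tested.

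The effect of Eed-cKO differed between tissues by edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment, in 3346 genes between FB and MB, 371 between MB and HB, 1586 between HB and SC, 5277 between FB and HB, 757 between MB and SC and 5152 between FB and SC. These counts carry no fold-change threshold. In each pair 1 of 50 splits of the embryos, the real one, gave as many genes, and the highest counts among the other splits were 129, 3, 107, 1943, 4 and 172. Under library totals, 3337 of the genes that differed between FB and SC had the larger log2 fold change in the FB and 1696 the smaller, against 2423 and 2729 with TMM, so which direction is the more frequent depends on the scaling. A biological difference between the tissues stays open and was not tested further.

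The effect on list scores also differed between tissues by exact permutation. For Sox1/2/3 the difference of effects was -0.62 between FB and HB, -0.41 between FB and MB, -1.42 between FB and SC and -0.21 between MB and HB, and for the progenitor markers it was -0.44 between FB and HB and -0.98 between FB and SC. For the pro-proliferative genes it was -0.88 between FB and HB, -0.41 between FB and MB, -0.59 between FB and SC and -0.47 between MB and HB. For the anti-proliferative genes it was -0.20 between FB and HB and -0.16 between MB and HB. For the top-10 proliferation genes, which the study chose on these samples, it was -0.94 between FB and HB, -0.51 between FB and MB, -0.68 between FB and SC and -0.43 between MB and HB. Benjamini-Hochberg adjusted p-values over 24 contrasts ranged from 0.0202 to 0.0417. Among the scalings, library totals moved the pro-proliferative contrast of FB and SC to -0.48, where it no longer passed after adjustment, and the progenitor contrast of FB and HB to -0.41. A change in the share of cell types within a tissue and a change within cells were not told apart by any test.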

How the results depend on the processing

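No test here was chosen after the result was seen, apart from the alternatives named as added. Leaving out the fold-change threshold gave 8297 genes in the FB, 6764 in the MB, 5907 in the HB and 987 in the SC, 7871 in the anterior tissues at E13.5 and 6228 at E18.5, 6445 in the posterior tissues at E13.5 and 2045 at E18.5, and 562 shared by the 4 tissues. Between tissues it gave 5865 (FB-MB), 4088 (MB-HB), 1720 (HB-SC), 7631 (FB-HB), 5721 (MB-SC) and 7351 (FB-SC) genes in WT and 1042 (FB-MB), 609 (HB-SC), 3143 (FB-HB), 2430 (MB-SC) and 5964 (FB-SC) in Eed-cKO. With a threshold of 1 on the log2 fold change the counts were 1884 in the FB, 1090 in the MB, 1452 in the HB, 284 in the SC and 133 shared. In the anterior tissues they were 1277 at E13.5, 928 at E15.5 and 1965 at E18.5, and in the posterior tissues 913 at E13.5 and 576 at E18.5. Between tissues they were 1025, 512, 367, 1952, 1084 and 1920 in WT, in the order above, and 210, 167, 381, 479 and 1010 in Eed-cKO without MB-HB. These changes follow from the thresholds.

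DESeq2 gave 90 genes in the anterior tissues at E11.5 and 2593 at E15.5, 41 and 791 in the posterior tissues at these ages, and 192 (MB-HB) and 694 (HB-SC) between Eed-cKO tissues. The cause was not tested. Without the filter on low counts 7 genes were called between MB and HB in Eed-cKO, and thinned counts gave 0 in the anterior tissues at E11.5 (against 4). The replicate block (age by replicate number, an embryo's tissues together) gave 4 genes between MB and HB and 749 between FB and HB in Eed-cKO, and the replicate block of the single ages gave 9 genes in the anterior and 2 in the posterior tissues at E11.5, for reasons that were not tested. The paper says that samples of an age were litter mates and that each female gave 2 embryos, but not that a number marks a litter. Same-numbered WT and Eed-cKO libraries deviated from their group means with a Pearson r of -0.422 to 0.556, above 0.1 in 10 of 16 pairs and between 0.399 and 0.556 at E18.5, so shared litters are neither shown nor excluded. With the tissues summed per embryo, which leaves 2 samples per genotype, the counts were 0 in the anterior tissues at E11.5, 75 in the posterior tissues at E15.5 and 478 at E18.5.

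With E11.5 included 1697 genes were called in the HB and 173 in all 4 tissues, and without E13.5 322 in the SC and 164 in all 4 tissues. With a sex term the SC count was 315, the shared count 181, and the log2 fold change of Xist changed its sign to 0.98 in the HB and 1.24 in the SC. With male embryos only, an alternative added after seeing the data, Xist also changed its sign, to 0.88 in the HB and 1.22 in the SC, which follows from leaving out the female WT embryos. Without E11.5 the Eed-cKO counts between tissues were 1123 (FB-MB), 626 (MB-HB), 713 (HB-SC) and 2328 (FB-HB). Without Eed-cKO E11.5 replicate 1, added after seeing the data, they were 1062, 549, 636 and 2141, with 1450 for MB-SC and 2689 for FB-SC, and the counts at E11.5 were 0 in the anterior tissues (639 at an unadjusted p under 0.05) and 0 in the posterior tissues (1268 at an unadjusted p under 0.05). The library labels of that embryo conflict with its expression.

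The PC1 and PC2 shares were 28.5% and 11.7% with genes scaled to unit variance and 44.7% and 10.0% in the series table. With Spearman in place of Pearson the FB-MB correlation was 0.983 in WT at E18.5 and 0.991 and 0.992 in Eed-cKO at E15.5 and E18.5. Over the genes with enough counts it was 0.968 and 0.976 in WT and 0.993 and 0.994 in Eed-cKO, which follows from leaving out genes near 0. The number of affected genes was 6636 with a threshold of 0.5 on the log2 fold change, and the number of ectopic genes 11 by the highest condition mean. Of the anterior genes called at E13.5, 2827 kept their sign at any p. Under library totals the neuronal score was higher in the Eed-cKO MB by 0.20 and passed the threshold. The share of called genes higher in Eed-cKO moved by more than 10 percentage points under library totals in the FB, to 80.8% of 5013 genes, and in the series table at anterior E18.5, to 68.8% of 3776 genes.

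With each library left out in turn, the counts ranged from 4267 to 4852 in the FB, 2470 to 2937 in the MB, 2463 to 2835 in the HB and 405 to 696 in the SC, over 12 fits each. The 405 of the SC came without Eed-cKO SC replicate 1 of E13.5. At single ages, over 8 fits each, the anterior counts ranged from 0 to 1 at E11.5, 2774 to 3394 at E13.5, 513 to 1931 at E15.5 and 2763 to 4471 at E18.5, and the posterior counts from 0 to 0 at E11.5, 1352 to 2567 at E13.5, 22 to 391 at E15.5 and 738 to 1536 at E18.5. The anterior count at E11.5 fell to 0 or 1 without any single library. The anterior count at E15.5 was 842 without WT FB replicate 1, 856 without WT MB replicate 2, 513 and 543 without Eed-cKO FB replicate 1 and 2, and 1116 without Eed-cKO MB replicate 1. The posterior count at E13.5 was 1489 and 1491 without WT HB replicate 1 and 2, and 1352 and 1464 without Eed-cKO HB replicate 1 and 2. At E15.5 the posterior count was 73 and 110 without WT HB replicate 1 and 2, 102 without WT SC replicate 2, 31 and 43 without Eed-cKO HB replicate 1 and 2, and 22 and 75 without Eed-cKO SC replicate 1 and 2. At E18.5 the posterior count was 774 without WT HB replicate 2 and 738 without Eed-cKO HB replicate 1.

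Among the named genes, 1280 of 1333 values under other alternatives kept their direction and side of the threshold, 36 were weaker, 13 stronger and 4 reversed, and with 1 library left out 1307 of 1344 kept them, 28 were weaker and 9 stronger. Among list scores and list contrasts 297 of 312 values kept them, 7 were weaker and 8 stronger. Each alternative set beforehand was run.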

Differences from the paper's values

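No test in this part was chosen after the result was seen, apart from the alternatives named as chosen after seeing the values. A gap is called closed where both values lie within 1.5 times of each other, which does not make them equal. Between MB and SC in WT the paper's reported value is 4881 genes and 2345 were called here. Among the alternatives set before the data were examined, leaving out the fold-change threshold (5721) closed the gap, and a threshold of 1 (1084), DESeq2 (2510), library totals (2427), no count filter (2707), the filter over all 64 libraries (2371), the series table (2089), thinned counts (2243), the replicate block (2160) and leaving out E11.5 (2681) did not.

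Between HB and SC in WT the paper shows about 1500 genes in Fig. 2A, read by eye, and 938 were called here. No fold-change threshold (1720), DESeq2 (1400), no count filter (1047) and leaving out E11.5 (1038), all set before the data were examined, closed the gap. A threshold of 1 (367), library totals (876), the filter over all 64 libraries (944), the series table (842), thinned counts (886) and the replicate block (651) did not. Between FB and HB in WT the paper shows about 2600 in Fig. 2A, read by eye, against 4417 here. A threshold of 1 (1952) closed the gap, and no threshold (7631), DESeq2 (4577), library totals (4390), no count filter (4716), the filter over all 64 libraries (4438), the series table (3935), thinned counts (4251), the replicate block (4199) and leaving out E11.5 (5286) did not. The paper's 4881 for MB and SC lies near the 4417 for FB and HB here, and its about 2600 for FB and HB in Fig. 2A, read by eye, near the 2345 for MB and SC here.

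Between FB and MB in Eed-cKO the paper shows about 1100 in Fig. 2A, read by eye, against 509 here. No fold-change threshold (1042), DESeq2 (757) and leaving out E11.5 (1123), set before the data were examined, closed the gap, and so did leaving out Eed-cKO E11.5 replicate 1 (1062), which was chosen after seeing the values. A threshold of 1 (210), library totals (535), no count filter (451), the filter over all 64 libraries (494), the series table (344), thinned counts (502) and the replicate block (693) did not. Between MB and HB in Eed-cKO the paper shows about 670 in Fig. 2A, read by eye, against 0 here (2186 at an unadjusted p under 0.05). Leaving out E11.5 (626) closed the gap, and so did leaving out Eed-cKO E11.5 replicate 1 (549), chosen after seeing the values. No threshold (0), a threshold of 1 (0), DESeq2 (192), library totals (0), no count filter (7), the filter over all 64 libraries (0), the series table (0), thinned counts (0) and the replicate block (4) did not.

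Between HB and SC in Eed-cKO the paper shows about 810 in Fig. 2A, read by eye, against 403 here. No threshold (609), DESeq2 (694) and leaving out E11.5 (713) closed the gap, and so did leaving out Eed-cKO E11.5 replicate 1 (636), chosen after seeing the values. A threshold of 1 (167), library totals (386), no count filter (409), the filter over all 64 libraries (389), the series table (291), thinned counts (349) and the replicate block (367) did not. Between MB and SC in Eed-cKO the paper shows about 2100 in Fig. 2A, read by eye, against 1206 here. No threshold (2430) and leaving out E11.5 (1657) closed the gap, and so did leaving out Eed-cKO E11.5 replicate 1 (1450), chosen after seeing the values. A threshold of 1 (479), DESeq2 (1340), library totals (1186), no count filter (1259), the filter over all 64 libraries (1186), the series table (967), thinned counts (1156) and the replicate block (1240) did not.

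At E11.5 the paper shows about 79 genes in the anterior tissues in Fig. 2D, read by eye, against 4 here. DESeq2 (90), set before the data were examined, closed the gap. No threshold (4), a threshold of 1 (4), library totals (4), no count filter (3), the filter over all 64 libraries (4), the series table (5), thinned counts (0), the replicate block (9), tissues summed per embryo (0) and, chosen after seeing the values, leaving out Eed-cKO E11.5 replicate 1 (0) did not. In the posterior tissues the paper shows about 36 in Fig. 2D, read by eye, against 0 here (659 at an unadjusted p under 0.05). DESeq2 (41) closed the gap, and the replicate block (2) and the other alternatives, with 0 genes each, did not. At E15.5 in the posterior tissues the paper shows about 710 in Fig. 2D, read by eye, against 267 here. DESeq2 (791) closed the gap. No threshold (273), a threshold of 1 (202), library totals (302), no count filter (278), the filter over all 64 libraries (258), the series table (247), thinned counts (232), the replicate block (180) and tissues summed per embryo (75) did not.

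The paper describes opposite slopes of pro- and anti-proliferative genes along the WT axis, whereas the anti-proliferative score here was higher in the FB than in the SC by 0.37 (5 of 6 embryos). It describes larger effects on anti-proliferative genes in the anterior tissues, whereas the difference of effects was -0.20 between FB and HB and 0.08 between FB and SC here. It names Ccnd1 and Ccnd2 as higher in the Eed-cKO SC, and neither was called here. DESeq2 called both (log2 fold changes 0.68 and 0.86), the series table called Ccnd2 (0.89), and Ccnd2 was also called without WT SC replicate 1 of E15.5 (1.12) and, chosen after seeing the values, with male embryos only (1.08).

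The paper names Sox1, Sox2, Sox3 and E2f1 as lower in Eed-cKO. Sox2 was not called in the MB, HB or SC here (in the HB it was lower by -0.34 with adjusted p = 0.00564, and leaving out the fold-change threshold would call it), Sox1 was not called in the HB or SC, and Sox3 was not called in the SC. Sox1 was called in the HB without WT or Eed-cKO replicate 2 of E18.5 (-0.55 each), and in the SC without E13.5 it was called as higher (0.63). E2f1 was not called in the HB (-0.38), and its call in the SC was lost with the replicate block (-0.72), a sex term (-0.49), E11.5 included (-0.53), without E13.5 (-0.72) and, chosen after seeing the values, with male embryos only (-0.48).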

Other observations

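The tests in which shared, affected, ectopic, Hox and persistent genes and gene lists were set against other splits of the embryos, the tests of male embryos and of a smaller effect in the SC, the comparison of depth between E13.5 and E15.5 and the test of microglia genes in the SC were chosen only after the result was seen.

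A microglia list scored higher in Eed-cKO by 0.75 in the FB, 0.90 in the MB and 1.03 in the HB, and in the SC the 0.32 did not pass (exact permutation test, p = 0.0556). The endothelial list differed by 0.16, 0.23, 0.60 and 0.06 and the erythroid list by -0.22, 0.10, 0.37 and 0.00 from FB to SC. The microglia minus endothelial difference of 0.590 in the FB (exact permutation test, p = 0.00926, Benjamini-Hochberg adjusted p = 0.0247) argues against an equal rise of these lists. Shares of vessels, blood and immune cells need not change equally, so a higher share of them together is not excluded. By staining, the paper reports more vessels and immune cells relative to CNS tissue in Eed-cKO. In the SC the microglia minus endothelial difference was 0.262 (exact permutation test, p = 0.0463, Benjamini-Hochberg adjusted p = 0.0529) and did not pass after adjustment. For the SC an equal rise therefore cannot be told apart from a change in immune cells alone. A change of microglia in number or state stays open as a biological explanation and was not tested.

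Of the top-10 immune genes, 5 are in a choroid plexus list and 3 in the interferon list. The choroid plexus list was higher in Eed-cKO by 0.93 in the FB and 0.35 in the SC, and by 0.88 in the MB and 1.27 in the HB, where it did not pass the exact permutation test (p = 0.0648 and 0.0741). For the HB, a larger share of choroid plexus in the Eed-cKO libraries cannot be told apart from a change of expression within cells, because the choroid plexus list and the top-10 immune list differed between genotypes by less than the spread between libraries. The mesenchymal list was higher in Eed-cKO by 0.98 in the FB, 1.14 in the MB and 2.30 in the HB, and in the SC the difference was -0.09. The 8 genes of Fig. 1F differed by 0.33, 0.77, 1.69 and 1.90 from FB to SC.

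More genes were called at E13.5 than at E15.5 in both parts of the CNS. The E13.5 libraries were the shallower ones, with a median of 38946800 counts against 51826700 at E15.5, which argues against library depth. The biological coefficient of variation was 0.118 at E13.5 and 0.218 at E15.5 in the anterior tissues, and 1399 and 1397 genes had an absolute log2 fold change above 1, so a smaller spread between replicates at E13.5 is a candidate explanation. The single-end layout of the E13.5 libraries stays open, since it follows the age.

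Fewer genes were called in the SC than in the FB. The biological coefficient of variation was 0.176 in the SC and 0.182 in the FB, which argues against a larger spread between SC libraries, and with counts thinned to its smallest library the FB still gave 4639 genes, which argues against library depth. Sex differs between genotypes, because all Eed-cKO embryos were male and 3 of 6 WT embryos of E13.5 to E18.5 were female. With a sex term 2200 genes were called in the HB, and with male embryos only 532 in the SC, which argues against sex as the whole cause of the calls. Of the genes called in all embryos, 85.9% in the FB, 89.1% in the MB, 73.4% in the HB and 70.0% in the SC were also called with male embryos only, and for the sex term in the SC the share was 48.4%. At any p, 419 genes had an absolute log2 fold change above 1 in the SC and 1927 in the FB. The effect differed between FB and SC in 5152 genes (interaction test, without a fold-change threshold), so a smaller effect of Eed-cKO in the SC is a candidate explanation. What makes the effect smaller in the SC was not tested.

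Other splits of the embryos gave fewer genes than the real one in most comparisons. In 1 of 80 splits, the real one, as many genes were called in each tissue, with at most 573, 1, 473 and 192 in the other splits from FB to SC. Likewise 1 of 80 splits, the real one, gave as many genes shared by the 4 tissues (at most 0 in other splits), affected genes (10634), consistently affected genes (826), ectopic genes (159), Hox genes (0) and genes called at the 3 later ages (2), and 2 of 80 splits gave as many gene lists (62). At single ages most splits parted the tissues of an embryo, and 3 splits, the real one included, kept embryos whole, which is too few to tell the counts of a single age apart from chance. The whole-embryo splits other than the real one gave at most 0, 5 and 3 genes in the anterior tissues and 0, 4 and 95 in the posterior tissues at E13.5, E15.5 and E18.5. With the other splits counted too, 1 of 34 splits gave as many genes as the real one at these ages, with at most 18, 6 and 3 in the anterior and 0, 4 and 95 in the posterior tissues. At E11.5, 2 of 34 splits gave as many genes in the anterior tissues (88 in the other) and 34 of 34 in the posterior tissues, as 0 genes were called (659 at an unadjusted p under 0.05). Each WT pair of tissues gave 1 of 60 splits. In Eed-cKO the count was 1 of 60 splits for FB-SC, HB-SC and MB-SC and 2 of 60 for FB-HB and FB-MB. For MB-HB it was 60 of 60, as 0 genes were called (2186 at an unadjusted p under 0.05). A split that exchanged the tissues of 1 embryo gave 1932 genes for FB-HB, 518 for FB-MB and 532 for MB-HB. That embryo was Eed-cKO replicate 1 of E11.5, whose labels conflict with its expression. For these pairs that split is therefore not a neutral regrouping.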
